# Synthesis and bio-molecular study of (+)-N-Acetyl-α-amino acid dehydroabietylamine derivative for the selective therapy of hepatocellular carcinoma

**DOI:** 10.1186/s12885-016-2942-5

**Published:** 2016-11-14

**Authors:** Muhammad Ayaz Mustufa, Cigdem Ozen, Imran Ali Hashmi, Afshan Aslam, Jameel Ahmed Baig, Gokhan Yildiz, Shoaib Muhammad, Imam Bakhsh Solangi, Naim ul Hasan Naqvi, Mehmet Ozturk, Firdous Imran Ali

**Keywords:** Dehydroabietylamine derivatives, Hepatocellular carcinoma, Cytotoxicity, Connectivity map, Apoptosis

## Abstract

**Background:**

The purpose of present work is to synthesize novel (+)-Dehydroabietylamine derivatives (DAAD) using *N*-acetyl-α-amino acid conjugates and determine its cytotoxic effects on hepatocellular carcinoma cells.

**Methods:**

An analytical study was conducted to explore cytotoxic activity of DAAD on hepatocellular carcinoma cell lines. The cytotoxicity effect was recorded using sulforhodamine B technique. Cell cycle analysis was performed using Propidium Iodide (PI) staining. Based on cell morphology, anti growth activity and microarray findings of DAAD2 treatment, Comet assay, Annexin V/PI staining, Immunoperoxidase assay and western blots were performed accoringly.

**Results:**

Hep3B cells were found to be the most sensitive with IC_50_ of 2.00 ± 0.4 μM against (+)-N-(N-Acetyl-L-Cysteine)-dehydroabietylamine as DAAD2. In compliance to time dependent morphological changes of low cellular confluence, detachment and rounding of DAAD2 treated cells; noticeable changes in G_2_/M phase were recorded may be leading to cell cycle cessation. Up-regulation (5folds) of TUBA1A gene in Hep3B cells was determined in microarray experiments. Apoptotic mode of cell death was evaluated using standardized staining procedures including comet assay and annexin V/PI staining, Immuno-peroxidase assay. Using western blotting technique, caspase dependant apoptotic mode of cell death was recorded against Hep3B cell line.

**Conclusion:**

It is concluded that a novel DAAD2 with IC_50_ values less than 8 μM can induce massive cell attenuation following caspase dependent apoptotic cell death in Hep3B cells. Moreover, the corelation study indicated that DAAD2 may have vital influence on cell prolifration properties.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12885-016-2942-5) contains supplementary material, which is available to authorized users.

## Background

Hepatocellular carcinoma (HCC) is the most common primary liver cancer. It is the fifth most frequent neoplasm and the third largest mortality causing cancer [1, 2]. The average life of HCC is 6 months after diagnosis including surgical treatment options, suggesting poor prognosis of the disease [1–3]. However, the highest incidence of HCC reported in Asia and Africa [4]. Thus, it is an alarming situation that annually around about 600,000 individuals lost their lives due to HCC and almost the same number of new cases registered every year [5, 6]. The HCC in humans can be caused by multi-factors such as: high intake of alcohol and Aflatoxin, hereditary disorders and chronic infections with HCV and HBV [7, 8]. These factors have direct impact on patient characteristics as well as the tumor progression [9]. The traditionally available therapies (chemotherapy or surgery) for the treatment of HCC are still not very successful in terms of quality and survival. However, Sorafenib is the first oral multikinase inhibitor and only the approved drug by Food and Drug Administration (FDA) for the treatment of HCC [10, 11]. These disappointing facts and figures suggested a dire need of effective drugs for the treatments of HCC.

Considering that structural manipulation is still remarkable and effective technique for the enhancement of drug efficacy and associated with the finding of novel drugs with potentially broad bioactive spectra. The (+)-Dehydroabietylamines (DAA) and its derivatives reported for biological activities including cytotoxic effects [12–15], endo-peptidase inhibitory activity, antibacterial [16, 17], antitumoral [18], and anti-carcinogenesis activity [19].

*N*-acetyl amino acids may have a fundamental role in several physiological and biochemical functions of the human body [20]. Therefore, currently seven N-acetyl amino acids were used to synthesize seven derivatives of DAA through the association of peptide linkage between primary amine of DAA and carboxylic acid of *N*-acetyl amino acids. Meanwhile, the proposed drugs may have greater than 25% carboxamide functionality [20]. However, the carbodiimide mediated peptide coupling method remains to be the most frequently used technique, as a major advantage, the carbodiimide did not require prior activation of carboxylic acid [20]. Thus, the purpose of this study was first to synthesize seven derivatives of DAA using seven *N*-acetyl amino acids and their characterization by different analytical techniques. Moreover, the proposed novel (+)-Dehydroabietylamine analogues were used to examine the in vitro cytotoxicity of one breast cancer and ten HCC cell lines in detail.

## Methods

### Reagents and apparatus

All reagents and chemicals used during experimental work were analytical grade. The N- *N*-acetyl amino acids, (+)-Dehydroabietylamine, dehydroabietylamine, dichloromethane, dicyclohexyl carbodiimide, 4-dimethyl amino pyridine, ethanol, methanol and ethyl acetate purchased from Sigma–Aldrich (St. Louis, MO, USA). DMSO was obtained from Applichem Biochemica (Darmstadt, Germany). Analytical thin-layer chromatography was performed on precoated silica gel plates (Merck PF254, Darmstadt, Germany) and detection of spots were made by UV light and/or iodine vapors. Silica gel 60 (Merck, particle, size 0.040–0.063 mm, 230–240 mesh) was used for preparative column chromatography.

IR spectra were recorded on a Thermo-Nicolet 5700 Fourier transform infrared (FTIR) spectrometer (Fitchburg, WI) with KBr pellets. NMR spectra were recorded at room temperature on Bruker AM instrument operating at 400 and 500 MHz (^1^H). Residual solvent signals are internally referenced. Chemical shifts *δ* is referred in terms of ppm, coupling constants *J* are given in Hz. Following abbreviations classify the multiplicity: s = singlet, d = doublet, t = triplet, q = quartet, m = multiplet or unresolved, br = broad signal. Infrared spectra were recorded on a Schimadzu system and reported in cm^−1^. Samples were prepared in thin film technique. Mass spectra were done using the facilities in laboratories of HEJ Research institute of Chemistry, University of Karachi.

### Synthesis

#### General procedure for the preparation of Amides from amino acids (DAAD 1–7)

To a solution of dehydroabietylamine (1 mol) in dichloromethane, dicyclohexyl carbodiimide (DCC, 1 mol), 4-dimethyl amino pyridine (DMAP, 0.5 mol) and N-acetyl amino acids (1 mol) were added, the resulting mixture was stirred at room temperature for 2 h. After completion of reaction 50 ml of ethyl acetate was added and filter. Filtrate washed with water (20 ml×2), and dried over anhydrous Na_2_SO_4_ and the solvent removed by evaporation. The formations of DAAD (1–7) were monitored by TLC; the compound was extracted from reaction mixture and characterized by applying different spectroscopic techniques. Formation of amide was completed in 2 to 2.5 h. N-acetyl-α-amino acid conjugates of (+)-Dehydroabietylamine (DAA) were prepared using Glycine, *L-*Cysteine, *L-*Methionine, *L-*Tyrosine, *L-*Aspartic acid, *L-*Phenylalanine and *L-*Alanine to furnish amides 1–7 respectively. All amides were obtained in good yields. The structure confirmation of compounds 1–7 was carried out (Additional file 1: Suppl. data Chemistry and Additional file 2: Characterization and Synthesis)​ using spectroscopic techniques including ESI-MS, FTIR, ^1^H-NMR, 1D & 2D, ^13^C-NMR, COSY, HMBC, HSQC and NOESY spectroscopy.

### Cell lines care and cytotoxicity screening protocol

Ten HCC cell lines including Huh7, Hep3B, Hep3B-TR, HepG2, Hep40, SNU449, Mahlavu, PLC/PRF/5, SNU387, SNU475 and one breast cancer line MCF7 cryogenically stored in a liquid nitrogen Tank. Sulforhodamine B (SRB) method has been implemented for in vitro primary screening [21, 22]. Initially, a HCC cell line Huh7 and one breast cancer line MCF7 were used for primary screening of trial drugs (seven derivatives of synthesized DAA). For both Huh7 and MCF7 cell lines, 2000 cells/well were cultured in 96 well plate in incubator at 37 °C with 5% CO_2_ in complete medium (DMEM, 10% FBS, 1% NEA, 1% *L-*Glutamine and 1% P/S) and incubated for 24 h. All stock solutions were prepared in 100% DMSO with a concentration of 20 mM. Further dilutions were made with the help of respective media for each cell line. After 24 h, all trial drugs were introduced in two different (50 μM and 10 μM) concentrations in triplicate for each sample and plates were further incubated for next 72 h. After 72 h, media discarded and cells were washed once by using 1_X_PBS.

For fixation, 50 μL of ice cold 10% TCA was added into each well and kept in dark at 4 °C for 1 h. After fixation, the TCA was removed by tapping and plates were washed 4–5 times with ~200 μL dH_2_O. Plates were left over night for drying under hood. Finally, 50 μL of 0.4% SRB in 1% acetic acid solution was added to each well and left at room temperature for 10 min. Excessive SRB dye was removed and the plates washed 4–5 times with 1% acetic acid before air drying. Bound SRB dye was solubilized with 100 μL of 10 mM un-buffered chilled tris-base solution and plates were left on a plate shaker for at least 1–2 min. Absorbance was recorded using μ-Quant microplate reader with a wave length range of 405–515 nm. The test OD values were defined as the absorbance of each sample. Mean values were determined and standard deviation was found satisfactory ranging in between 0.001 to 0.25 in all respective samples from triplicates wells which were calculated automatically using MS Office Excel 2007 (v14.0) software for Windows.

### Measurement of cell morphology

Six-well plates were used for photographs and 3 × 10^5^ cells were maintained in each well, after 24 h drug was administered. Photographs of most sensitive (Hep3B) cell line were taken during three consecutive intervals i.e., 24, 48 and 72 h and compared with DMSO controls. All photographs were taken at 10X and 20X using a light microscope.

### Cell proliferation assay

Cells were plated in 10 cm^2^ Petri plates at 3–4 × 10^5^ per plate. After drug treatment, cells were harvested in different intervals by trypsinization and washed with PBS. Cells were fixed in ice-cold 70% ethanol, washed, and resuspended in 3 mL of 70% ethanol for storage at 4 °C; fixed cells treated with RNase A; and stained with propidium iodide (PI) for 45 min at room temperature. The stained cells were analyzed by flow cytometry using BD FACScalibur™.

### Comet assay [23]

Hep3B cell line was used and around 200,000 cells/well were seeded in six well plates. Adriamycin (1 μM), and Camptothecin (5 μM) were used as positive controls. DAAD2 was administered in two different concentrations (5uM and 10 μM). Drugs were given to cells after 24 h of seeding. Both treated and untreated samples were collected after 24,48 and 72 h from plates through scraper with whole media after centrifugation at 1000 rpm for 10 min at +4 °C.

Freshly prepared 100 mL 1% normal melting agarose poured into a jar and kept in a water bath at 50–55 °C. The slides were placed into jar vertically and kept for about 15–20 min at room temperature. 15 ml of 0.7% low melting agarose (LMA) was also prepared and kept it at 4 °C. Both controls and treated cells were taken from incubator and washed with 1X cold PBS once. 2 mL of 1XPBS for each well of 6 wells plate added and cells were transferred directly in to 15 mL falcon tubes. The cells were centrifuged at 1000 rpm for 6 min at 4 °C. Supernatant was discarded and pallet of the cells re-suspend with cold PBS (700 μL) without bubbling. 5–10 μL cell suspension was put on already prepared 1% agarose coated slide, and coated with 70–80 μL LMA with cover slip (24 × 50 mm) onto the cells. Cells were counted under the microscope to validate the desired cell number and stored for 12–15 min at 4 °C to allow LMA layer to soluble. For third layer, again 70–80 μL of LMA covered with cover slip was used for coating, and the slides were kept at 4 °C for about 12–15 min. Slides were pour in to tank for at least 1 h containing lysis buffer and importantly temperature was maintained at 4 °C. Slides were taken out and washed with neutralization buffer thrice. In the next step, freshly prepared electrophoresis buffer (0.555 g Na-EDTA + 10 g NaOH cold 1.5 L dH_2_O maintained at 4 °C) was poured into electrophoresis tank and the tank was covered with ice to maintain the temperature before use. The washed slides were placed without any gap into the tank as writing place of slides on positive side of the electrode. Power supply for electrolysis tank was maintained on 25 V and maximum up to 280 A. Incubation of the slides was done in dark with electrophoresis buffer for 20 min to denature DNA and then DNA was run at 25 V per 260–280 A per 20 min. At last, slides were taken out and washed with neutralization buffer thrice gently and kept slides into the buffer until DAPI staining. For DAPI staining, 45 μL, (5 μg/mL DAPI) with 24 × 50 mm coverslip onto the slides was applied and kept into the humidity chamber at (papers with water) 4 °C before taking the pictures on fluorescent microscope.

### Propidium iodide staining [24]

Hep3B cells were maintained in 5 cm^2^ Petri plates and cover slips were added at the time of splitting. After 24 h, DAAD2 (2 μM & 5 μM) was supplemented. While, media with less than 0.1% DMSO were also changed for negative controls. After 72 h of incubation, cover slips from both control and sample were taken out and as per given protocol cover slips were covered with annexin V/PI staining solution for 15 min. Photographs were taken at fluorescent microscope with detection range of 515–565 nm (green).

### Microarray gene-expression analyses [25, 26]

Affymetrix Human Genome U133 Plus 2.0 Gene-Chips were used for whole-genome gene expression profiling experiments. Isolated total RNAs of treated and non-treated DAAD2-sensitive HEP3B and DAAD2-resistant SNU449 cells processed according to manufacturer’s instructions. Quality control analyses of microarray data performed using the BRB Array Tools V 4.2.0 (http://linus.nci.nih.gov/BRB-ArrayTools.html). Triplicate samples from each sample type (12 samples in total) were used for the rest of the analyses. Normalizations of the raw data obtained from Gene-Chip Operating Software performed using the BRB Array Tools.

Lists of differentially expressed genes were determined using the Class Comparison Tool of the BRB Array Tools software. Genes differing more than 1.5 fold between control and DAAD-2 treated Hep3B cells, as well as control and DAAD-2 treated SNU449 cells were determined in separate lists.

Lists of differentially expressed genes were further analyzed via Connectivity Map (cmap) Tool [27] to further investigate molecular mechanisms responsible for resistance and sensitivity to DAAD-2 treatments. Gene expression signatures of drug-sensitive and drug-resistant HCC cells were used to determine similarities with signatures of previously characterized chemicals in the cmap database.

### Immuno-peroxidase assay [28]

Hep3B cells were plated for 24 h in 12 well/plates at 50,000 cells on cover-slips for per each well. After DAAD2 treatment (2 μM & 5 μM) of 48 h, medium was aspirated. Cells were fixed with acetone and methanol mix solution (1:1) at −20 °C for 10 min. After aspiration of fixation solution, three times washing with 1XPBS performed for each plate. Hydrogen peroxide was added and hold for 10 min at room temperature in dark to block endogenous per oxidase activity. Washing step was repeated thrice again. Blocking was done using 10% FBS and 0.3% Triton X-100 in 1X PBS solution for 1 h in dark at room temperature. Anti human Caspase-3 (cleaved) was diluted in blocking solution (1:1000) and 100 μl of primary antibody was added on top of the cover slip drop by drop. After overnight incubation at 4 °C, cover-slips were washed with 1X PBS-T solution. 80 mL of Dako Envision secondary antibody was added on the top of the coverslips drop by drop and incubated in dark for 1 h at room temperature. Washing with 1X PBS-T solution performed twice. DAB solution was prepared and used as per manufacture guidelines. Counterstaining with hematoxylin solution was done for 5 min. at room temperature. After vigorous washing, coverslips were stained with blueing solution (0.1% Sodium Bicarbonate in distilled water) for 1 min at room temperature and rinsed with water. Finally, 85% of glycerol was added on top of each coverslip and put upside down on glass slide.

### Western blotting [29]

To determine the protein level of differentially expressed genes of interest, cells were treated with 2 μM dose of DAAD2 for 72 h and the lysed with a Radioimmunoprecipitation Assay (RIPA) Buffer. Concentrations of protein lysates were measured by the conventional Bradford assay utilizing spectrophotometer at 595 nm. Sample protein concentrations were normalized in accordance with bovine serum albumin (BSA) standard curve. Around 30 μg of total proteins were subjected to gel electrophoresis using NuPAGE system with MES and/or MOPS buffers. Proteins were wet-transferred onto HyBond ECL nitrocellulose membranes. The membranes were blocked for 1 h at room temperature with 5% BSA in TBS-T. Membranes were incubated with the primary antibodies either at room temperature or at 4 °C for overnight. Following primary antibody incubations and extensive washing with TBS-T, secondary antibodies conjugated with horse-radish peroxidase (HRP) incubated 1 h at room temperature. After an additional wash of half an hour with TBSt-T, chemiluminescent reaction was recorded using ECL prime western blot detection kit (Thermoscientific), as per manufacturer’s guidelines. X-ray films were exposed to the emitted chemiluminescence.

### Statistical analysis

The 19th version of SPSS (SPSS, Chicago, IL, USA) and Microsoft Excel 2007 (Roselle, IL, USA) were used for the statistical and graphical evaluations. Data were collected and expressed as the mean ± standard deviation of three independent experiments. Statistical analysis was performed by correlation of determination (R^2^) and probability test.

## Results and discussion

### Growth attenuation experiments and IC_50_ determination

In recent study, synthesized seven DAA derivatives (DAAD 1–7) were screened for cytotoxic effect on breast cancer and HCC cell lines by SRB technique as described in experimental part. Based on primary screening results (Fig. 1 and Additional file 3: Figure S1), DAAD 2 with a functional site of *N*-acetyl cysteine group at C-18 (2R) was found to be the most potent with 100% growth attenuation at 50 μM and 10 μM concentration on both Huh7 and MCF7 cells. Thus, it was selected for further investigation of cytotoxic effect and its mechanism. In continuation, IC_50_ values of DAAD2 were determined for all cell lines. All cells were treated with DAAD2 at different concentrations in triplicates ranging from 10 μM to 0.313 μM; for controls up to 0.1% DMSO final concentration was maintained with respective media for each cell line; camptothecin (CPT) as a positive control was used in triplicate at 5 μM concentration for all experiment. The IC_50_ values against all cell lines calculated using OD values against each drug concentration. Camptothecin showed around 80% growth attenuation at 5 μM concentration on Hep3B cells. While, inhibition rate of camptothecin found more than 90% on rest of cell cells lines.

**Fig. 1:**
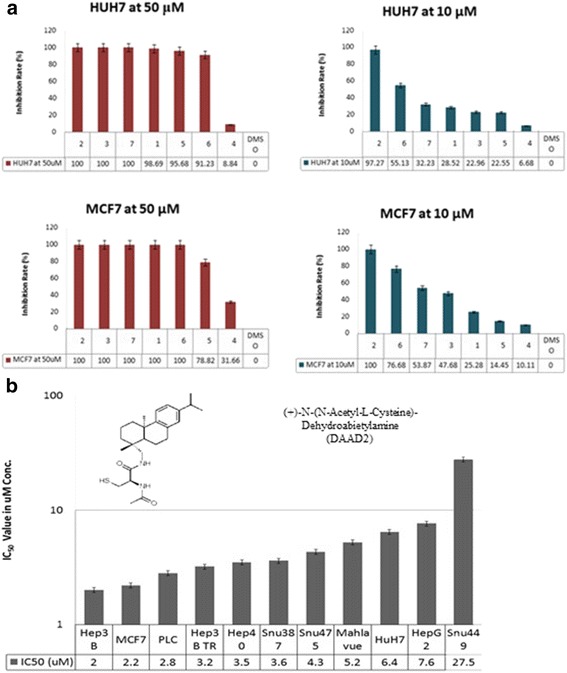
**a** Primary SRB (sulforhodamine B) screening results: Cytotoxic effects of seven novel compounds labeled as 1–7 (concentration of 50 μM and 10 μM), on Huh7 and MCF7 cell lines. **b** Molecular structure and cytotoxic activity with IC_50_ values of DAAD2 on 10 HCC and one breast cancer cell lines

As presented in Table 1, except SNU449 cell line with IC_50_ value more than 10 μM; all other cell lines showed 95–100% growth attenuation at 10 μM drug concentration of DAAD2, with IC_50_ range from 2 to 8 μM; indicating that this drug might have comparatively extensive therapeutic index than other trial drugs of the study. According to Table 1 and graph curve (Fig. 1b), Hep3B cells found to be the most sensitive cell line with the IC_50_ value of 2.0 ± 0.4 μM and reported around 90% inhibition at 5 μM drug treatment after 72 h.

**Table 1:** IC_50_ Values of 11 cell lines using Trial Drug (DAAD2)

Cell Lines	IC_50_ Value of DAAD2 (μM conc.)	R^2^
Hep3B	2.0 ± 0.4	0.9
MCF7	2.2 ± 0.8	0.8
PLC	2.8 ± 0.6	0.9
Hep3B-TR	3.2 ± 0.8	0.8
Hep40	3.5 ± 1	0.8
SNU387	3.6 ± 0.6	0.8
SNU475	4.4 ± 0.6	0.7
Mahlavu	5.2 ± 0.9	0.6
Huh7	6.4 ± 2	0.6
HepG2	7.6 ± 0.8	0.5
SNU449	27.5 ± 5	0.7

### Morphology using light microscopy

Hep3B cells were treated with DAAD2 on 10 cm^2^ Petri plates; using a light microscope the differences in cell morphology was observed in DAAD2 treated and untreated cells. Photographs were taken at 20X after 24, 48 and 72 h consecutively. Noticeable morphological changes resulting from low cell confluence, enlarged nuclei, cell rounding and loss of cellular attachment were observed at 24 h. The extent of these morphological changes gradually increased from 24 to 72 h of drug treatment. These morphological changes suggested further biochemical and molecular investigation to rationalize these morphological outcomes (Fig. 2).

**Fig. 2:**
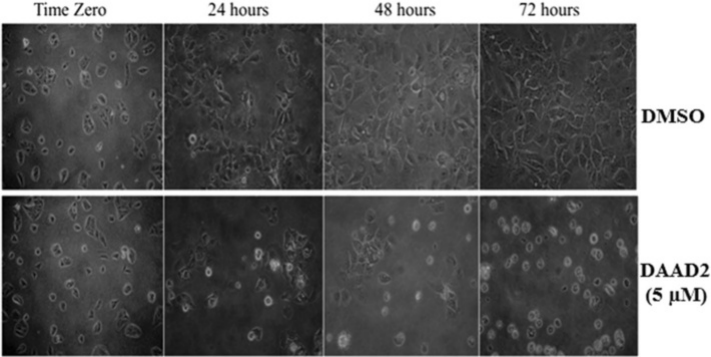
Cell Morphology of DAAD2 treated and untreated cells: Noticable morphological changes resulting from low cell confluency and loss of cellular attachment with rounding of cells is depicted. The time dependent pattern of these morphological changes from 24 to 72 h can be seen

### G_2_/M phase arrest after 48 and 72 hours

To further validate inhibitory influence of our most potent trial drug DAAD2; cell cycle proliferation technique was adopted for quantitative analysis of cell progression in comparison with DMSO control. As described in methods part, Hep3B cells were studied accordingly. The percentages of cells in each phase of the cell cycle (Sub G1/G0, G1, S and G2/M) were determined 24, 48 and 72 h after treatment. As shown in Fig. 3, after 24 h of DAAD2 treatment although there was no significant change reported in G2/M phase. But after 48 and 72 h of DAAD2 treatment, significant (p < 0.001) decrease in the proportion of cells in G2/M phase; and nine-fold increase (p < 0.001) was recorded in sub-G1 phase after 48 and 72 h. In contrast, there was no noticeable change recorded (p > 0.05) in S phase after 48 and 72 h, whereas the percentage of G1 phase cells also decreased (p < 0.05) in DAAD2 treated cells (Fig. 3).

**Fig. 3:**
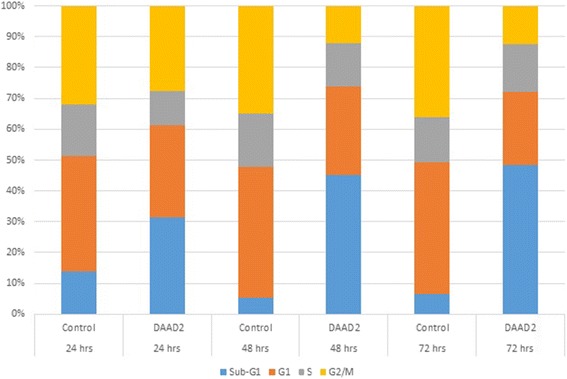
Cell cycle results after 24, 48 and 72 h of DAAD2 (5 μM concentration) treated Hep3B cells and DMSO controls (up to 0.1%) as untreated cells. Comparative to un-treated Hep3B cells, noticeable changes in sub-G1/G0 and G2/M phase of DAAD2 treated Hep3B cells are shown

### Alkaline comet assay

We performed alkaline comet assay to see the tail movement of single stranded DNA breaks. Hep3B cell line was used and around 200,000 cells/well were seeded in six well plates. Adriamycin (1 μM), and Camptothecin (5 μM) were used as positive controls. Trial drug DAAD2 was administered in two different concentrations (5 μM and 10 μM). Photographs were taken after 24, 48 and 72 h. No obvious alkaline comets were seen by applying trial drug DAAD2 on Hep3B cells (Fig. 4a). At 10 μM of DAAD2 drug administration, 24 and 48 h photographs were taken. But DAPI stained cells were not seen after 72 h and therefore photographs were not taken. The rapid growth attenuation was observed at 10 μM DAAD2 drug administration’s on Hep3B cells. Both Adriamycin and Camptothecin showed obvious alkaline comets. The DAAD2 treated cells (after 48 and 72 h) at 5 μM showed neutral comets may be of double stranded DNA breaks. (Fig. 4a)

**Fig. 4:**
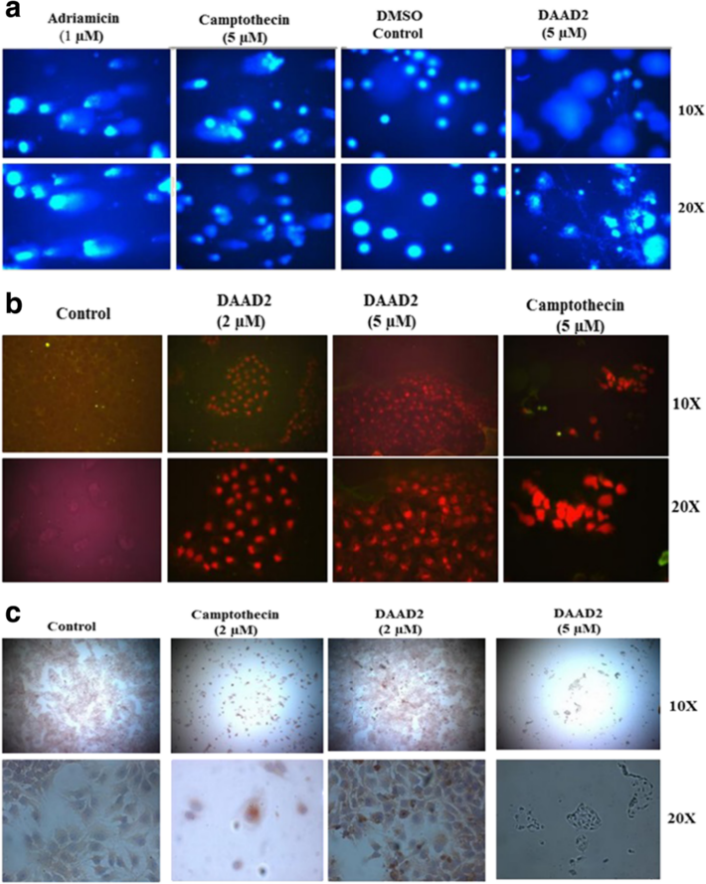
**a** Comet assay for DNA breaks: DAAD2 (5 μM), adriamycine (1 μM), camptothecin (5 μM) and DMSO controls (up to 0.1%). Photographs were taken after 72 h; obvious alkaline comets are shown in Hep3B cells treated with adriamycine and camptothecin. **b** Annexin V/PI Staining: DAAD2 (2 & 5 μM), camptothecin (5 μM) and DMSO controls (up to 0.1%). Photographs were taken after 72 h. DAAD2 treated Hep3B cells showed the apoptotic mode of cell death. **c** Immunoperoxidase Assay: Compound DAAD2 (2 & 5 μM), camptothecin (5 μM) and DMSO controls (upto 0.1%). Photographs were taken after 48 h. DAAD2 (2 μM) treated cells showed weak activation of caspase-3 cleaved

### Class comparison and connectivity Map approach

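Hep3B is a hepatocellular carcinoma line that still makes liver proteins, and SNU449 is a poorly differentiated, mesenchymal-like one. On the arrays, the untreated lines carried these identities: albumin (ALB) was at a log2 value of 14.53 ± 0.03 (SD, n = 3 arrays) in Hep3B controls and 3.18 ± 0.18 (SD, n = 3) in SNU449 controls. Alpha-fetoprotein (AFP) was at 8.53 ± 0.17 and 4.11 ± 0.33 in the same groups, and vimentin (VIM) at 10.24 ± 0.40 and 13.94 ± 0.08. Each line was profiled on Affymetrix Human Genome U133 Plus 2.0 arrays, with 3 arrays of DAAD2-treated cells and 3 arrays of vehicle controls, 12 arrays in all. The sample labels give 72 h of treatment with 2 μM DAAD2 in Hep3B and 20 μM in SNU449, against 0.1% DMSO. A difference between the lines is therefore also a difference between the doses. The values are log2 levels that the authors made with RMA, which corrects the background, quantile-normalizes the arrays and combines the probes of a probe set. The median per array lay between 3.71 and 3.85. After 62 control probe sets had been left out, 54613 probe sets were tested in each line on its own with limma and Benjamini-Hochberg adjustment. A gene was called higher or lower at an adjusted p under 0.05. In each line 22 gene lists were tested as well. The lists were written before the data were examined but after Tables S1 and S2 had been read, so that genes in those tables had been seen. In replicate 2 of DAAD2-treated SNU449 the 3′ signal of GAPDH exceeded its 5′ signal by 1.99 log2 units, against 0.34 to 0.97 on the other SNU449 arrays. The paper gives its data in general as means of 3 independent experiments and calls the arrays triplicate samples; whether the 3 arrays of a group came from separate cultures is not stated for the arrays, so the p-values measure the spread between arrays, which may be technical. The direction of each change in SNU449 rests on the sample labels, since the mean columns of Table S2 carry the group headings the other way round.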

In order to be able to determine molecular effects of DAAD2 treatment to liver cells, we determined whole-genome transcriptome profiles of DAAD2 treated and untreated (control) Hep3B and SNU 449 cells. 

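In DAAD2-sensitive Hep3B cells, the genes chosen by the fixed rule with the largest differences after DAAD2 were CXCL5, TUBA1A and CXCL8 on the higher side and APOM and MEP1A on the lower side. CXCL5, a chemokine that attracts neutrophils, was at a log2 level of 5.81 ± 0.33 (SD, n = 3) in controls and 8.49 ± 0.55 (SD, n = 3) after DAAD2, a fold of 6.41 (log2 fold change 2.68, standard error 0.27, adjusted p = 0.0535 from limma). The chemokine CXCL8 had a log2 fold change of 2.34 (standard error 0.58), which was 1.59 without DAAD2 replicate 2 and 3.03 without DAAD2 replicate 3. That of the chemokine CXCL6 was 1.48 (standard error 0.33), and those of the chaperone genes HSPA4L and HSPH1 1.48 and 1.31. Lower were APOM, an apolipoprotein of high-density lipoprotein, at -1.34, and MEP1A, the metalloprotease meprin A, at -1.12. ANPEP, an aminopeptidase of the cell surface, was at -0.97 and CFB, complement factor B, at -0.94. None of these genes passes the test, as 0 of 54613 probe sets have an adjusted p under 0.05 from limma. Unadjusted, 8191 have a p under 0.05 (5202 higher and 2989 lower), where 2731 pass by chance. The other genes at the top by size were HDAC9, a histone deacetylase (1.53), PRSS23, a serine protease (1.46), and IL32, a cytokine (1.38). They were followed by HABP2, a plasma serine protease (1.29), SEMA3A, an axon guidance protein (1.20), and SLC12A2, a chloride cotransporter (1.14). At the bottom stood KCNMA1, a potassium channel (-0.997), S100A9, a calcium-binding protein of myeloid cells (-0.97), SMLR1 (-0.94) and NYNRIN (-0.93). Next were MYCN, a MYC family transcription factor (-0.93), MMP11, a matrix metalloproteinase (-0.92), CLRN3 (-0.91) and LOC101926907 (-0.90). After DAAD2, the means of KCNMA1 and CLRN3 lay below the array medians of their line, so the sizes of these 2 differences are less certain. KCNMA1 was at 2.99 on DAAD2 replicate 1 and at 3.99 and 4.11 on replicates 2 and 3, against a control mean of 4.69. The rule that chose these genes asks that every DAAD2 array lie beyond every control array, which chance gives for 10% of genes, so this separation is no evidence of its own. Their adjusted p from limma lay between 0.0535 and 0.207. At a fold over 1.5 and an unadjusted p under 0.05, 775 probe sets were higher and 110 lower. These counts were 1147 and 75 with each array centred on its median, 401 and 208 after quantile normalization and 503 and 193 after cyclic loess. When all 12 arrays shared 1 estimate of the spread, 123 probe sets were called higher and 31 lower. Without replicate 3 of DAAD2-treated Hep3B 6 probe sets were called, among them those of CXCL5 (adjusted p = 0.0318 from limma), MEP1A (0.0450) and TUBA1A (0.0372).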

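In DAAD2-resistant SNU449 cells, the genes that rose after DAAD2 included AKR1B10, fibrinogen gamma (FGG) and complement C3, and those that fell included the cyclins CCND1 and CCNE2. At an adjusted p under 0.05 from limma, 570 probe sets rose and 228 fell. AKR1B10, an aldo-keto reductase, rose from a log2 level of 4.33 to 7.29 (log2 fold change 2.96, standard error 0.14, adjusted p = 2.2e-04 from limma). FGG, the fibrinogen gamma chain, had a log2 fold change of 2.43 (standard error 0.27, adjusted p = 0.00595). Among the genes that fell were ZBED2, a zinc finger protein (-2.07, standard error 0.22, adjusted p = 0.00555), and DLK1, a marker of hepatic progenitors (-1.44, standard error 0.15, adjusted p = 0.00438). The level of DLK1 after DAAD2, 3.22, lies below the array medians, so the size of its fall is less certain than the direction. Genes of cell division among the falls were CCND1, cyclin D1 (-1.26), RRM2, a subunit of ribonucleotide reductase (-1.18), MCM2, part of the replicative helicase (-1.18), and CCNE2, cyclin E2 (-1.16). TCF19 (-1.25) and the cytoskeletal genes NEXN, an actin-binding protein (-1.29), and MYL9, a myosin light chain (-1.19), fell as well. Among the genes that rose were complement C3 (1.91), IFITM1, an interferon-induced membrane protein (2.17), GBP2, an interferon-induced GTPase (1.89), and FOS, a subunit of AP-1 (1.88). PLA1A, a phospholipase, rose by 2.30, UNC5CL by 2.28, PSG3, a pregnancy-specific glycoprotein, by 2.13 and SBF2-AS1, a long non-coding RNA, by 2.01. COXFA4L3 rose by 1.94 and ERP27, a protein of the endoplasmic reticulum, by 1.89. BAG3, a co-chaperone (-1.28), SLC20A2, a phosphate transporter (-1.20), and SLC7A5, an amino acid transporter (-1.17), fell. Unadjusted, 6445 probe sets had a p under 0.05, 1006 of the rises and 792 of the falls with a fold over 1.5.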

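How many genes of SNU449 pass the test rests on single arrays and on limma's moderation of the spread. The number of probe sets higher after DAAD2 in SNU449, 570 with all arrays, was 225, 112 and 93 without control replicates 1, 2 and 3 and 115 without DAAD2 replicate 1. The number of probe sets lower after DAAD2 in SNU449 was 89, 11 and 12 without the same controls. Without DAAD2 replicates 1, 2 and 3 it was 13, 573 and 107. With each array centred on its median 510 were higher and 132 lower. CCND1, MCM2 and CCNE2 lose their call without control replicate 2, control replicate 3 or DAAD2 replicate 1, with adjusted p from limma between 0.0609 and 0.121. RRM2 loses it without these or DAAD2 replicate 3 (0.0731 to 0.119), and MYL9 without control replicate 2 (0.0593) or DAAD2 replicate 1 (0.0576). IFITM1 loses it without control replicate 2 (0.0521) or 3 (0.0563), FOS without control replicate 3 (0.0576), SLC20A2 without any array but DAAD2 replicate 3 (0.0524 to 0.179) and NEXN without any but DAAD2 replicate 2 (0.0572 to 0.0974). AKR1B10, FGG, ZBED2, DLK1, C3, GBP2, BAG3, TCF19 and SLC7A5 are called without each array in turn. With no moderation 0 of the 66 called probe sets of named genes pass in limma, these 9 included; the adjusted p of the AKR1B10 log2 fold change in SNU449 is then 0.0976 and that of the FGG log2 fold change in SNU449 0.224.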

Class comparison analyses using microarray data of DAAD2-sensitive Hep3B cell line (Additional file 4: Table S1), and DAAD2-resistant SNU449 cell line (Additional file 5: Table S2) provided the lists of genes differentially expressed as a result of DAAD2 treatments. 

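As a group, the chaperone genes of the heat shock response were higher in Hep3B after DAAD2, and liver-secreted proteins were lower. Of 26 heat shock and chaperone genes, 13 were higher and 0 lower when adjusted over the list alone, with a median log2 fold change of 0.31 (camera, adjusted p = 1.8e-08; adjusted p = 0.228 with an estimated correlation); HSPA4L, HSPH1, CHORDC1, a co-chaperone of HSP90 (1.12), and BAG3 (0.76) led them. Of 33 chemokines and NF-κB targets, 9 were higher and 1 lower when adjusted over the list alone, at a median of 0.23 (adjusted p = 3.9e-04; adjusted p = 0.259 with an estimated correlation), led by CXCL5, CXCL8, CXCL6 and IL32. Of 37 genes of endoplasmic reticulum stress, 10 were higher and 0 lower when adjusted over the list alone, at a median of 0.12 (adjusted p = 9.9e-04; adjusted p = 0.270 with an estimated correlation), among them DDIT3, the stress transcription factor CHOP (0.82), HSPA5, the chaperone BiP (0.63), SLC7A5 (0.55) and EIF2AK3, the stress sensor PERK (0.50). In the other direction, of 42 hepatocyte genes 0 were higher and 10 lower when adjusted over the list alone, at a median of -0.18 (adjusted p = 7.4e-07; adjusted p = 0.228 with an estimated correlation): APOM, the apolipoprotein gene APOC3 (-0.70), FOXA3, a liver transcription factor (-0.58), and F10, coagulation factor X (-0.56), were the largest. Immediate early genes followed, with 0 of 32 higher and 3 lower when adjusted over the list alone, at a median of -0.13. The adjusted p was 0.00234 by camera and 0.464 with an estimated correlation. The 3 were DUSP6, a phosphatase of ERK (-0.84), FOSB (-0.64) and FOS (-0.51). Relative to the control mean, the list median was -0.25 and -0.22 on DAAD2 replicates 1 and 3. On DAAD2 replicate 2 it was 0.01, within the range of the controls (-0.03 to 0.05). Acute phase and complement genes went both ways: 4 of 25 were higher, led by ceruloplasmin (CP, 1.07), and 7 lower, led by CFB, C8A, a complement component (-0.62), and C4BPA, a complement regulator (-0.55), when adjusted over the list alone, at a median of -0.19 (adjusted p = 0.0433; adjusted p = 0.489 with an estimated correlation). Weaker differences were those of 38 drug metabolism genes, of which 1, ALDH1A1, a retinal dehydrogenase (0.58), was higher and 0 lower when adjusted over the list alone (median -0.15, adjusted p = 0.0221; adjusted p = 0.228 with an estimated correlation), and of 12 housekeeping genes, of which 0 were higher or lower when adjusted over the list alone (median 0.12, adjusted p = 0.0368; adjusted p = 0.240 with an estimated correlation). Over all genes no member of any list is called in Hep3B by limma. After quantile normalization, cyclic loess or centring of the arrays the signs of these medians stay, but their sizes move: after quantile normalization the medians are 0.19 for heat shock, 0.14 for chemokines, 0.02 for endoplasmic reticulum stress and -0.29 for hepatocyte genes. After quantile normalization and cyclic loess the calls of the lists of endoplasmic reticulum stress, drug metabolism and housekeeping genes end, with adjusted p of 0.0897, 0.130 and 0.269 after quantile normalization. The median of the drug metabolism list hardly moves, at -0.14 after either scaling, and that of the housekeeping list is 0.09 after either. The call of the acute phase list ends without any array but control replicate 3, with adjusted p from 0.0539 to 0.199. Without control replicate 2 its median is -0.11. With the replicate number as a block its call ends too (camera, adjusted p = 0.0543). The call of the housekeeping list ends without any array but DAAD2 replicate 1 (0.0553 to 0.108). Without DAAD2 replicate 2 the median of the housekeeping list is 0.07. With the replicate number as a block its adjusted p is 0.0541. The list of endoplasmic reticulum stress loses its call without control replicate 3 (0.0646), and those of immediate early and drug metabolism genes without DAAD2 replicate 1 (0.0610 and 0.0941).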

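In SNU449 the groups that rose after DAAD2 were those of inflammation, interferon, antioxidant defence and immediate early signalling. By camera 7 lists are called in SNU449, but another split of the same arrays calls 8. In all 4 of 10 splits call as many, the real one included, so the number of called lists does not set the real groups apart. Of 33 chemokines and NF-κB targets, 9 rose and 0 fell (14 and 0 when adjusted over the list alone), with a median log2 fold change of 0.48 (camera, adjusted p = 4.9e-11; adjusted p = 0.0307 with an estimated correlation): CXCL2 by 1.84 (standard error 0.12), CXCL6 by 1.78 (standard error 0.26), CXCL8 by 1.73 (standard error 0.13) and NFKBIZ, an inhibitor protein of the NF-κB family, by 1.67 (standard error 0.19). CXCL6 loses its call without control replicate 2, control replicate 3 or DAAD2 replicate 1 (adjusted p 0.0844, 0.0892 and 0.0664). On the deposited values the chemokine list is the only one of the 22 whose call holds in SNU449 with an estimated correlation. With the replicate number as a block as well, that call ends (adjusted p = 0.141). With an estimated correlation the replication list is also called after cyclic loess (adjusted p = 0.0444), and the interferon list after centring of the arrays (adjusted p = 0.0307). Of 25 acute phase and complement genes, 9 rose and 0 fell (10 and 0 when adjusted over the list alone), at a median of 0.23 (adjusted p = 2.0e-09; adjusted p = 0.0985 with an estimated correlation), led by FGG, C3, ceruloplasmin (CP, 1.85) and the fibrinogen beta chain (FGB, 1.56). Of 43 interferon-stimulated genes, 11 rose and 0 fell (16 and 1 when adjusted over the list alone), at a median of 0.32 (adjusted p = 1.4e-07; adjusted p = 0.0855 with an estimated correlation), led by IFITM1, GBP2, GBP3 (1.61) and PSMB9, a subunit of the immunoproteasome (1.19). Of 38 genes of NRF2 and glutathione, 8 rose and 0 fell (16 and 0 when adjusted over the list alone), at a median of 0.34 (adjusted p = 8.5e-10; adjusted p = 0.0855 with an estimated correlation), led by the aldo-keto reductases AKR1B10, AKR1C3 (1.34), AKR1C2 (1.24) and AKR1C1 (1.08). Of 32 immediate early genes, 7 rose and 1 fell (12 and 2 when adjusted over the list alone), at a median of 0.25 (adjusted p = 3.7e-06; adjusted p = 0.109 with an estimated correlation), led by the transcription factors FOS, EGR1 (1.67), JUNB (1.51) and KLF4 (1.26). The control level of FOS, 3.34, lies below the array medians, so the size of its rise is less certain than the direction. FGB loses its call without control replicate 2 (adjusted p = 0.0629) or DAAD2 replicate 1 (0.0609), AKR1C1 without control replicate 2 (0.0563) or 3 (0.0635), KLF4 without any control or DAAD2 replicate 1 (0.0852 to 0.133), and PSMB9 without any array but DAAD2 replicate 2 (0.0871 to 0.150). These 5 lists keep their sign and their call after quantile normalization, cyclic loess and centring of the arrays.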

Using differentially expressed gene results of drug-sensitive Hep3B and drug-resistant SNU 449 cells the connectivity map (cmap) analyses employed to determine the lists of previously characterized drugs that show similar and different gene expression profiles as a result of DAAD2 treatment. The Additional file 6: Figure S3 showed top 20 drugs with similar gene expression changes. Cmap analyses suggests that DAAD2 treatment triggers similar gene expression alterations as vinburnine does [30], since vinburnine and DAAD-2 treatments caused similar gene expression changes in drug-sensitive Hep3B cells, but highly different gene expression alterations in drug-resistant SNU449 cells (Additional file 7: Figures S2 and Additional file 6: Figures S3). In addition, we recorded more than 5-fold up regulation of TUBA1A gene in Hep3B treated cells, which has significant role in spindle formation at mitotic stage of cell cycle (Additional file 4: Table S1). 

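Across all genes the responses of the lines were nearly uncorrelated. More probe sets than independent lists give had a fold over 1.5 and an unadjusted p under 0.05 in both lines, in every direction. Replication genes and TUBA1A were higher after DAAD2 in Hep3B relative to SNU449, and acute phase, interferon, antioxidant and hepatocyte genes lower. Across 19752 genes the log2 fold changes in Hep3B and in SNU449 had a Pearson r of -0.030 and a Spearman rho of -0.015; this is a description across genes, which are not independent replicates, and leaving out single arrays moved r between -0.119 and 0.0225. A test of the difference itself (the interaction term in limma over all 12 arrays) found 1096 probe sets whose response differed between the lines at an adjusted p under 0.05, 661 of them higher in Hep3B relative to SNU449 and 435 lower. After quantile normalization these were 467 and 592. The gene lists set the lines apart in the same test: by camera 13 of the 22 differed, and 5 with an estimated correlation. These 5 were DNA replication, with a median difference of 0.87 (Hep3B minus SNU449, adjusted p = 0.0219 with an estimated correlation), and, lower in Hep3B, the lists of acute phase genes (-0.51, adjusted p = 0.0299), interferon-stimulated genes (-0.34, adjusted p = 0.0210), hepatocyte genes (-0.25, adjusted p = 0.0336) and NRF2 and glutathione (-0.21, adjusted p = 0.0219). With RNA integrity as a covariate, chosen after seeing the data, only the interferon list of these 5 keeps its call with an estimated correlation (adjusted p = 0.0307). The others have an adjusted p of 0.0559 or 0.0843. The median differences with the covariate were 0.85 for replication, -0.51 for acute phase and -0.38 for interferon genes. They were -0.26 for hepatocyte genes and -0.27 for NRF2 and glutathione. The lost calls thus do not show that RNA integrity made these differences. The chemokine list showed no shift to one side (median difference -0.06, adjusted p = 0.111; adjusted p = 0.402 with an estimated correlation), while single members differed, CXCL5 by 2.81 and CXCL2 by -1.49. At a fold over 1.5 and an unadjusted p under 0.05, 40 probe sets were higher in both lines, where independent lists give 14.3, 3 were lower in both (1.60 expected), 57 were higher in Hep3B and lower in SNU449 (11.2 expected) and 6 the reverse (2.03 expected). Each of these counts exceeds its expectation, which runs over all probe sets, dim ones included. The excess is therefore no evidence of a shared or an opposite response. At an adjusted p under 0.05 the overlap is 0 in limma, as Hep3B has no call. In a fit of all 12 arrays, added after seeing the data, 12 were called higher in both (2.62 expected) and 3 lower in both (0.390 expected), 5 higher in Hep3B and lower in SNU449 (1.55 expected) and 5 the reverse (0.660 expected). In that fit both lines share 1 estimate of the spread, which favours overlap in every direction. The excess over independent lists there is therefore no evidence of a shared response. The number of probe sets whose response differs between the cell lines became 511, 593, 453 and 456 without control replicates 1 and 2 and DAAD2 replicates 1 and 2 of Hep3B, 482, 435 and 499 without control replicates 2 and 3 and DAAD2 replicate 1 of SNU449, and 2321 without DAAD2 replicate 2 of SNU449. The expression profiles of vinburnine in the connectivity map were not analysed here. From the ranking of drugs by the similarity of their profiles to the gene lists of each line, the paper proposes that DAAD2 alters expression as vinburnine does, its profile being similar in Hep3B and highly different in SNU449.

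**Figure D1:**
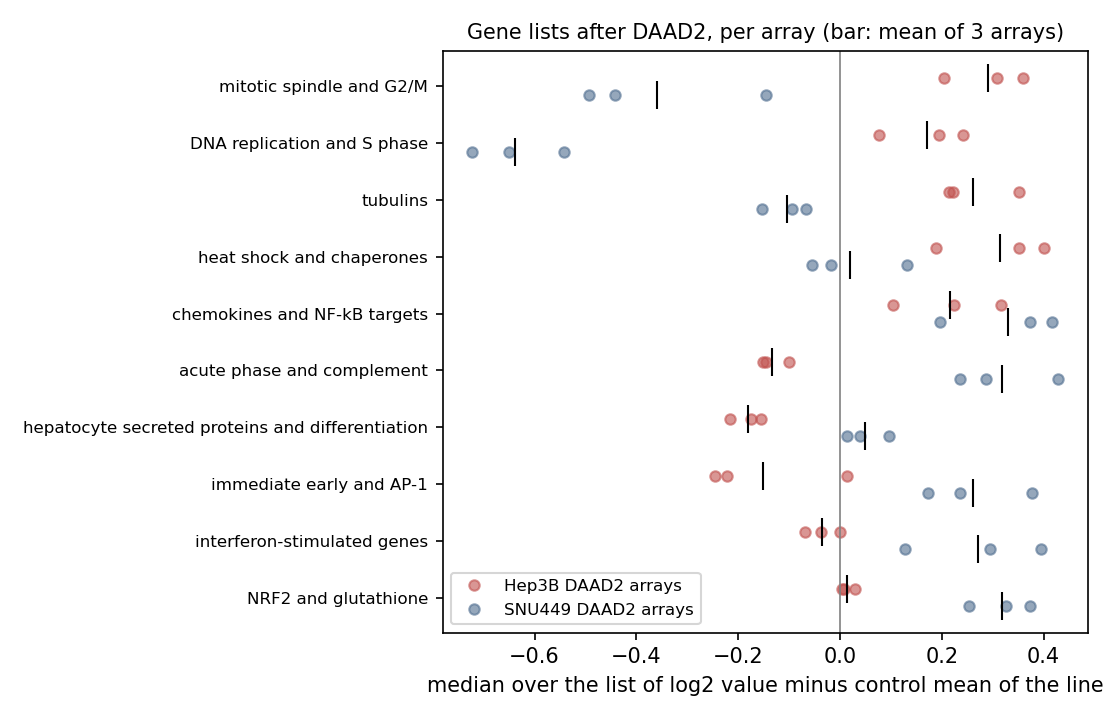
Change of 10 gene lists on each array, as the median over the genes of a list of the log2 level minus the mean of the line's controls, for Hep3B and SNU449. Points are arrays (3 per group), on the deposited values. The replication list has a median log2 fold change of 0.17 in Hep3B and -0.66 in SNU449, and the chemokine list lies above the controls in both lines. These signs hold after quantile normalization, cyclic loess and centring of the arrays, but in Hep3B the replication median is 0.04 and 0.07 after the first 2.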

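TUBA1A, which encodes an alpha tubulin of the microtubules, was at a low level in Hep3B controls and several-fold higher after DAAD2. The probe set named in Table S1 was at a log2 level of 4.49 ± 0.08 (SD, n = 3) in controls and 7.14 ± 0.94 (SD, n = 3) after DAAD2, a fold of 6.25 (95% confidence interval 3.42 to 11.4; single DAAD2 arrays lay 3.24 to 11.9 times above the control mean). The log2 fold change is 2.64 (standard error 0.38). The control level is little above the array medians, so the size of the fold is less certain than its direction. All 3 DAAD2 arrays lay above all 3 control arrays (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow); the adjusted p from limma is 0.0706 and the unadjusted p 8.7e-05. The adjusted p was 0.00744 when all 12 arrays shared 1 estimate of the spread, 0.0372 without DAAD2 replicate 3 (log2 fold change 3.12), and between 0.00744 and 0.326 over the alternatives tried. In SNU449 the same probe set was at 11.63 ± 0.11 (SD, n = 3) in controls and 11.52 ± 0.09 (SD, n = 3) after DAAD2 (log2 fold change -0.10, adjusted p = 0.830 from limma; exact p = 0.3). The response differed between the lines by 2.75 (standard error 0.45, adjusted p = 0.00930 from limma's interaction term). Of 17 tubulin genes measured, TUBA1A among them, 6 were higher and 1 lower in Hep3B when adjusted over the list alone and 0 over all genes. The median was 0.24 (camera, adjusted p = 6.4e-04; adjusted p = 0.228 with an estimated correlation), and 0.12 after quantile normalization and 0.11 after cyclic loess. Among those that pass when adjusted over the list alone, the largest after TUBA1A were TUBB6 (0.72, adjusted p = 0.0890 from limma), TUBD1 (0.65, adjusted p = 0.0990) and TUBA1C (0.39, adjusted p = 0.125), and TUBB6 differed between the lines by 1.13 (adjusted p = 0.00641). Of the widely expressed alpha tubulins TUBA1B and TUBA1C, 7 probe sets had log2 levels of 12.5 to 13.0 in Hep3B controls, and another one of TUBA1B 2.92. In SNU449, with 1 probe set per gene, 1 of the 17 tubulins rose, TUBB4A by 0.92 (adjusted p = 0.0260), and 0 fell (1 and 2 when adjusted over the list alone). A TUBB probe set that does not stand for its gene in the list fell (-0.60, adjusted p = 0.0319) and was chosen after its values were seen. The median was -0.12 (camera, adjusted p = 0.193; adjusted p = 0.564 with an estimated correlation). TUBB4A loses its call without any 1 control or DAAD2 replicate 1 (adjusted p from 0.0612 to 0.133).

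**Figure D2:**
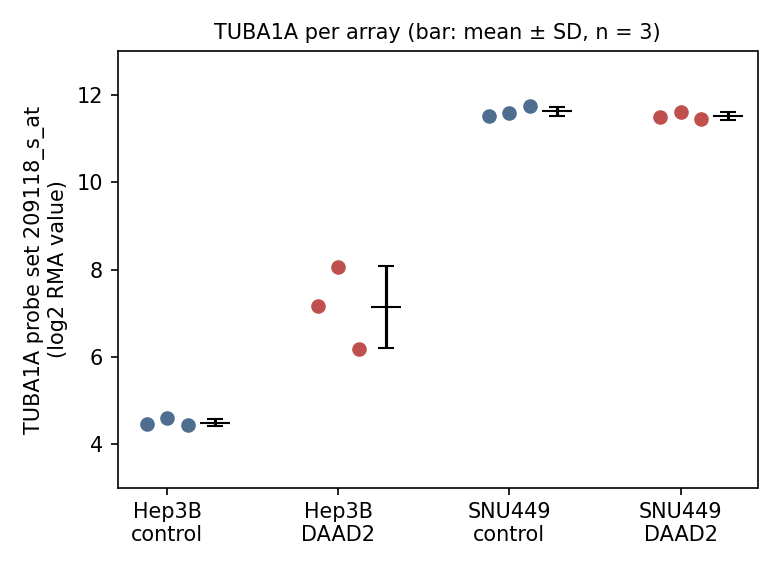
Log2 level of the TUBA1A probe set on each array, by cell line and treatment, with the mean and SD of each group (n = 3 arrays). In Hep3B the group means are 4.49 and 7.14; in SNU449 they are 11.63 and 11.52.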

To validate that DAAD2 may have some significant role to diverge the G2/M phase of cell proliferation, conformational studies were required.

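Genes of mitosis and DNA replication were higher in Hep3B after DAAD2 and fell in SNU449. Both lists are among the 7 called by camera in SNU449, where another split of the arrays calls 8. Of 54 genes of the mitotic spindle and G2/M, 25 were higher and 0 lower in Hep3B when adjusted over the list alone (0 over all genes), 52 of the 54 had a positive log2 fold change, and the median was 0.29 (camera, adjusted p = 2.5e-15; adjusted p = 0.228 with an estimated correlation). KIF23, a kinesin of the midbody, had a log2 fold change of 0.76 (standard error 0.11, adjusted p = 0.0687 from limma), and the spindle checkpoint kinases BUB1 and BUB1B 0.65 and 0.56, and the kinesin KIF20A 0.54. Of 47 replication genes, 6 were higher and 0 lower in Hep3B when adjusted over the list alone, at a median of 0.17 (adjusted p = 4.2e-06; adjusted p = 0.259 with an estimated correlation): CDC6, which loads the replicative helicase (0.71), RRM2 (0.54), RFC5, a subunit of the clamp loader (0.53), and MCM10, a replication initiation factor (0.51), were the largest. In SNU449 18 of the 47 replication genes fell and 0 rose (41 and 0 when adjusted over the list alone), at a median of -0.66 (adjusted p = 2.2e-34; adjusted p = 0.0985 with an estimated correlation), led by RRM2, MCM2, CCNE2 and UHRF1, a regulator of DNA methylation (-1.14). Of the 54 mitotic genes 6 fell in SNU449 and 0 rose (18 and 0 when adjusted over the list alone), at a median of -0.38 (adjusted p = 6.0e-16; adjusted p = 0.256 with an estimated correlation): FOXM1, a transcription factor of the G2/M programme, fell by 0.87 (standard error 0.15), MKI67, the gene of the proliferation marker Ki-67, by 0.85 (standard error 0.15) PRC1, which bundles spindle microtubules, by 0.70 (standard error 0.13) and TOP2A, a topoisomerase, by 0.66 (standard error 0.12). FOXM1 and MKI67 lose their call without control replicate 2 or 3 or DAAD2 replicate 1 or 3 (adjusted p 0.0773 to 0.160), PRC1 and TOP2A without any array but DAAD2 replicate 2 (0.0724 to 0.197), and UHRF1 without control replicate 2 or 3 or DAAD2 replicate 1 (0.0691 to 0.0933). The median difference between the lines was 0.70 for the mitotic list (Hep3B minus SNU449; camera, adjusted p = 1.0e-27; adjusted p = 0.0523 with an estimated correlation). After quantile normalization and cyclic loess the median of the replication list in Hep3B was 0.04 and 0.07 and that of the mitotic list 0.14 and 0.15. Over both lists together the median in Hep3B was 0.24 on the deposited values, 0.12 after quantile normalization and 0.12 after cyclic loess, with 95, 75 and 77 of 101 genes positive; in SNU449 it lay between -0.49 and -0.47 in each of these settings and with the arrays centred on their medians.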

### Apoptosis study of Hep3B cells

In recent era, Annexin V/Propidium iodide (PI) protocol is considered to be one of the commonly used approach for identification of apoptotic cells [24]. Annexin V in combination with PI is widely used to determine cell viability, apoptosis, or necrosis through deviations in permeability and integrity of plasma membrane. Due to stable, inexpensive, ability to not enter into the nucleus of live cells and believe to be a good indicator for cell viability than other available nuclear stains, PI is more commonly used. As shown in Fig. 4b, DAAD2 treated Hep3B cells showed high apoptotic mode of cell death at two different concentrations (2 μM & 5 μM).

### Caspase dependent apoptotic mode of cell death

Cysteine aspartate proteases commonly known as caspases have very vital role in initiation and execution of apoptotic process inside the cell. Therefore, based on above mentioned cell progression results [31], we performed Immuno-peroxidase assay on DAAD2 treated cells to determine the role of caspase-3 cleaved. It is reported that after initial activation of acaspase-9, ROS production is inhibited by caspase-3 [28] essentially needed for programmed cell death. As presented in Fig. 4c, low activation of caspase-3 cleaved was observed at 2 μM, while at 5 μM after 48 h of DAAD2 treatment all cells were unstained and mortal; unable us to identify the role and conclude the activation of caspase-3.

Because of weak positive findings of caspase-3 cleaved through Immuno-peroxidase assay; we further evaluated role of caspase-3 cleaved using western blotting technique. Results were also validated through equal loading of calnexin [29]. (Figure 5) Our findings significantly highlight the activation of caspase-3 cleaved (17kda) in DAAD2 treated cells, while no sign of activation of same enzyme were observed in controls (untreated).

**Fig. 5:**
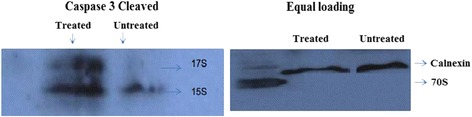
Western Blotting: DAAD2 (2 μM) and DMSO controls (up to 0.1%). Findings after 72 h of DAAD2 treatments. DAAD2 treated cells showed activation of caspase-3 (cleaved). In addition, calnexin was used as an equal loading control

## Conclusions

In the first part of this study seven new (+)-Dehydroabietylamine derivatives with *N*-acetyl-α-amino acids at C-18 on ring A were synthesized, purified and characterized. In the second part, cytotoxic effects were recorded in a dose dependent manner for each new derivative. DAAD2 ((+)-Dehydroabietylamine with *N*-acetyl cysteine in ring A at C-18) was found to be the most potent among all trial drugs of the study; subjected for cytotoxic effects on ten HCCs and one breast cancer cell line. Hep3B cells were the most sensitive with IC_50_ of 2.00 ± 0.4 μM against DAAD2. Similarly, obvious morphological deviations and significant time dependent changes in sub-G1 (8–9 fold increase) and G2/M phase (2 fold decrease) in Hep3B cells after 48 and 72 h of DAAD2 treatments were recorded.

Whole-genome gene expression microarray data of DAAD2-sensitive and DAAD2-resistant HCC cells revealed that DAAD2 treatment cause similar gene expression alterations in HCC cells as vinburnine does to PC3 cells [Additional file 4: Table S1 and Additional file 5: Table S2]. Unfortunately, there are no comprehensive data on molecular functions of vinburnine to help us understand the molecular effects of DAAD2 on HCC cells. The DAAD2 showed caspase dependent apoptotic mode of cell death. The present outcomes exhibit the structural significance of our trial novel drug, its vital influence and correlation on cytotoxic and anti cancer properties.

## Additional files

Additional file 1: Suppl. data Chemistry. Original spectra. Original spectra of ESI-MS, FTIR, 1H-NMR, 1D & 2D, 13C-NMR, COSY, HMBC, HSQC and NOESY spectroscopy of compounds 1–7. (PDF 5506 kb)
Additional file 2: Characterization and Synthesis. Spectroscopic data. Characterization of compounds through spectral data. (PDF 366 kb)
Additional file 3:
**Figure S1.** Inhibition Curves against DAAD-2. Inhibition curves (ranging from 0.313 to 10 μM concentration) of Hep3B, Hep3B-TR, PLC and MCF7 cell lines against DAAD-2. (PDF 144 kb)
Additional file 4:
**Table S1.** Microarray data of DAAD2-sensitive Hep3B cell line. 

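The class comparison behind Table S1 sets DAAD2-treated against control Hep3B cells probe set by probe set; the table lists a geometric mean per group, their ratio, a p-value, a false discovery rate and a permutation p. It holds 859 probe sets, 723 higher and 136 lower, with folds of at least 1.5 and a largest p of 0.0480, and its false discovery rates run from 0.175 to 0.48. At its top stand CXCL5, TUBA1A, CXCL8, HDAC9 and IL32, for which the paper's log2 ratios are 2.75, 2.53, 2.27, 1.63 and 1.62. The paper's fold for TUBA1A is 5.79. Of the 5 probe sets at its bottom 2 carry a single symbol and are named here: an RPL38 probe set had a log2 fold change of -0.97 (standard error 0.53, adjusted p = 0.432 from limma) over the 6 arrays, where the table's ratio gives -1.42, and an RPL27A probe set -0.87 (standard error 0.43, adjusted p = 0.383), where the table gives -1.23. All 859 probe sets (100%) had a log2 fold change in the table's direction on the 6 arrays, and the log2 ratios of the table and of the arrays had a Pearson r of 0.949 across probe sets, which are not independent replicates. The ribosomal protein genes as a list showed no shift in Hep3B: 0 of 44 were higher or lower when adjusted over the list alone, with a median log2 fold change of 0.03 (camera, adjusted p = 0.771; adjusted p = 0.868 with an estimated correlation), and -0.0011 after quantile normalization.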

Class comparison analyses using microarray data of DAAD2-sensitive Hep3B cell line provided the lists of genes differentially expressed as a result of DAAD2 treatments. (XLS 229 kb)
Additional file 5:
**Table S2.** Microarray data of DAAD2-resistance SNU449 cell line. 

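Table S2 has the same layout as Table S1 and holds 1800 probe sets for SNU449, 1007 higher and 793 lower, with a largest p of 0.0494 and false discovery rates from 4.6e-04 to 0.421. Its top is a probe set of LDHB, a subunit of lactate dehydrogenase, which rose after DAAD2 (log2 fold change 3.20, standard error 0.15, adjusted p = 2.2e-04 from limma). AKR1B10 and FGG follow it. Next are CYP3A5, a cytochrome P450 of drug metabolism (2.36, standard error 0.14, adjusted p = 7.3e-04), and PLA1A. The control levels of LDHB, CYP3A5 and PLA1A, 3.87, 4.05 and 3.67, lie close to the array medians, so the sizes of these rises and their order are less certain than their direction. Its bottom is ZBED2, then a probe set of NBPF1 (-1.98, standard error 0.36, adjusted p = 0.0362). TAGLN, an actin-binding protein of smooth muscle, is next and does not pass (-1.78, standard error 0.40, adjusted p = 0.0806). The LDHB and NBPF1 probe sets are not among the 12 largest rises or falls named by the fixed rule. No values of other LDHB or NBPF1 probe sets are given here, so a change of these genes as a whole is not shown. The NEXN probe set of the table (-1.76, standard error 0.29, adjusted p = 0.0269) and STIP1, a co-chaperone that does not pass (-1.64, standard error 0.35, adjusted p = 0.0648), follow. NBPF1 loses its call without control replicate 2 or 3 or DAAD2 replicate 1 or 3 (adjusted p from 0.108 to 0.164), and this NEXN probe set without any 1 control or DAAD2 replicate 1 (0.0900 to 0.129). TAGLN is called without DAAD2 replicate 2 (0.0289) and STIP1 without control replicate 1 (0.0186). The geometric means of the table are those of the 6 SNU449 arrays: its mean column headed as the control differs from the mean of the 3 DAAD2 arrays by a median of 3.2e-05 log2 units, and the column headed as treated from the mean of the 3 control arrays by 3.7e-05. The fold column runs as the sample labels do for all 1800 probe sets.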

Class comparison analyses using microarray data of DAAD2-resistant SNU449 cell line provided the lists of genes differentially expressed as a result of DAAD2 treatments. (XLS 446 kb)
Additional file 6:
**Figure S3.** Connectivity map of DAAD2 treated SNU449 cells. DAAD-2 treatments caused highly different gene expression alterations in drug-resistant SNU449 cells. (PDF 242 kb)
Additional file 7:
**Figure S2.** Connectivity map of DAAD2 treated Hep3B cells. DAAD-2 treatments caused gene expression changes in drug-sensitive Hep3B cells similar to other drug molecules. (PDF 163 kb)

## Abbreviations

CPT: Camptothecin
DAA: (+)-Dehydroabietylamine
DCC: Dicyclohexylcarbodiimide
DMAP: N,N-Dimethyl amino pyridine
DMEM: Dulbecco’s modified eagle medium
FBS: Fetal Bovine serum
FITC: Fluorescein isothiocyanate
HPLC: High performance liquid chromatography
IC_50_: The half maximal growth inhibitory concentration
NMR: Nuclear magnetic resonance
OD: Optical density
P/S: Penicillin/Streptomycin
PBS: Phosphate buffer saline
RPMI: Roswell Park Memorial Institute medium
SD: Standard deviation
SRB: Sulforhodamine B
TBS: Tris-buffered saline
TCA: Tri-chloroacetic acid
UV: Ultra violet

# Supplementary material for: Synthesis and bio-molecular study of (+)-N-Acetyl-α-amino acid dehydroabietylamine derivative for the selective therapy of hepatocellular carcinoma
**Source:** BMC Cancer. 2016 Nov 14;16:883. doi: 10.1186/s12885-016-2942-5

## Table of Contents

$^1\text{H}$ -NMR,  $^{13}\text{C}$ -NMR BB,  $^{13}\text{C}$ -NMR DEPT-90,  $^{13}\text{C}$ -NMR DEPT-135, FT-IR, ESI<sup>+</sup>-MS, **S2-S36**  
COSY-NMR, HMBC-NMR, HSQC-NMR, NOESY-NMR Spectra of Compounds **1-7**

# Compound 1 <sup>1</sup>H NMR

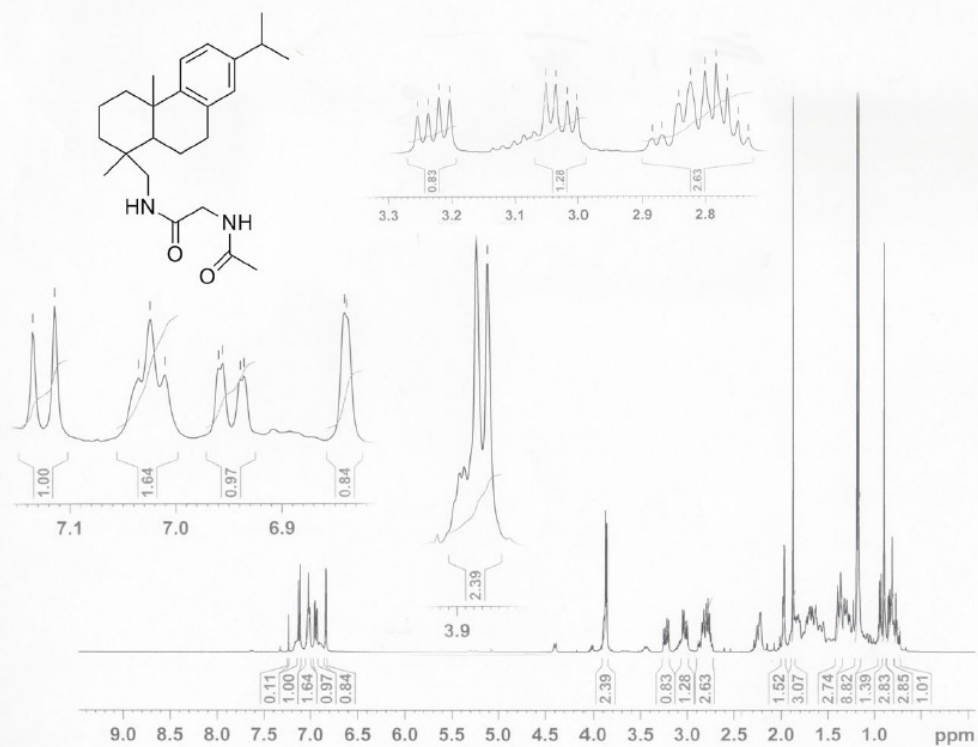

# Compound 1 <sup>13</sup>C BB

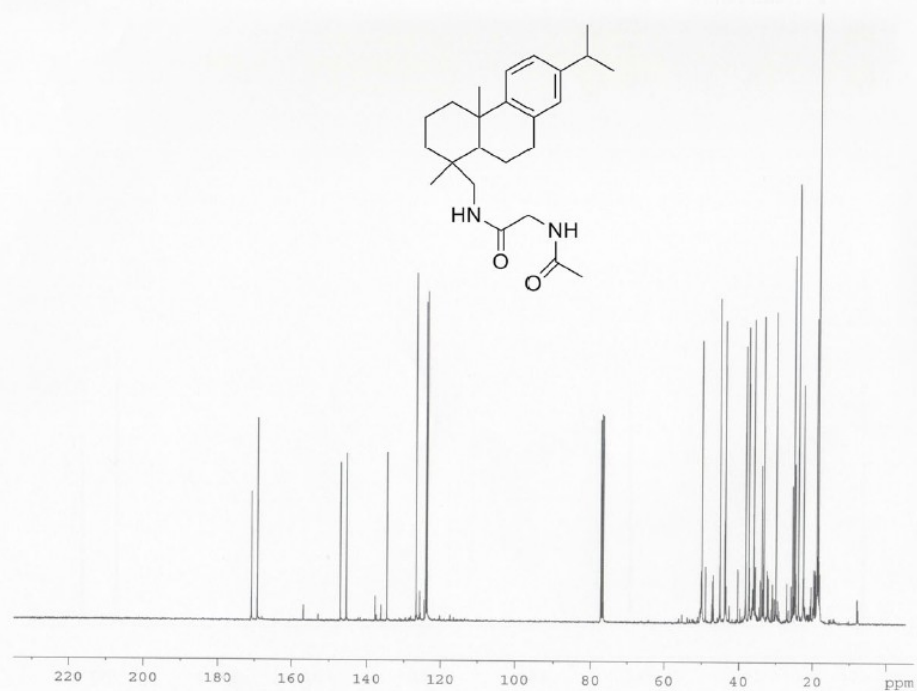

# Compound 1 DEPT 90

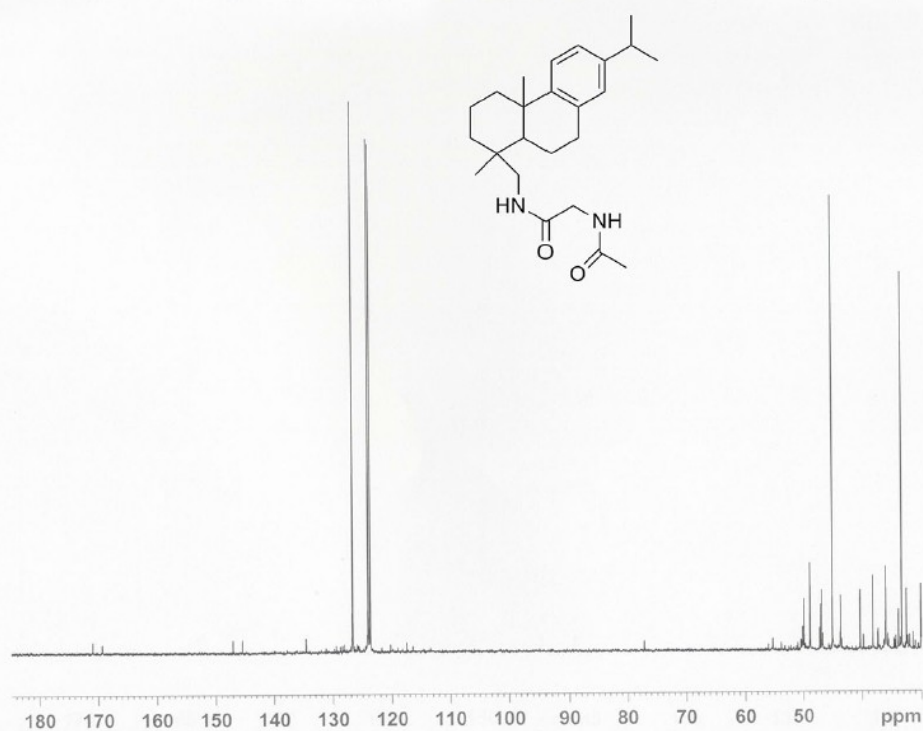

# Compound 1 DEPT 135

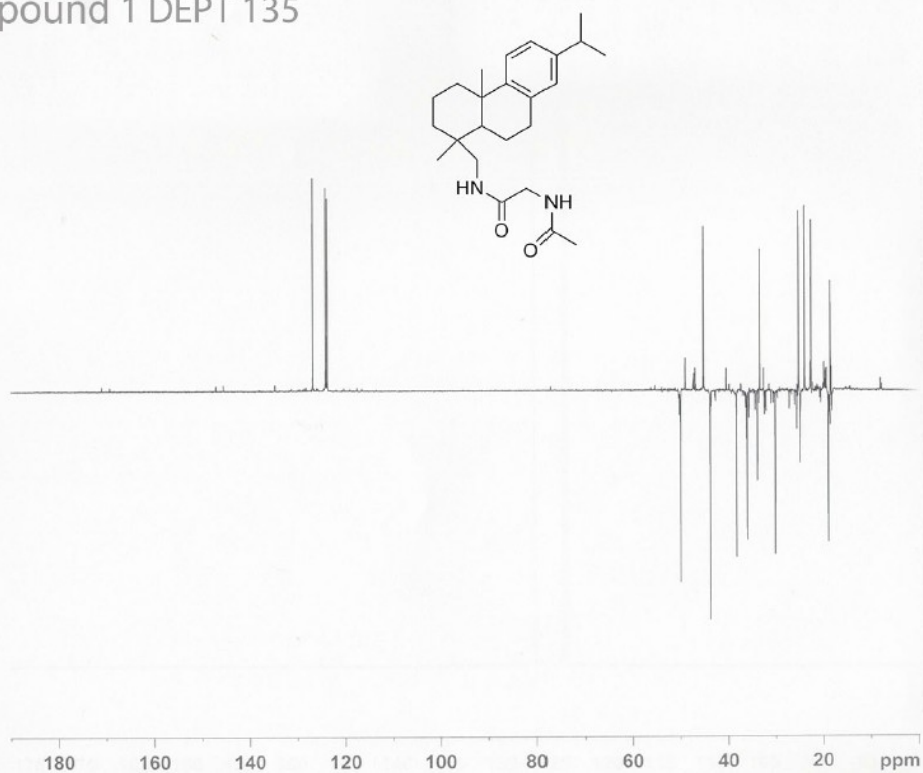

# Compound 1 FTIR

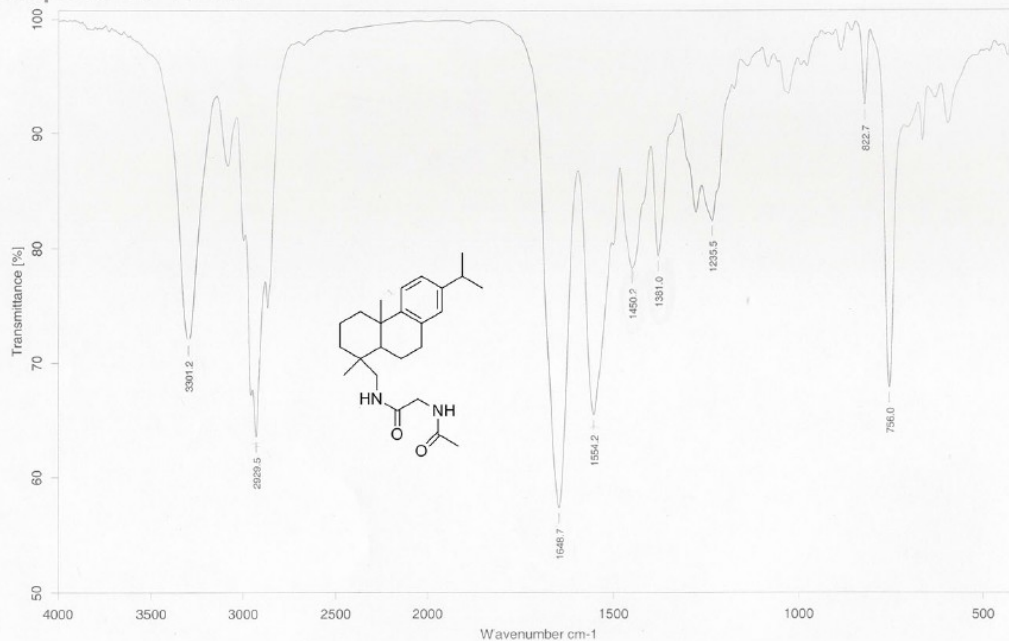

# Compound 1 +TOF MS

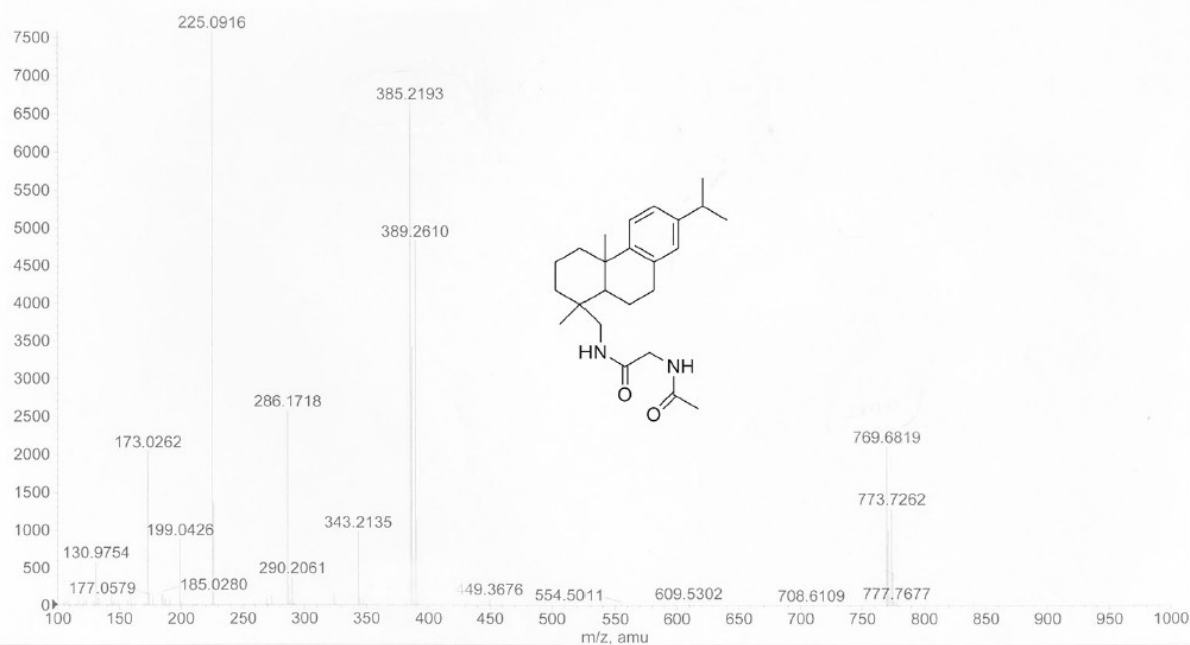

# Compound 1 COSY

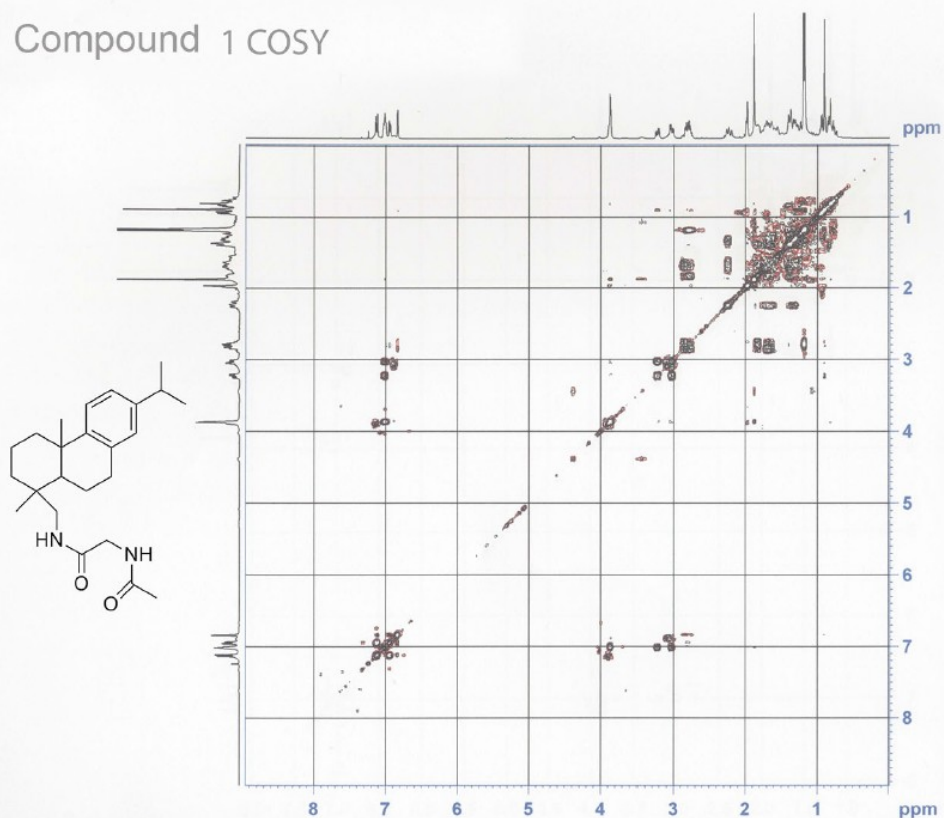

# Compound 1 HMBC

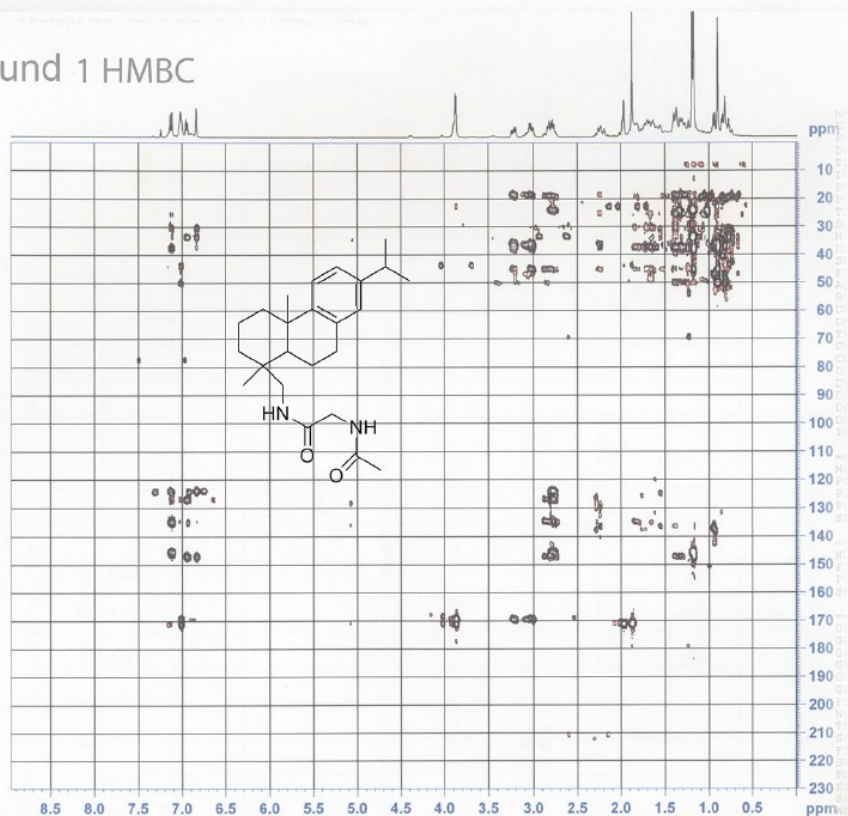

# Compound 1 HSQC

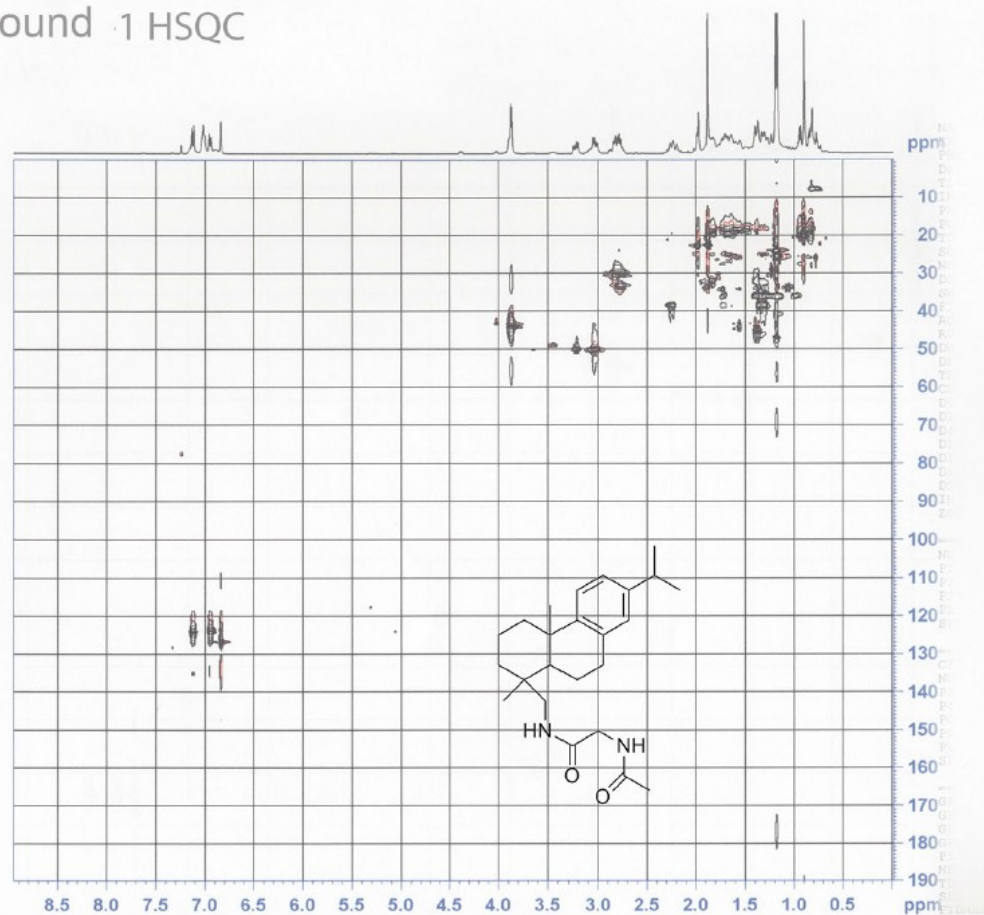

# Compound 1 NOESY

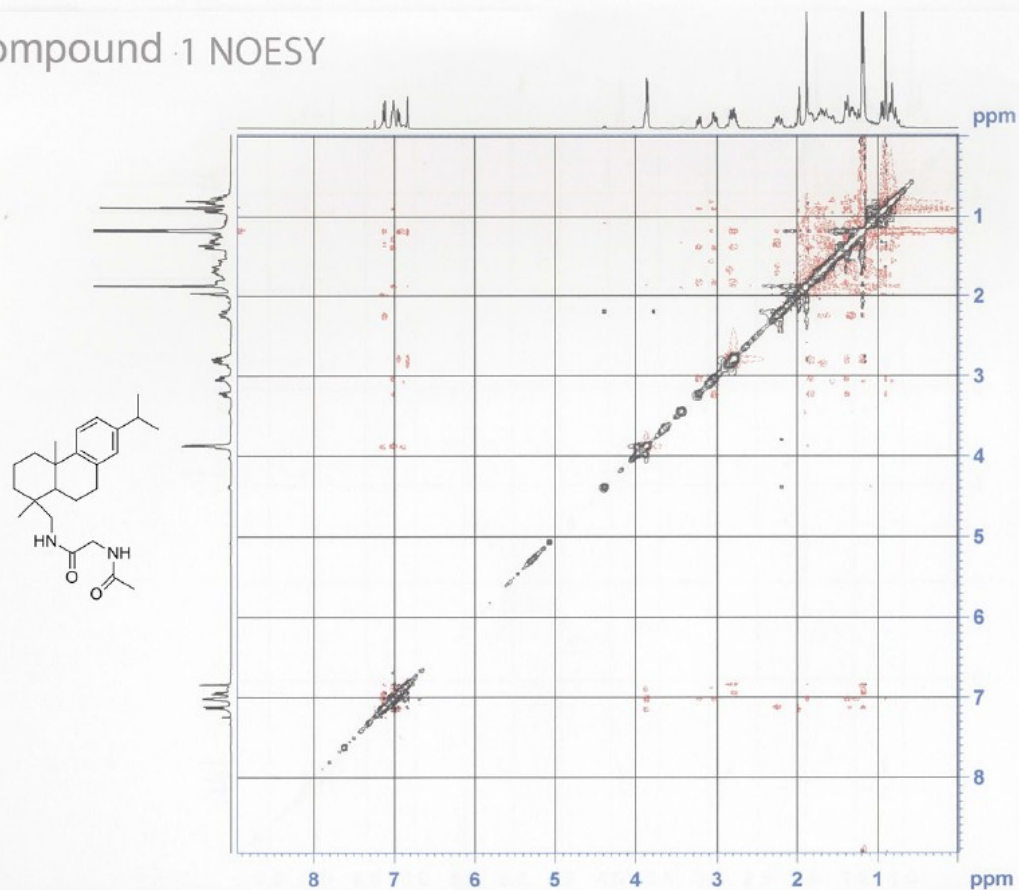

# Compound 2 <sup>1</sup>H NMR

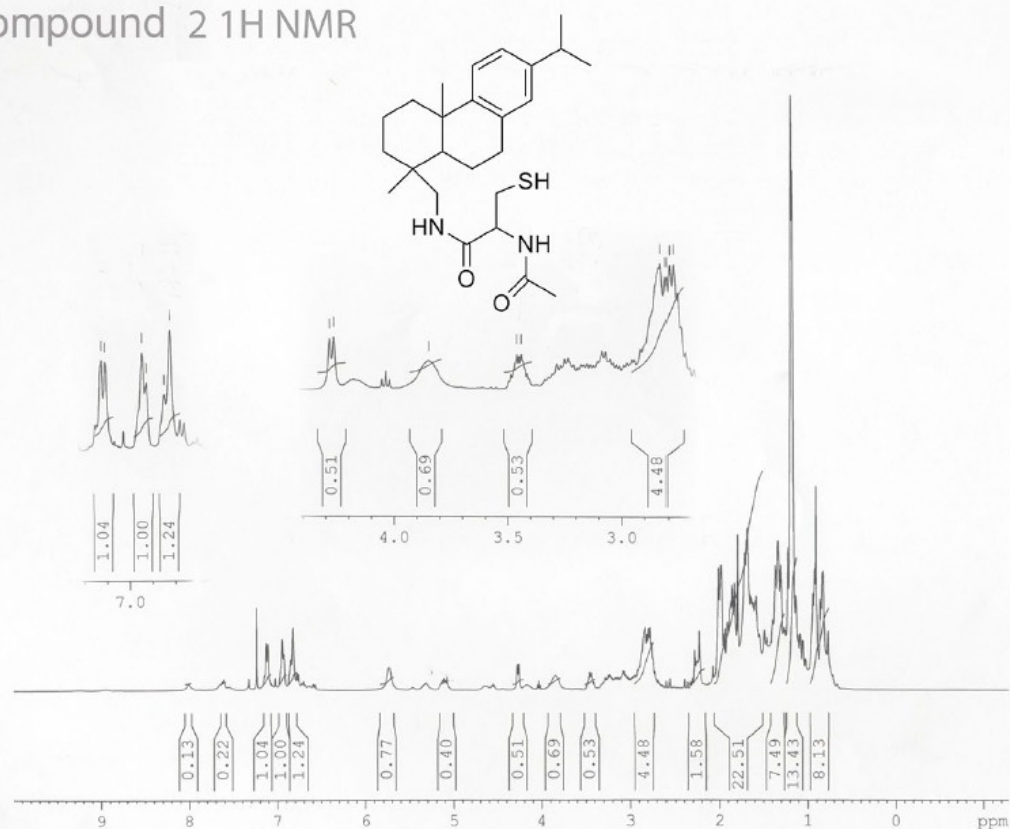

# Compound 2 <sup>13</sup>C BB

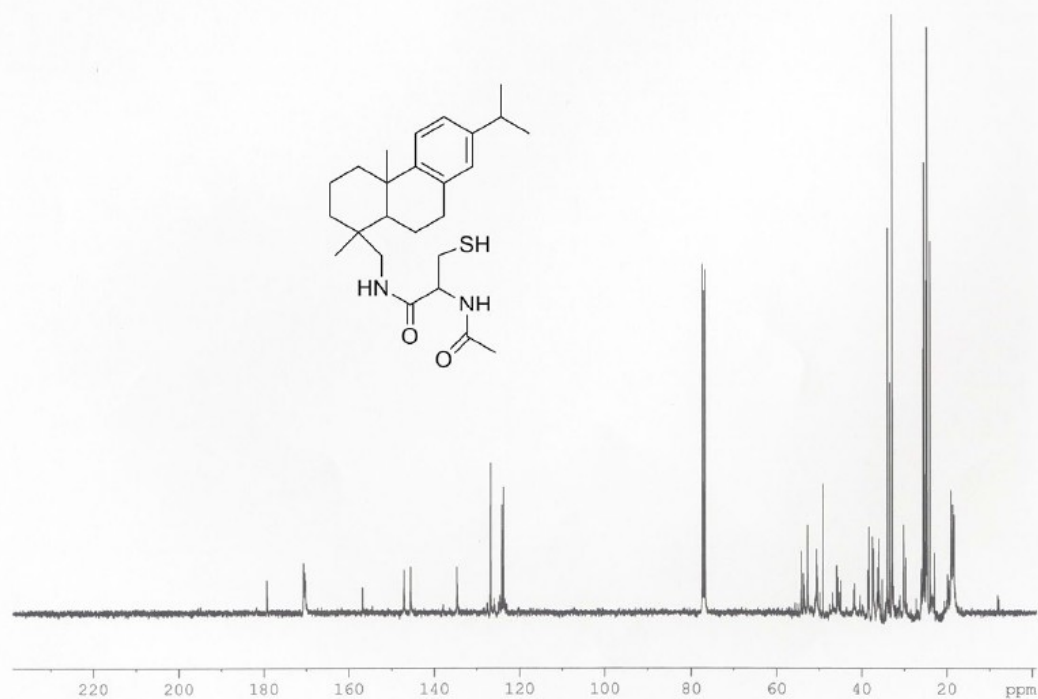

# Compound -2 DEPT 90

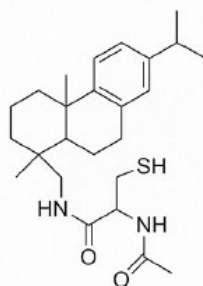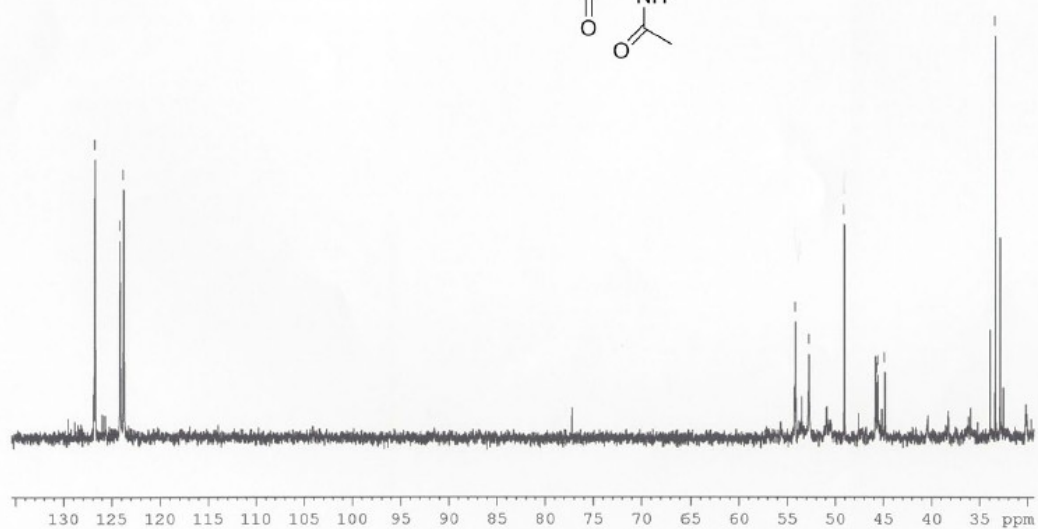

# Compound -2 DEPT 135

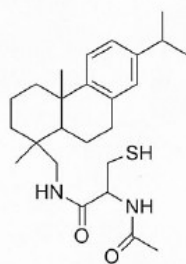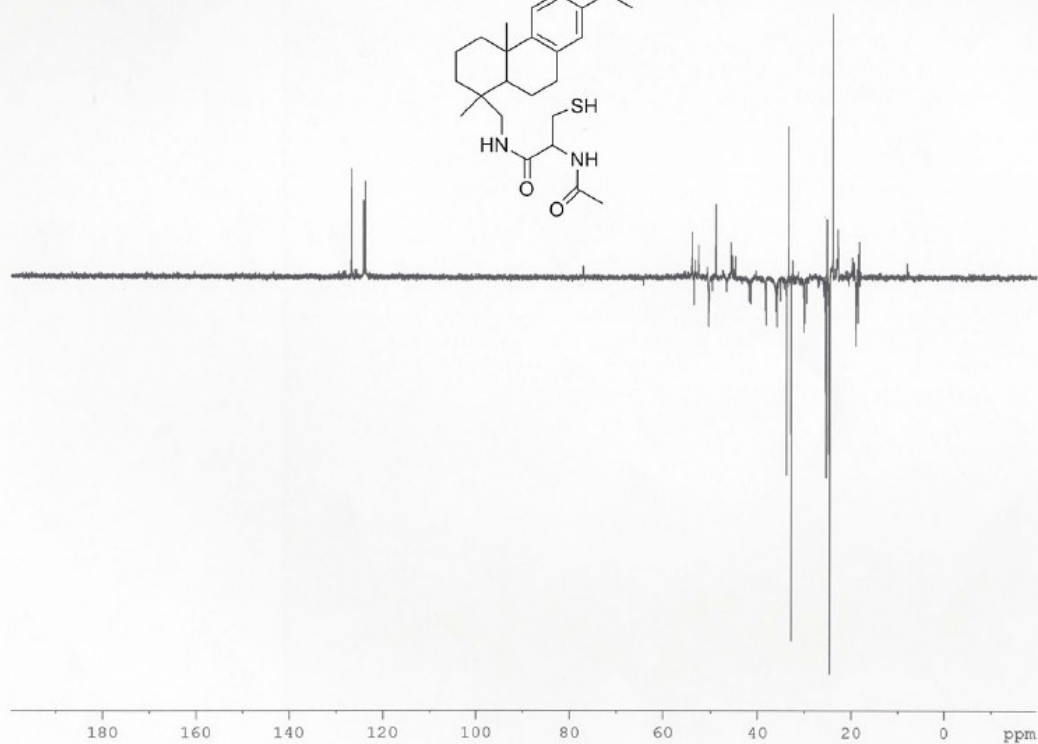

## Compound -2 FTIR

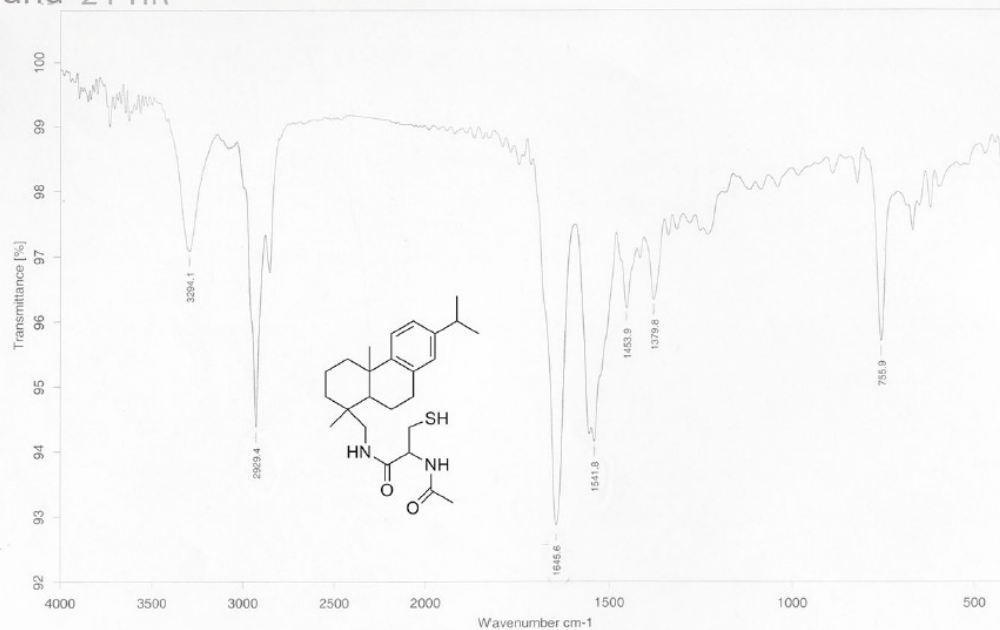

## Compound -2 +TOF MS

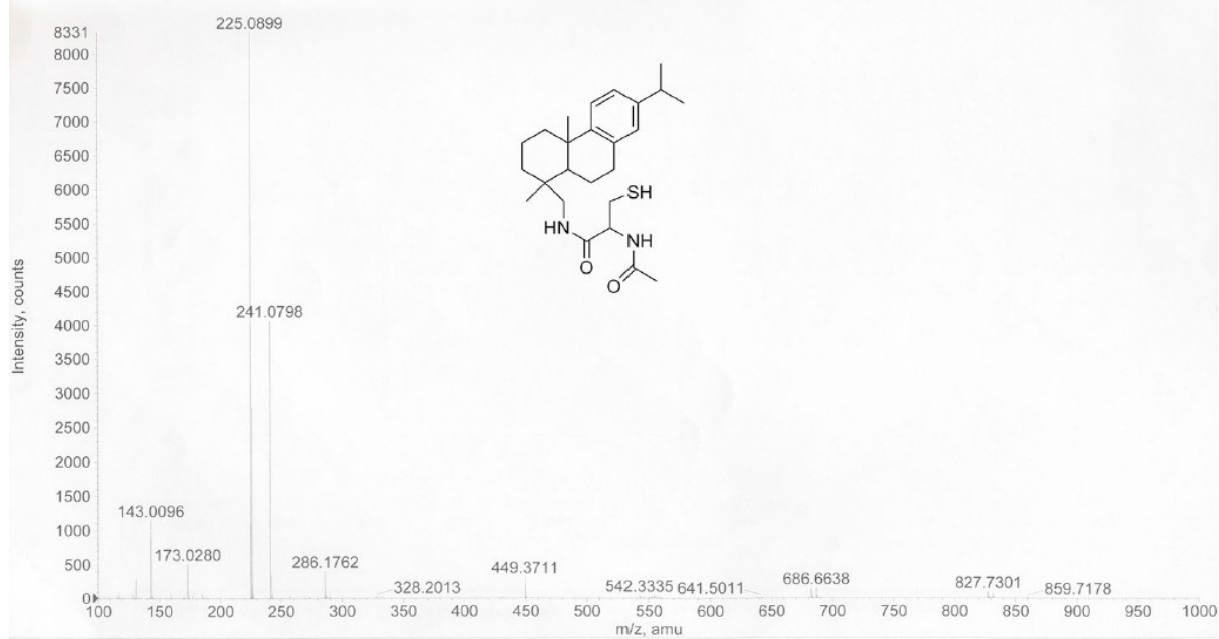

## Compound 2 COSY

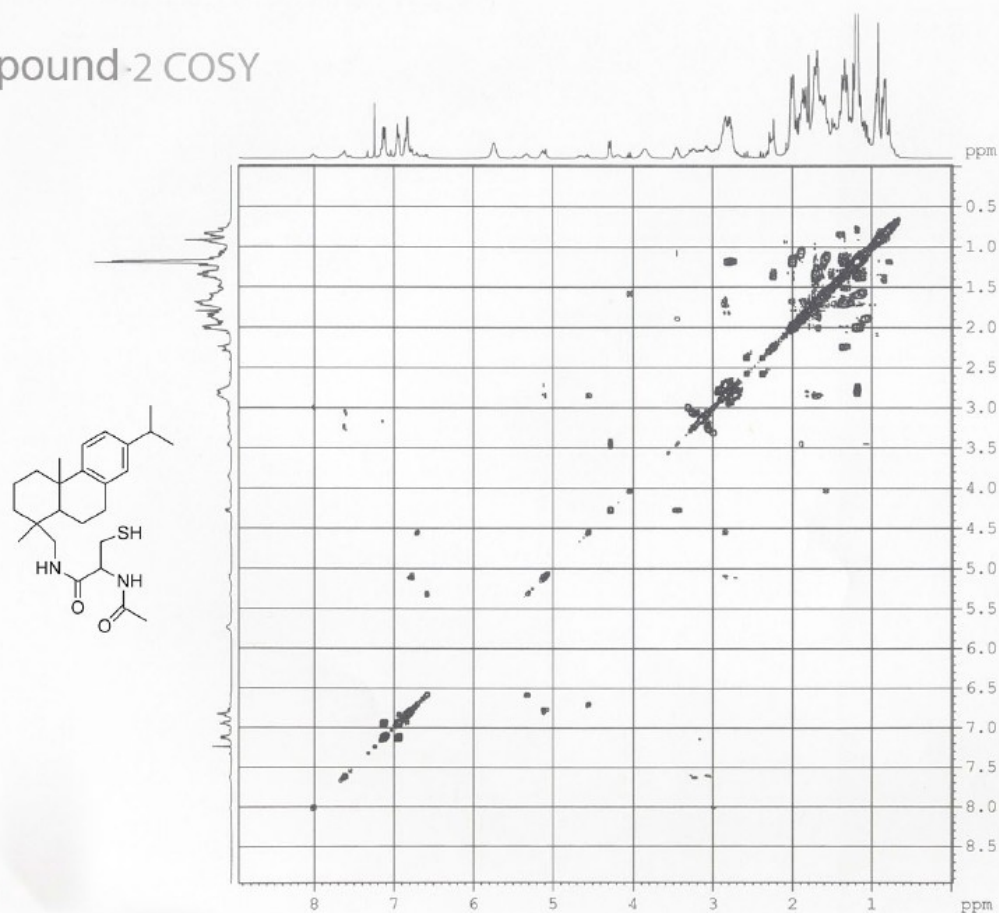

## Compound 2 HMBC

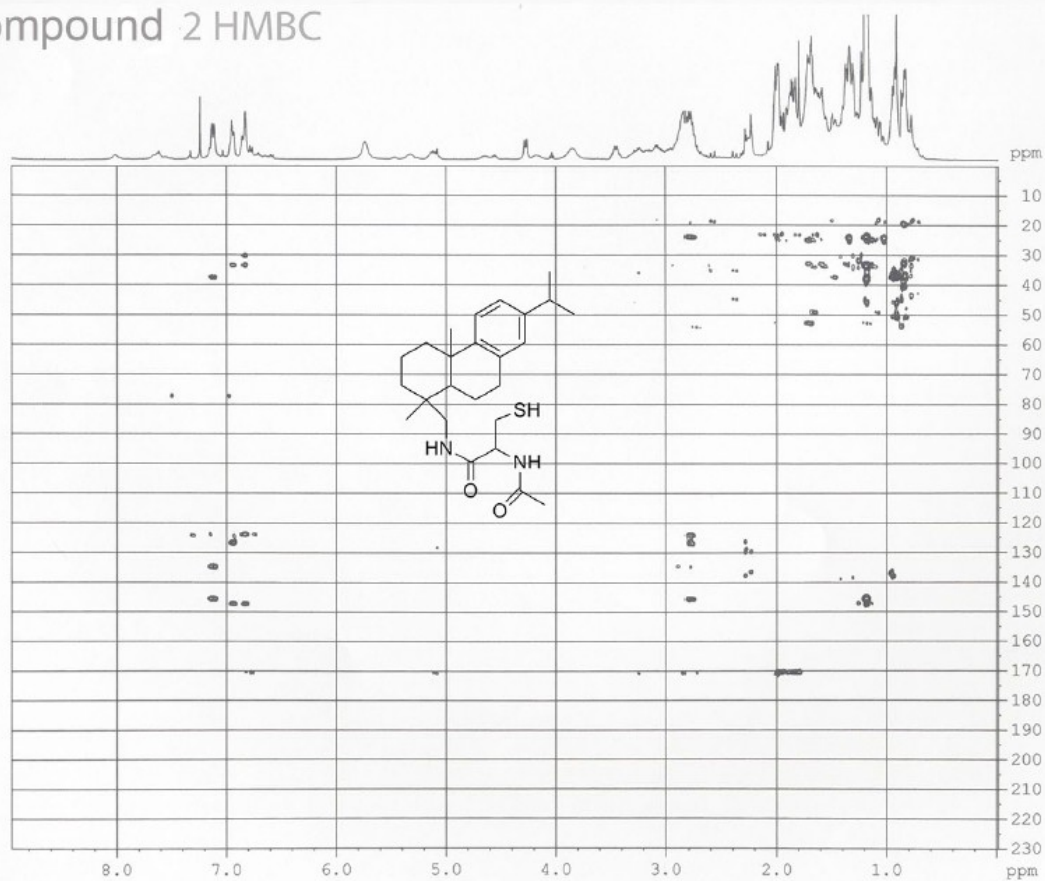

## Compound 2 HSQC

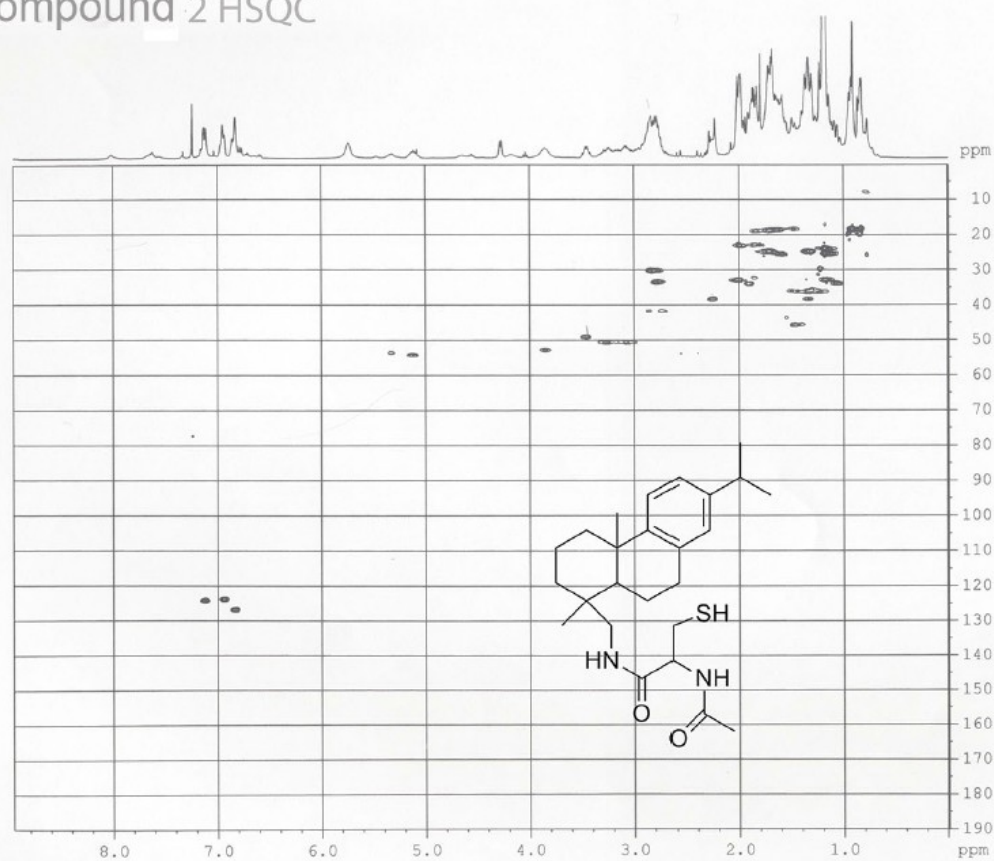

## Compound 2 NOESY

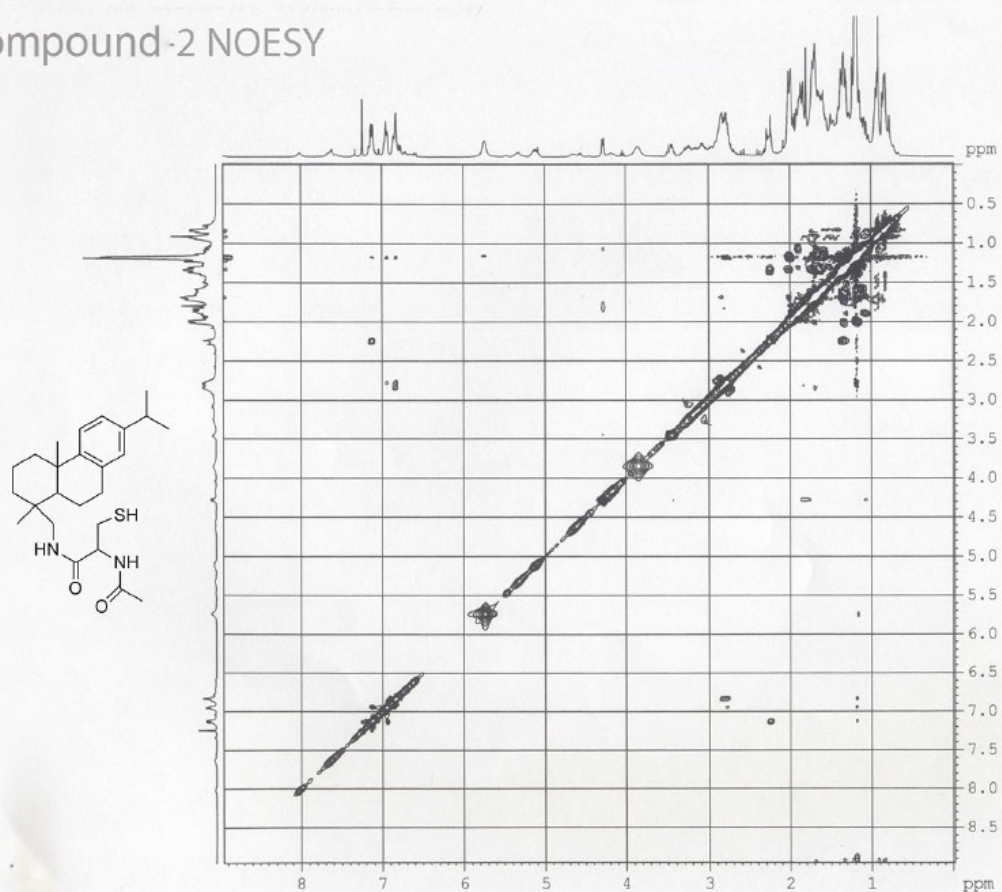

# Compound 3 1H NMR

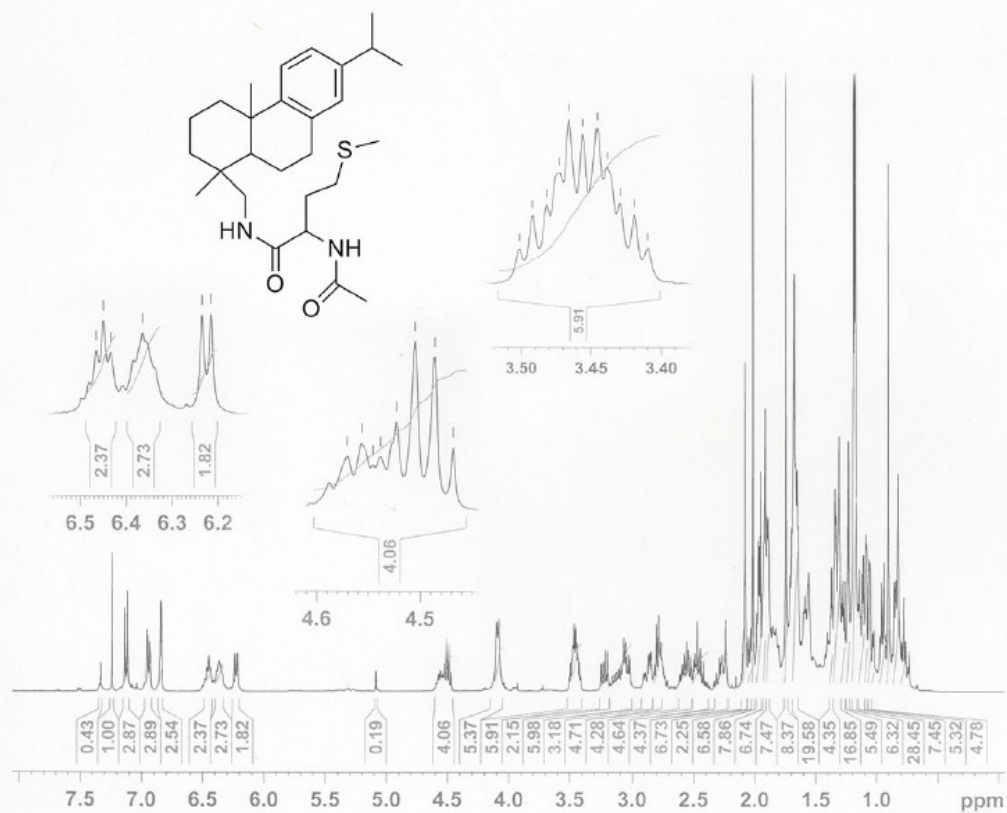

# Compound 3 13C BB

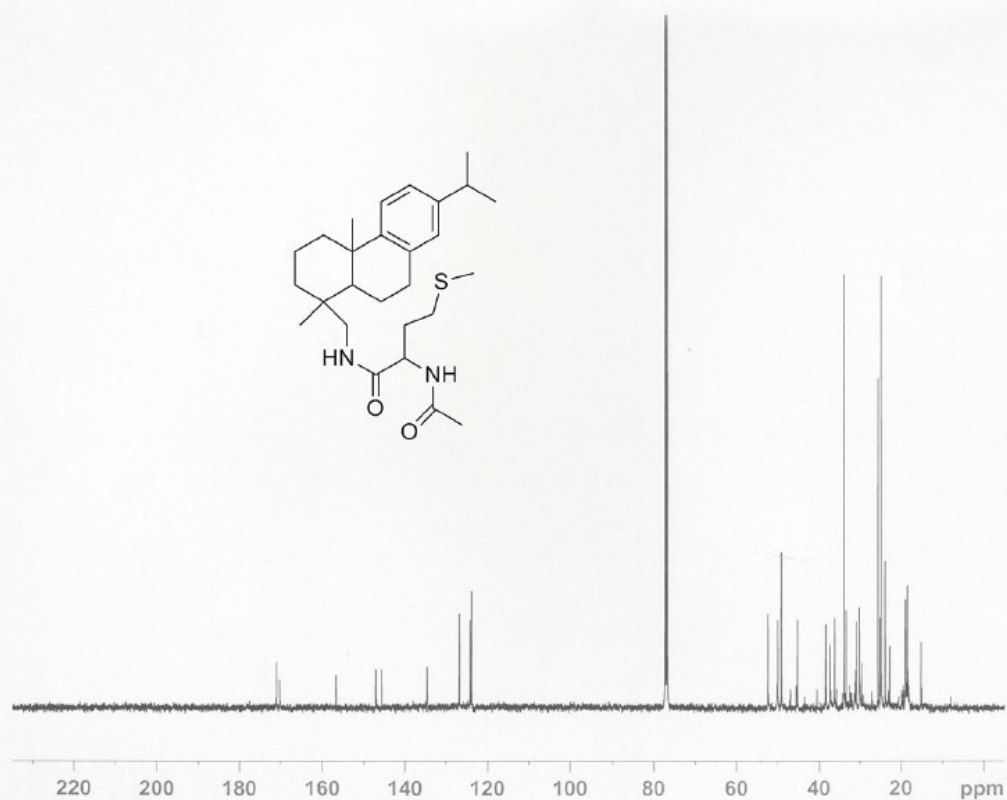

# Compound 3 DEPT 90

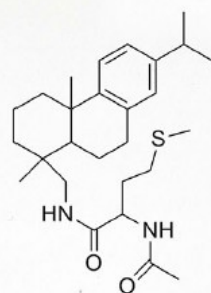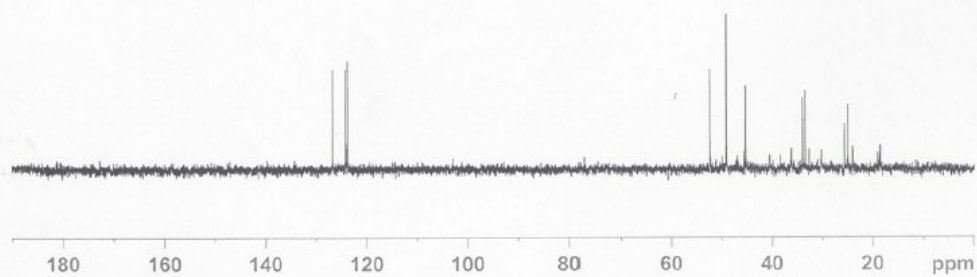

# Compound 3 DEPT 135

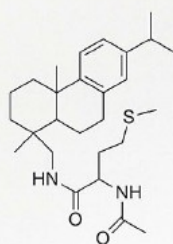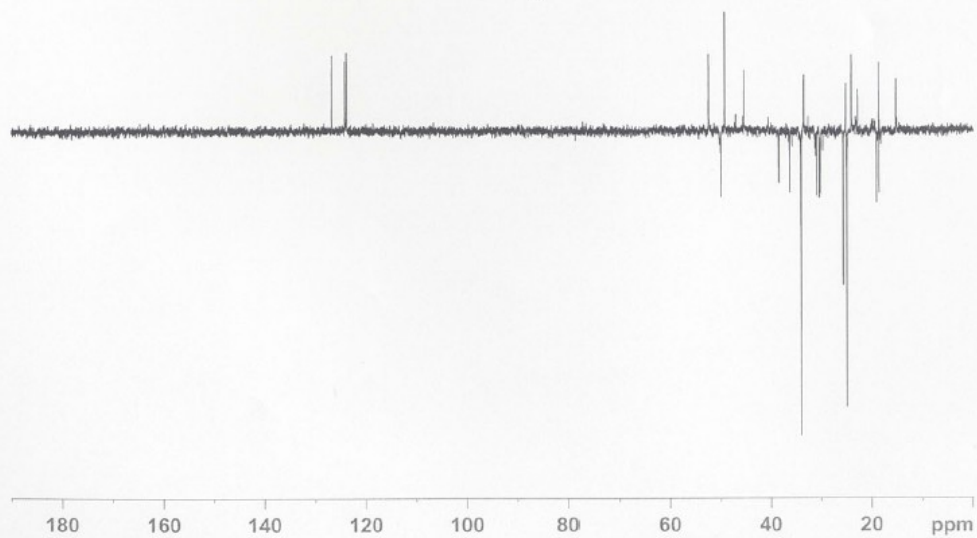

# Compound 3 FTIR

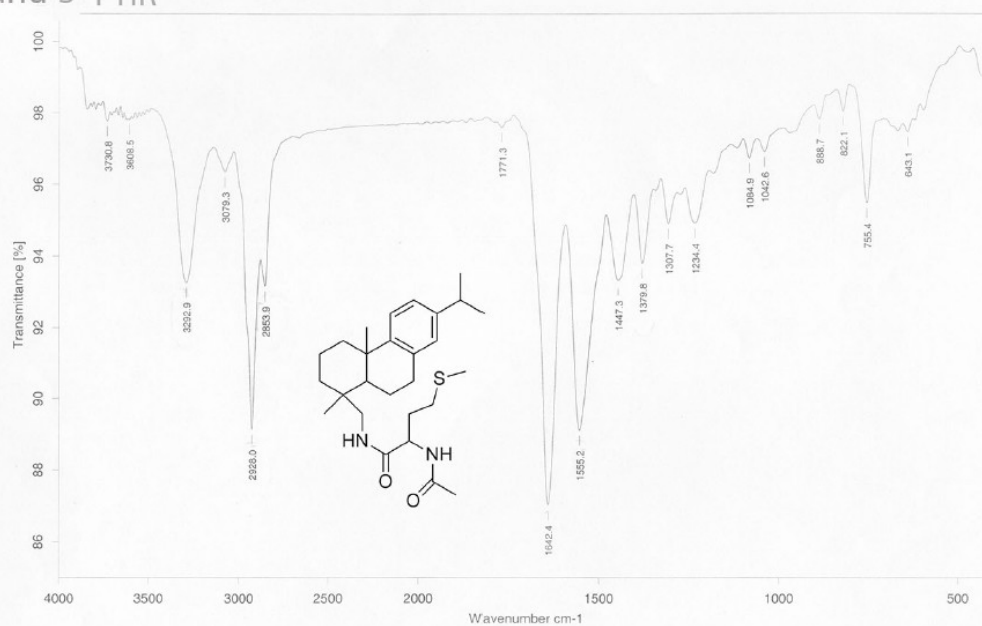

# Compound 3 + TOF MS

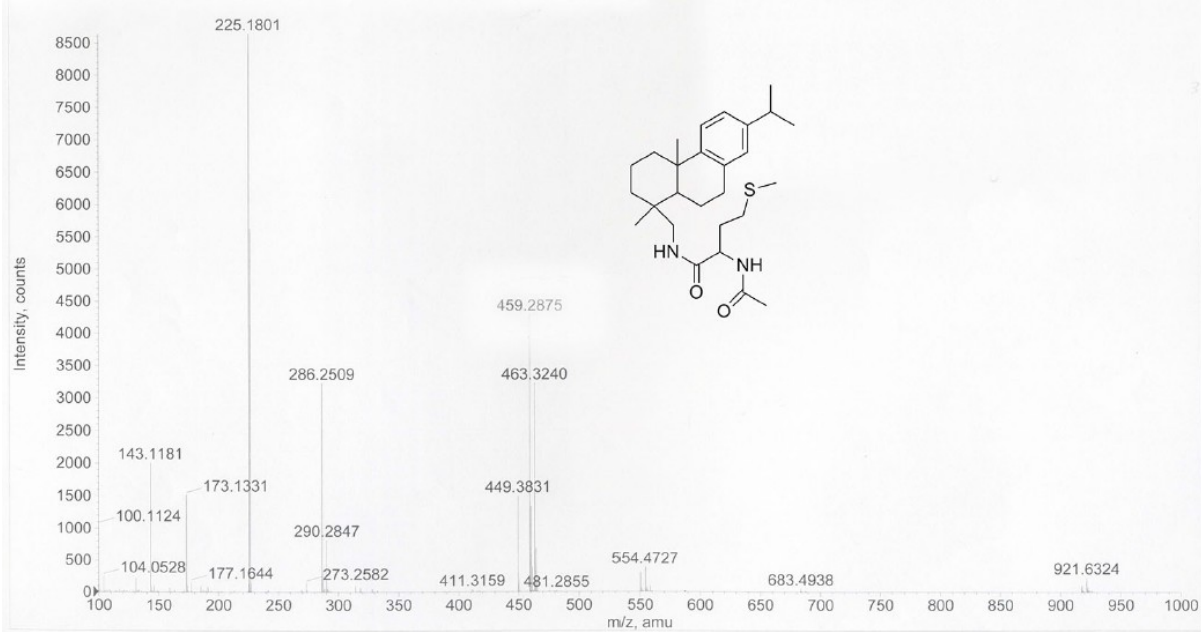

# Compound 3 COSY

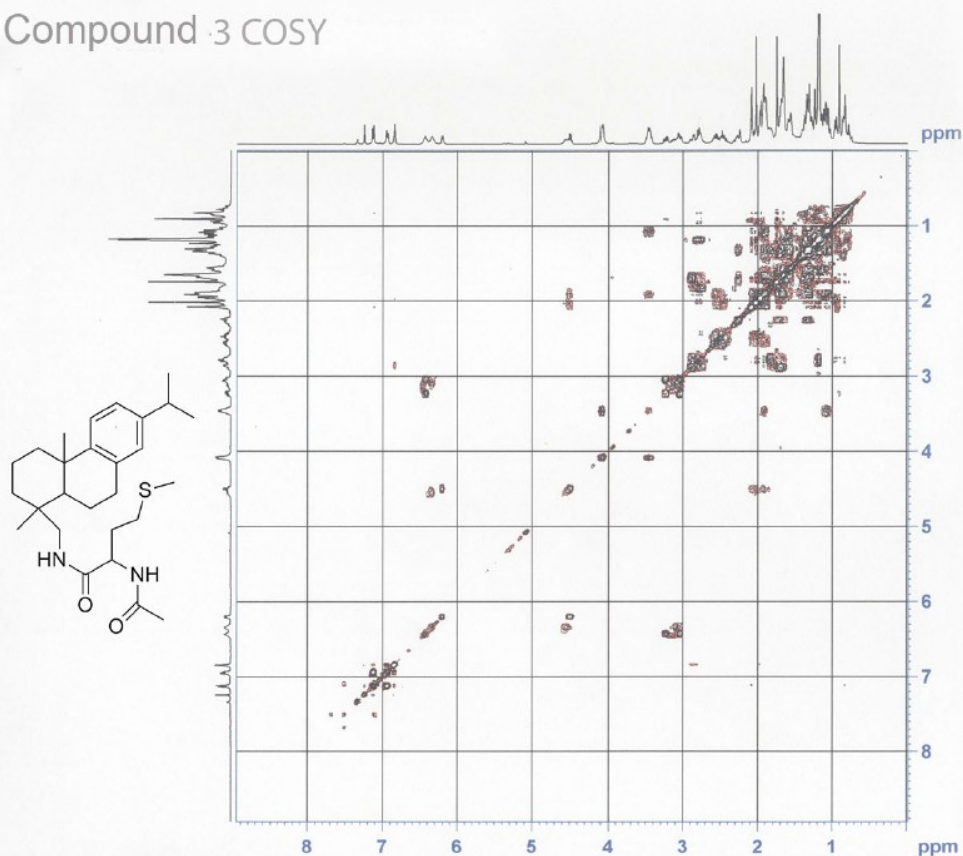

# Compound 5 HMBC

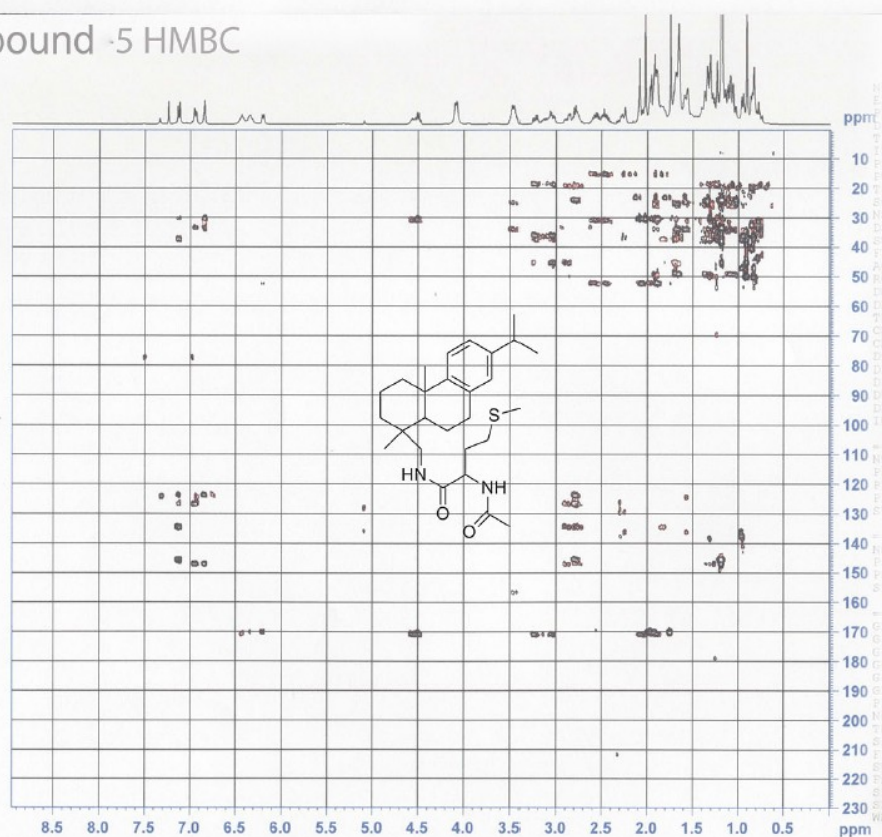

# Compound-3 HSQC

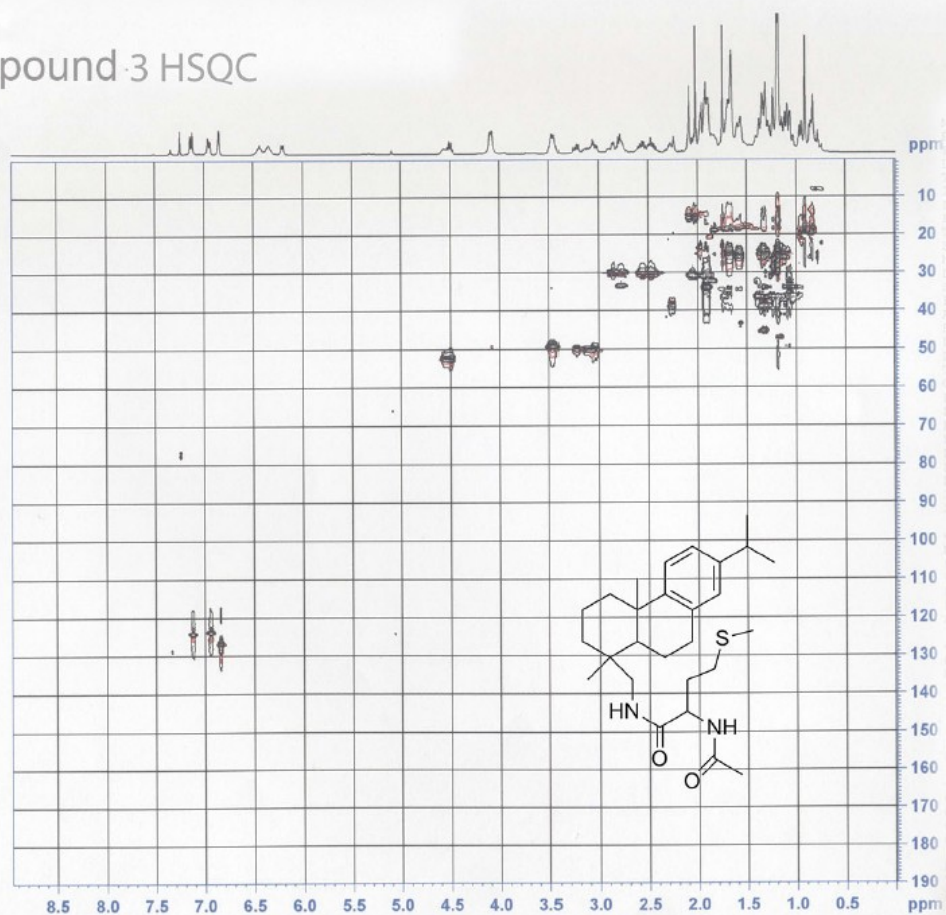

# Compound-3 NOESY

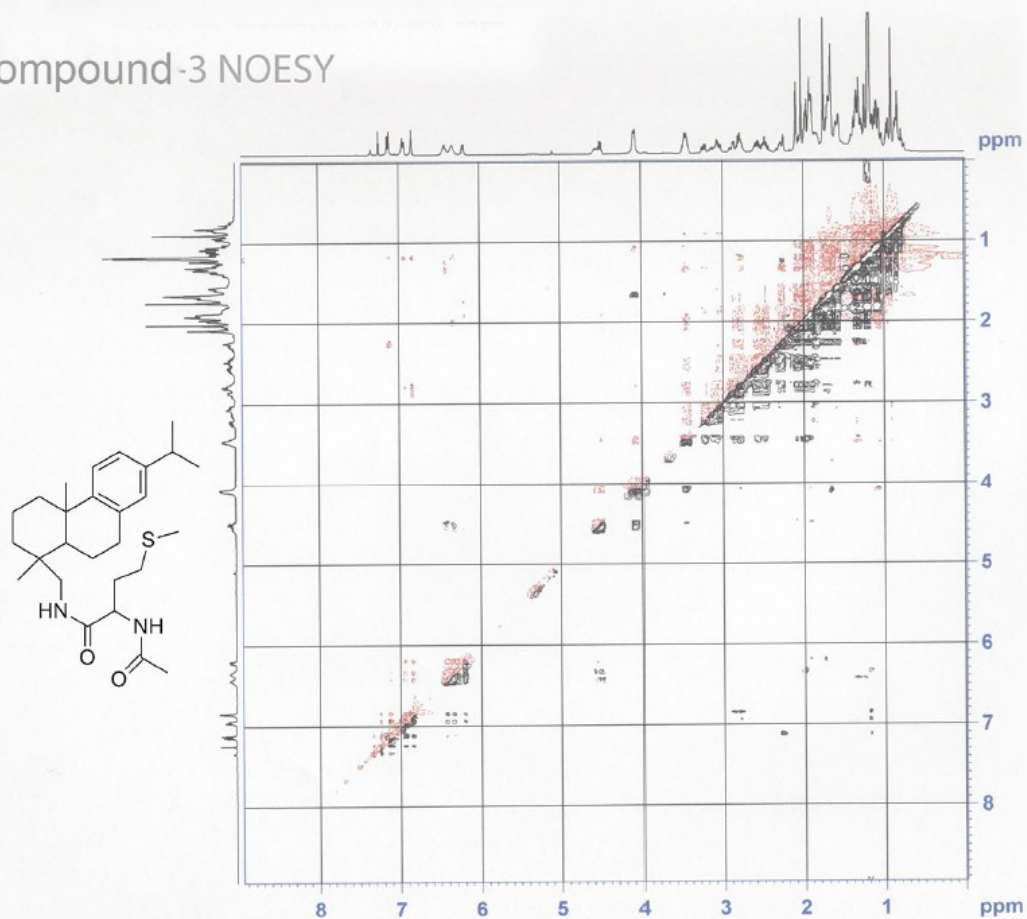

## und

# Compound 4 FTIR

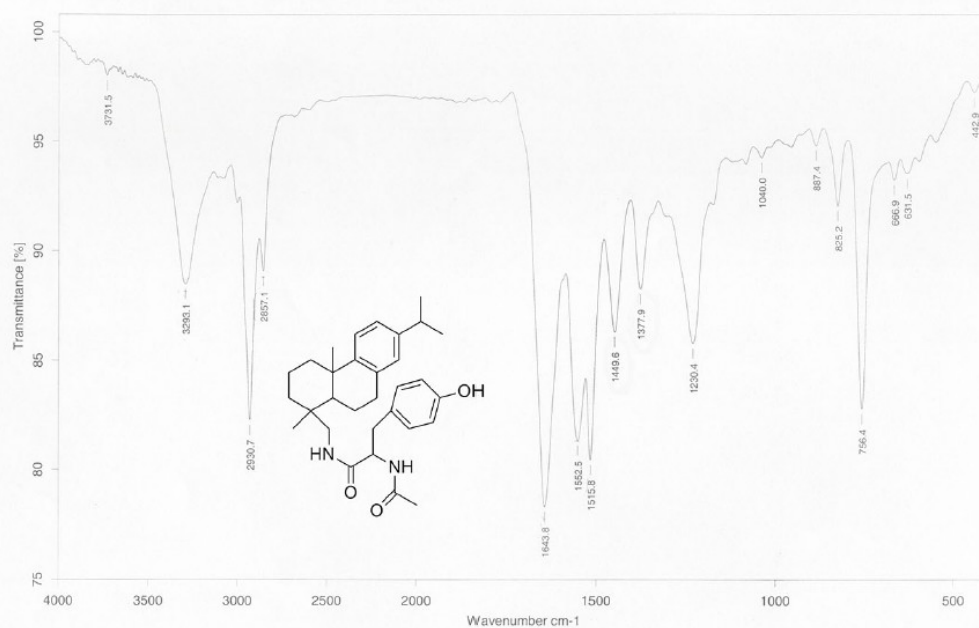

# Compound 4 + TOF MS

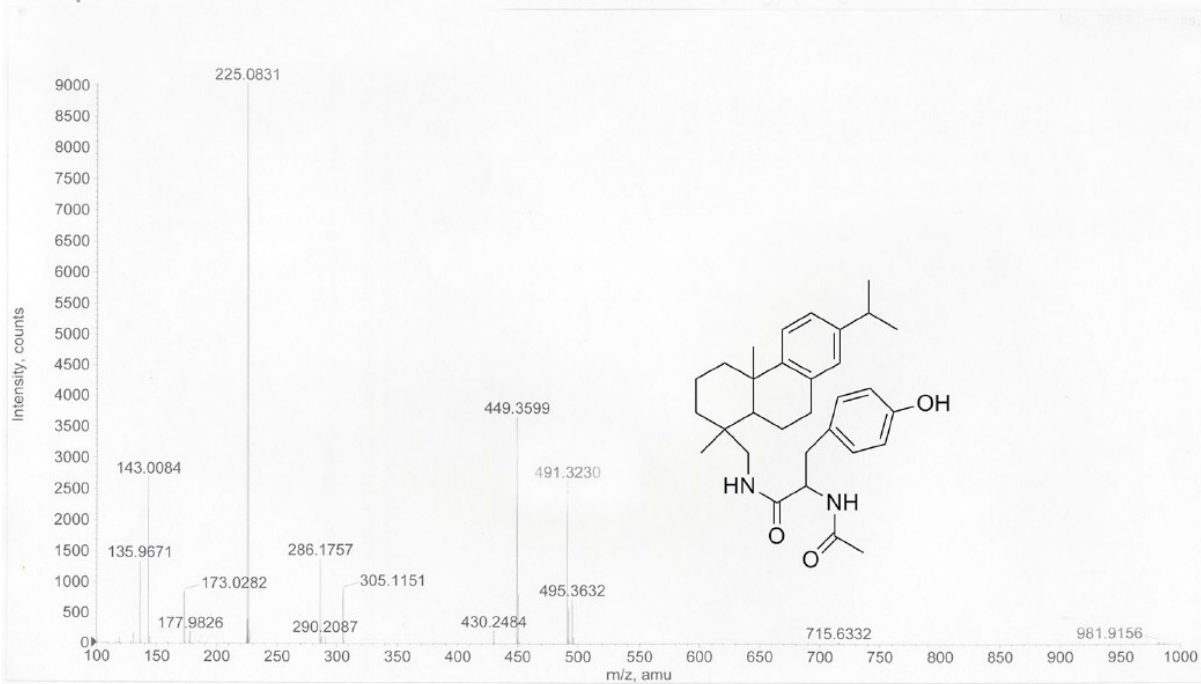

Compound 4 COSY

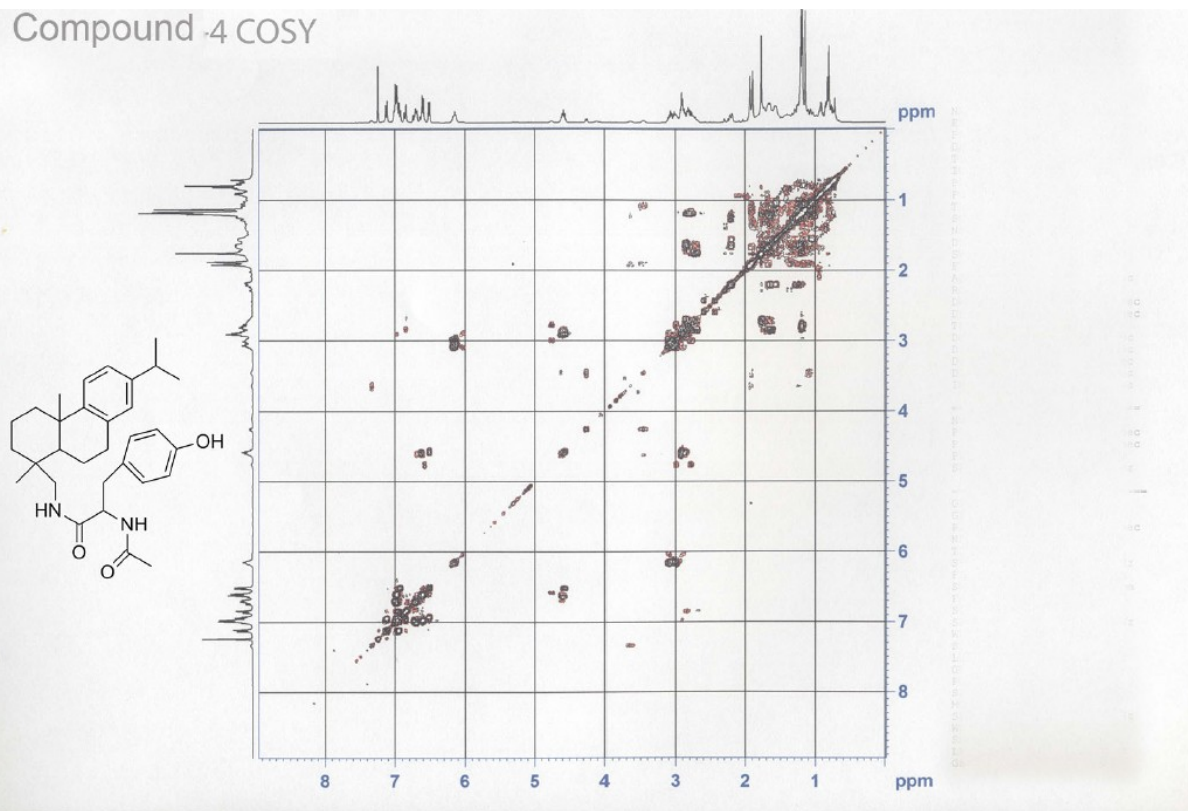

Compound 4 HMBC

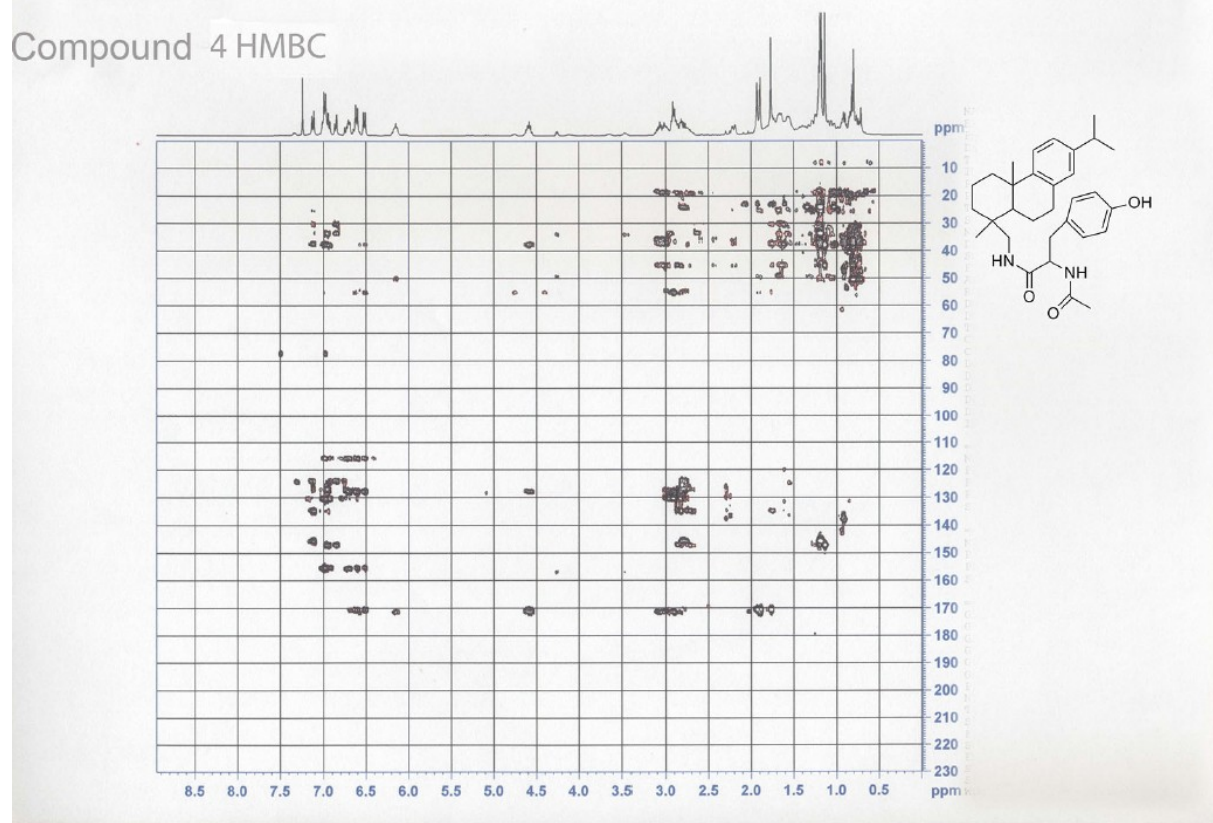

Compound 4 HSQC

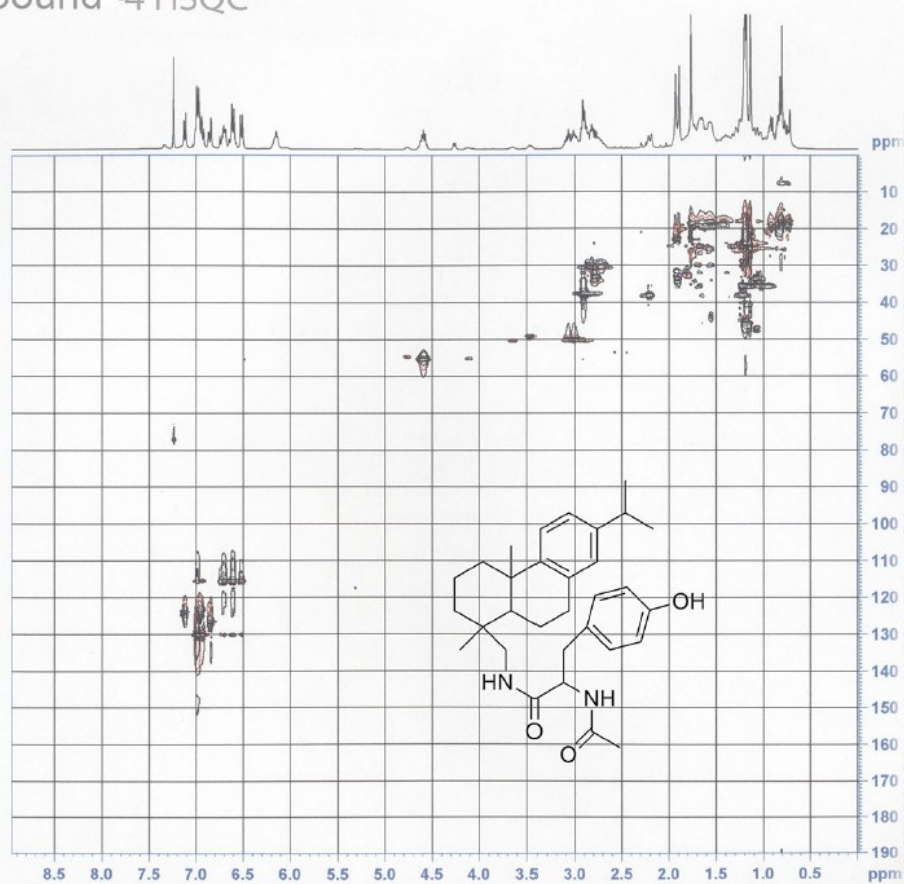

Compound 4 NOESY

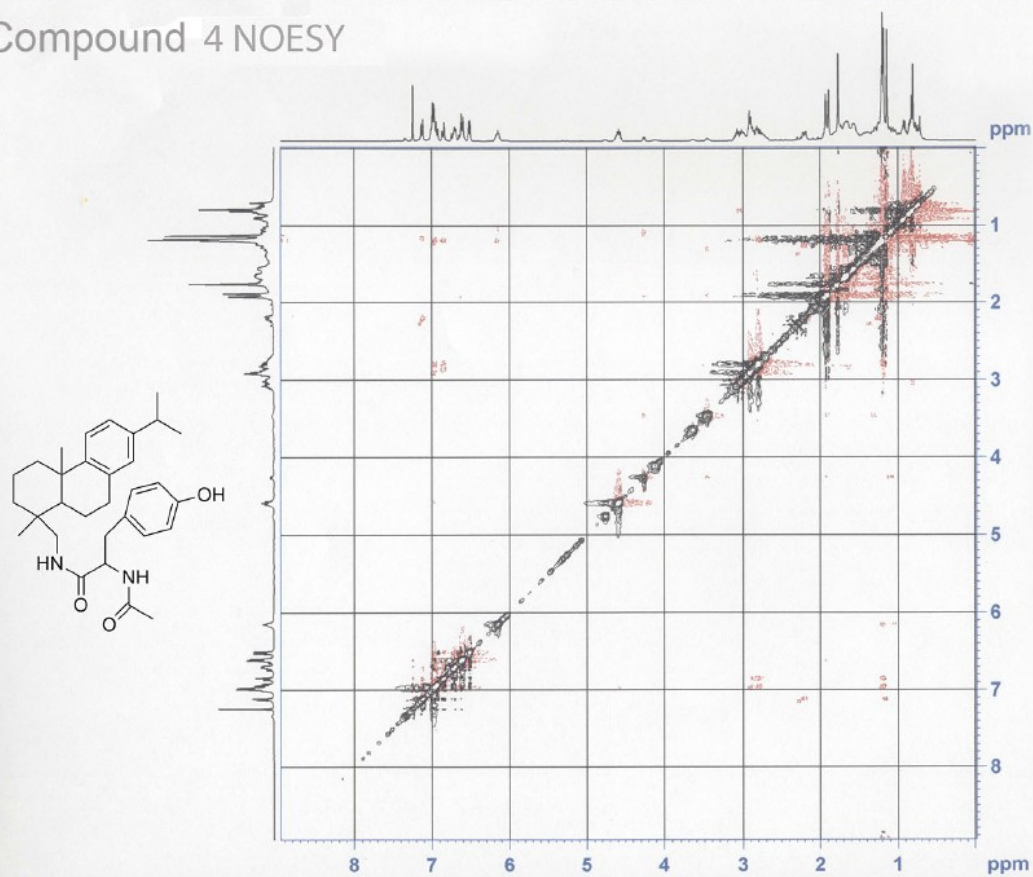

# Compound 5 1H NMR

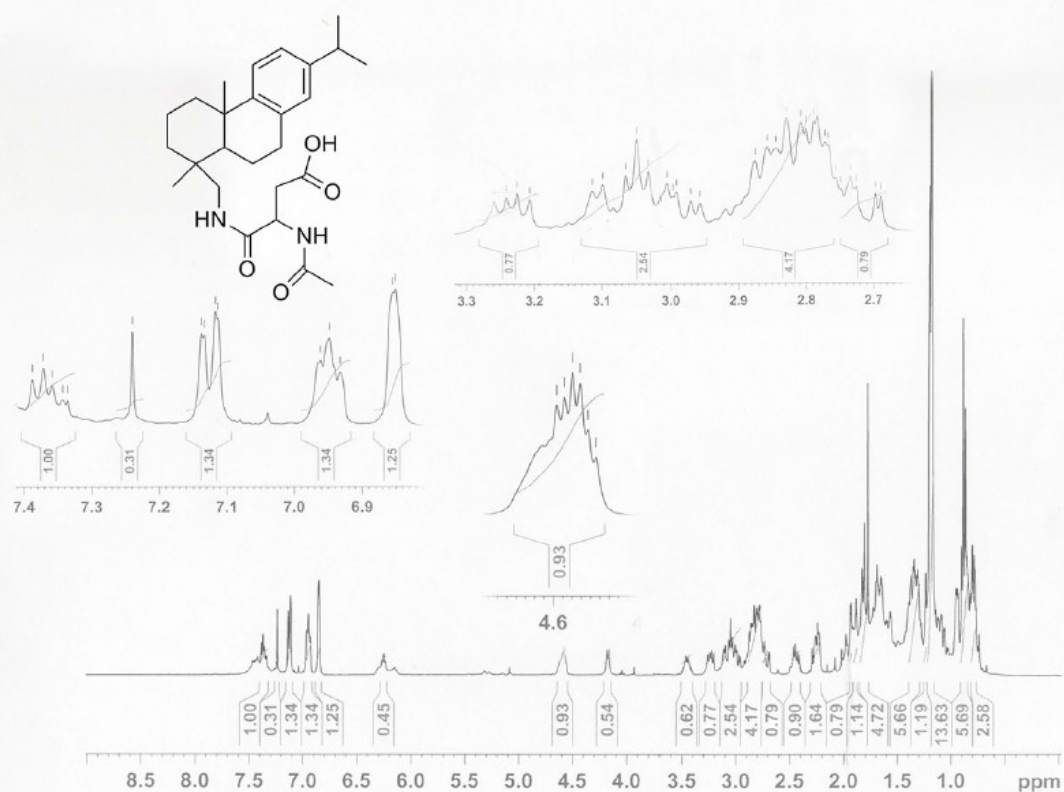

# Compound 5 13C BB

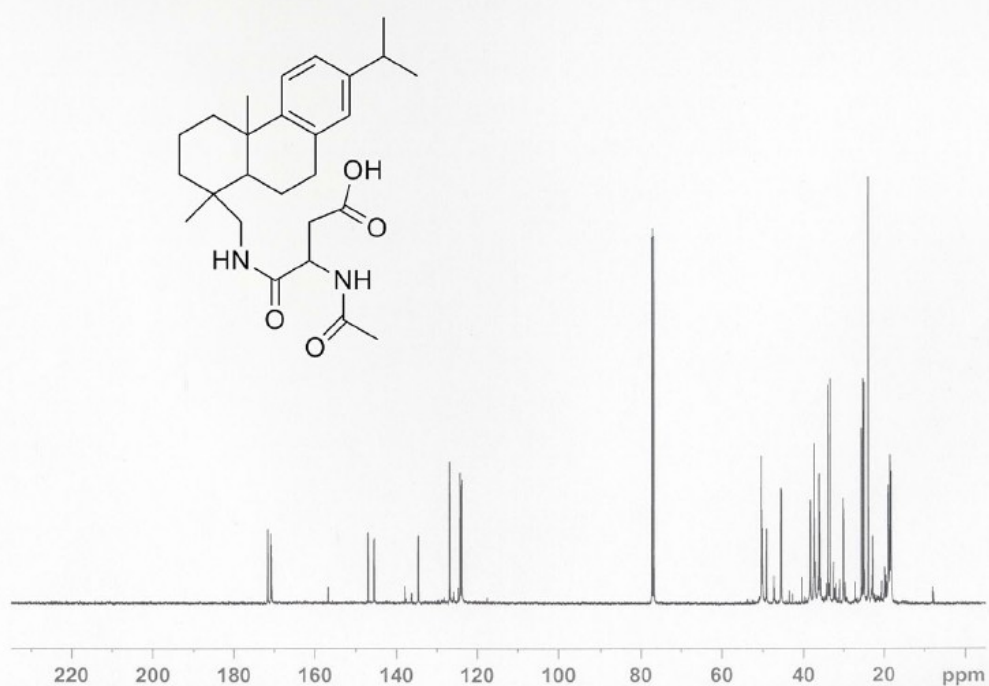

# Compound -5 DEPT 90

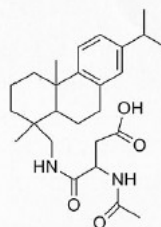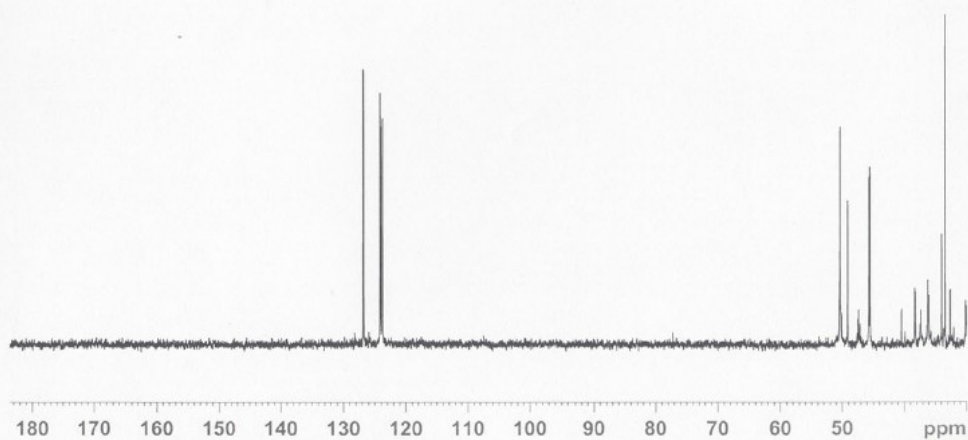

# Compound 5 DEPT 135

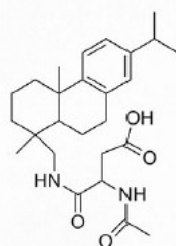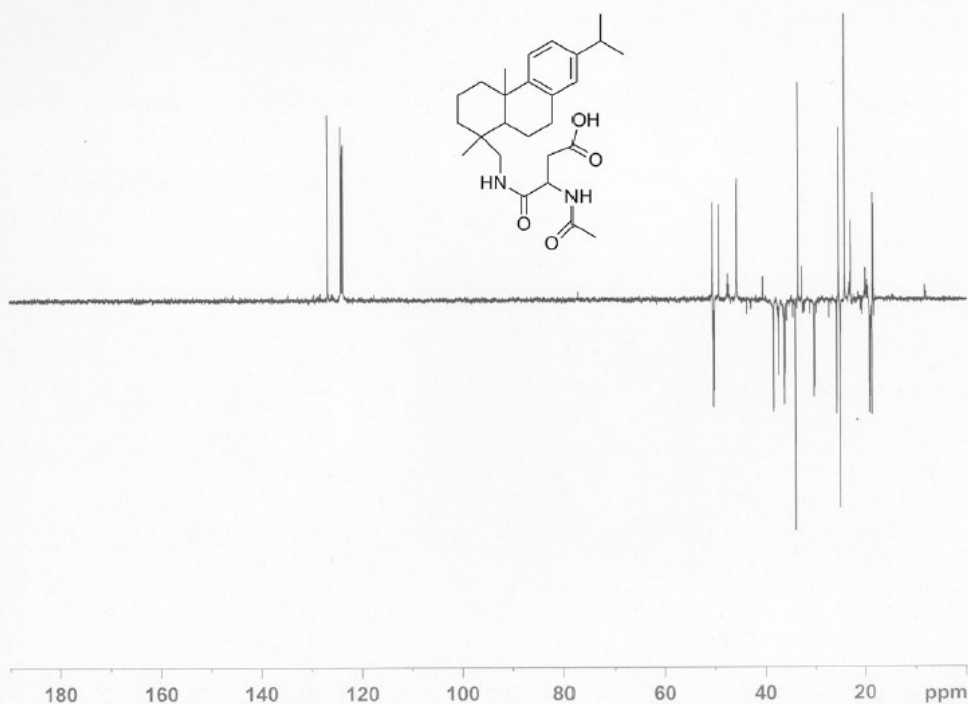

# Compound 5 FTIR

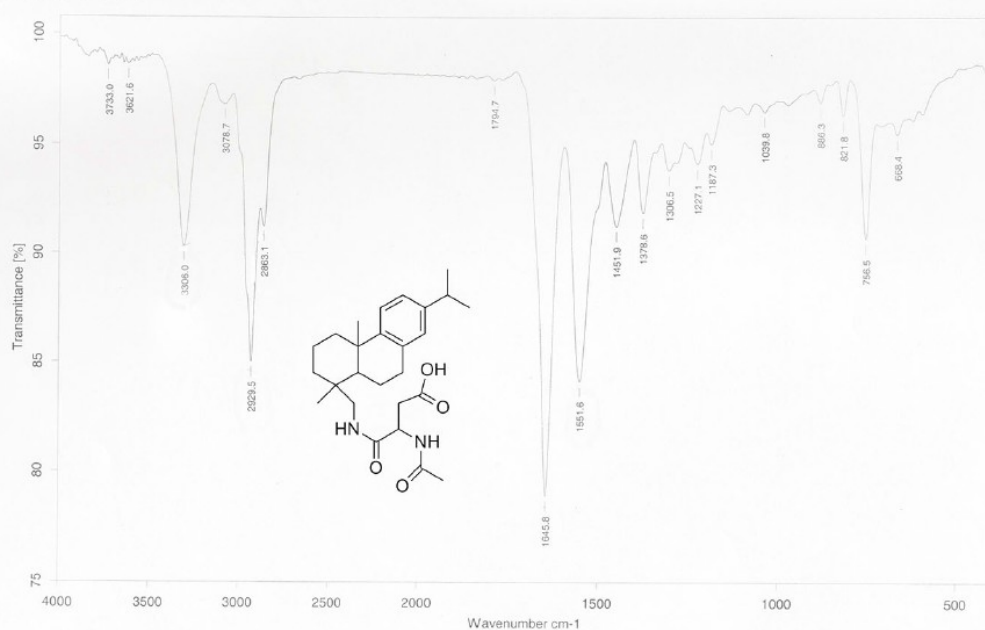

# Compound 5 +TOF MS

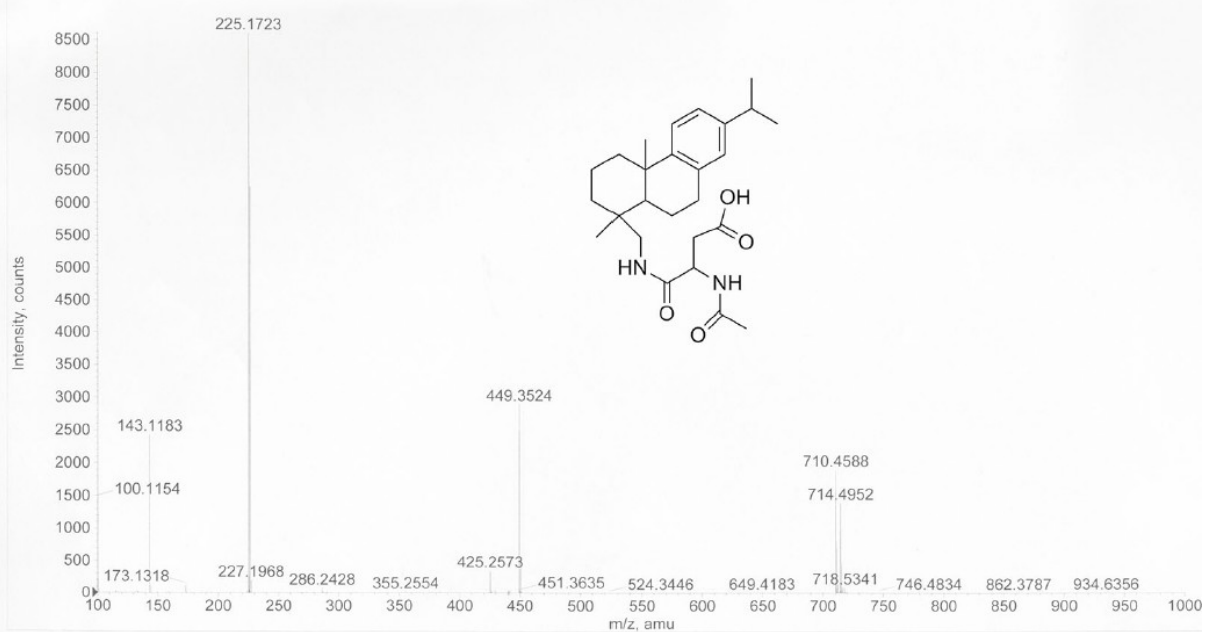

Compound 5 COSY

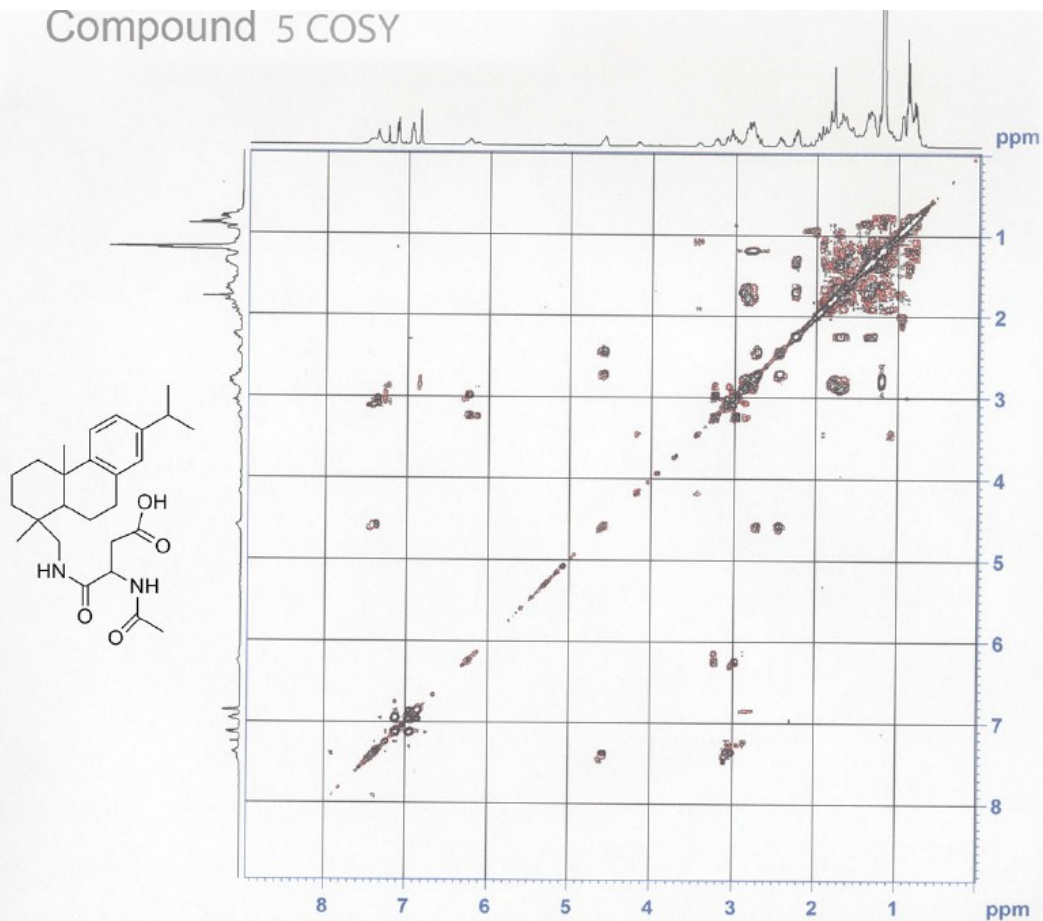

Compound 5 HMBC

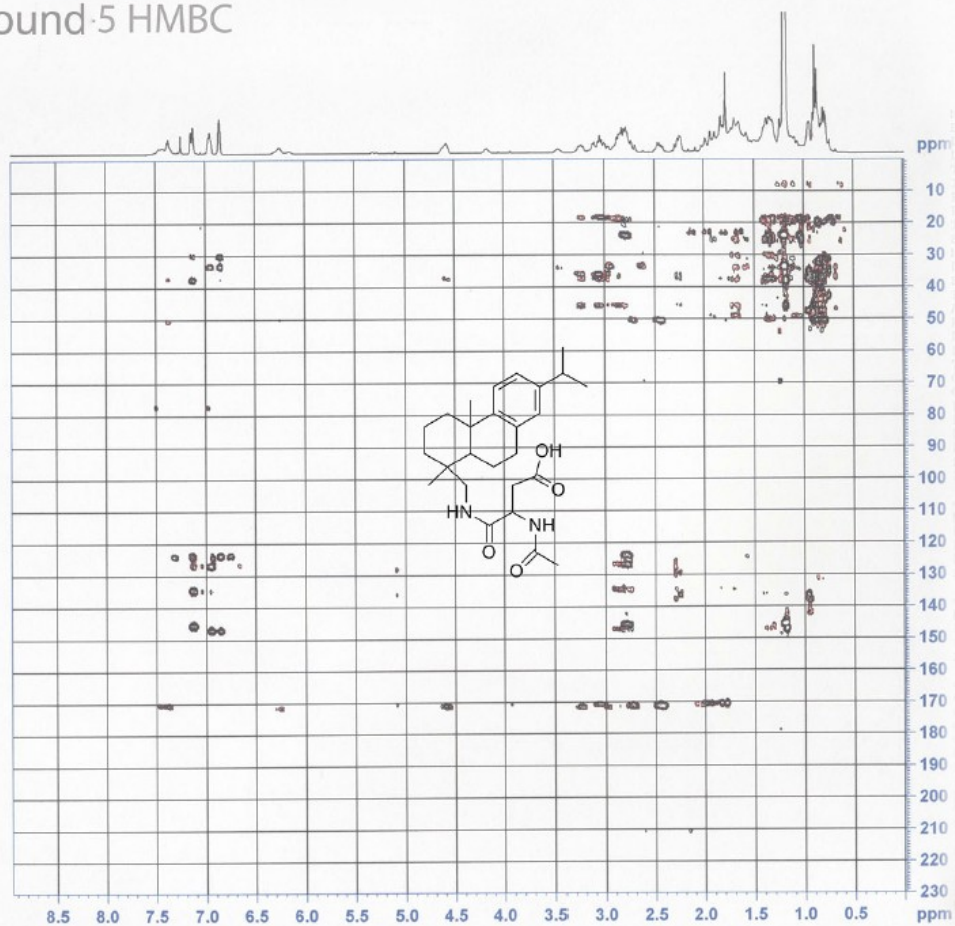

Compound 5 HSQC

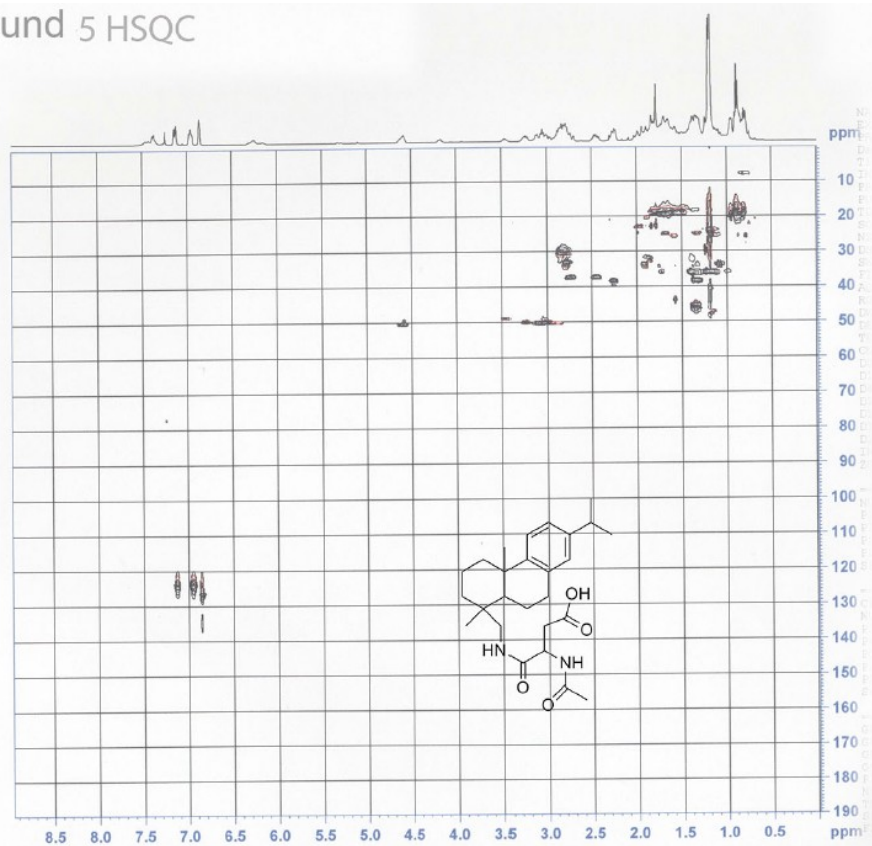

Compound 5 NOESY

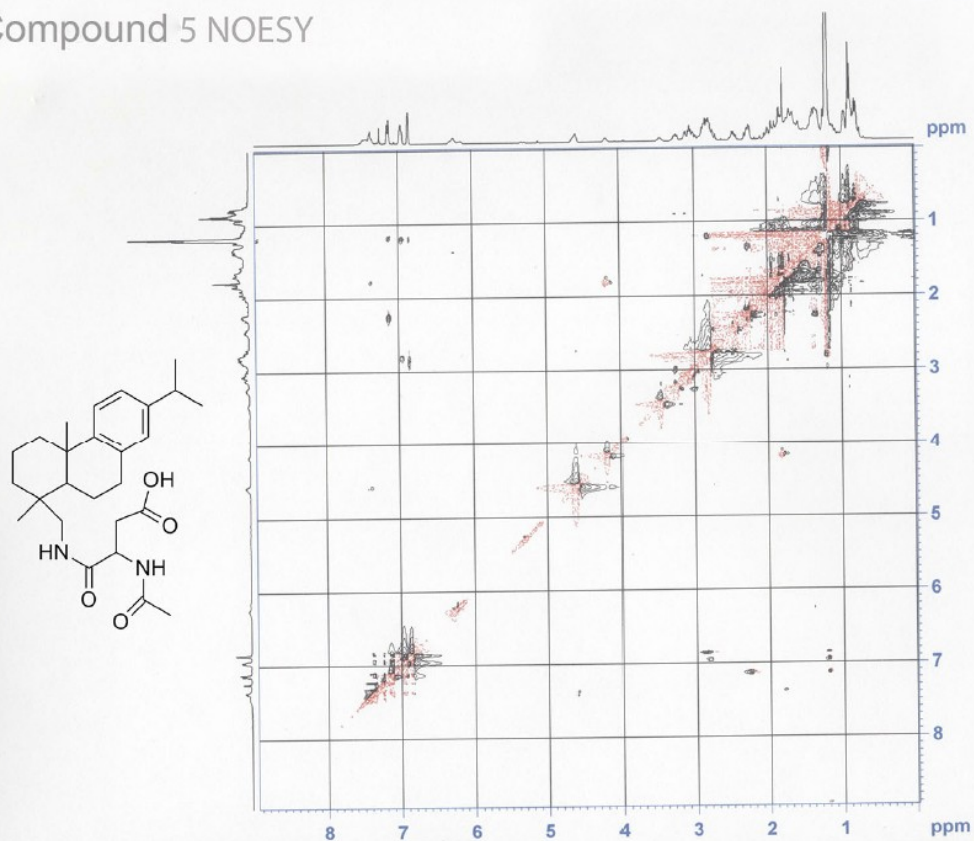

# Compound 6 <sup>1</sup>H NMR

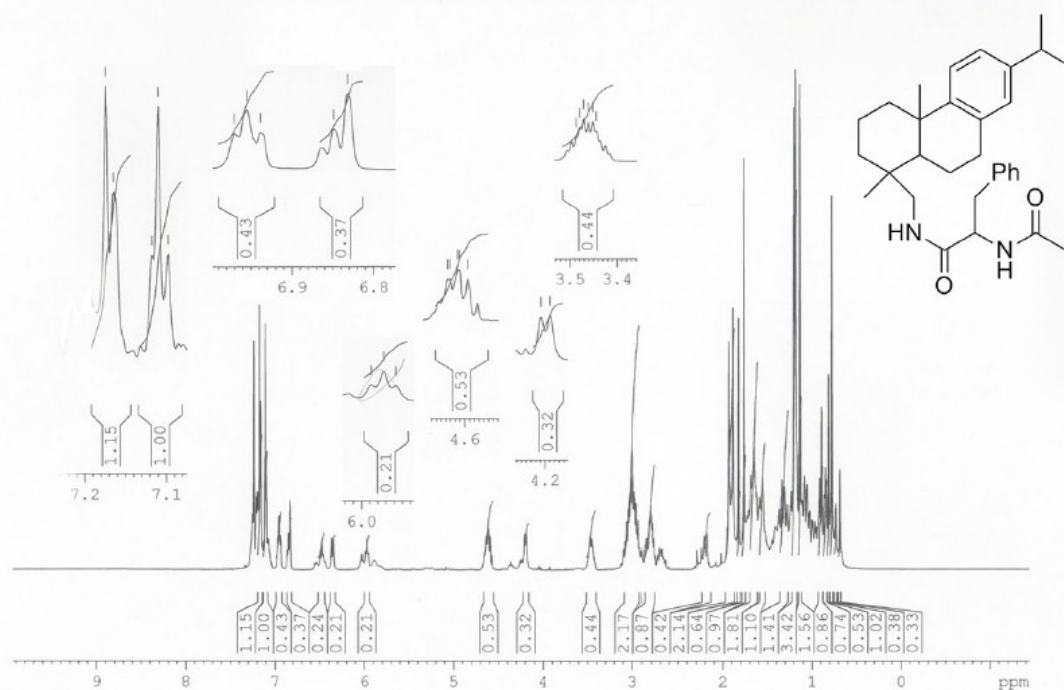

# Compound 6 <sup>13</sup>C BB

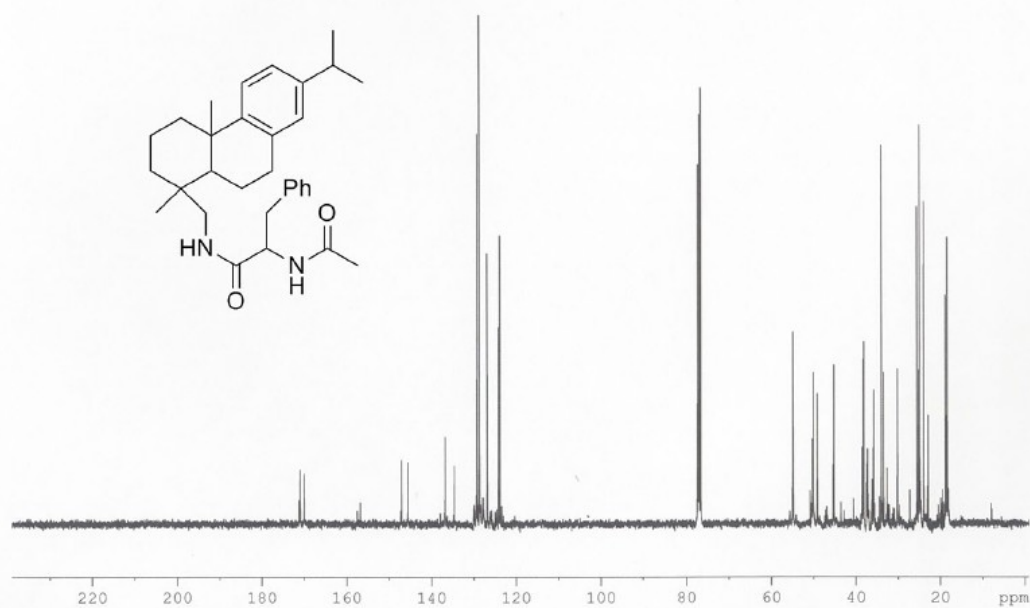

# Compound 6 DEPT 90

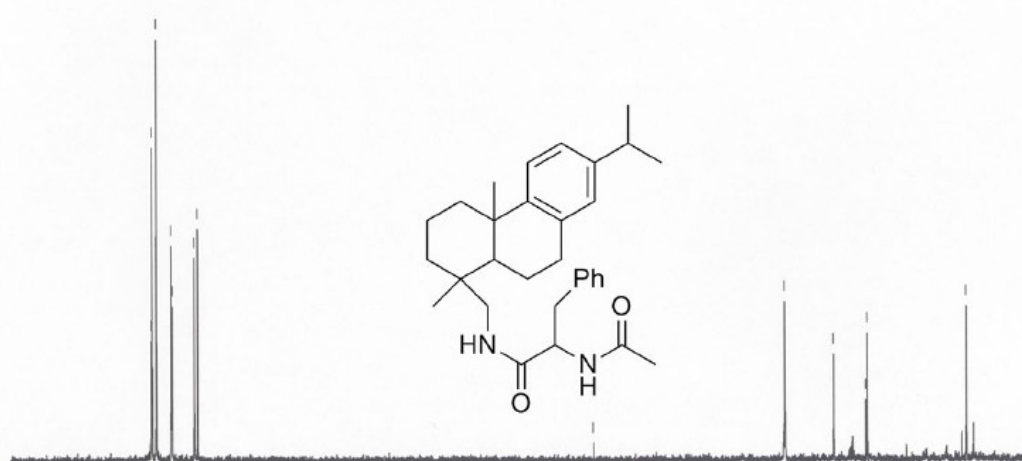

# Compound 6 DEPT 135

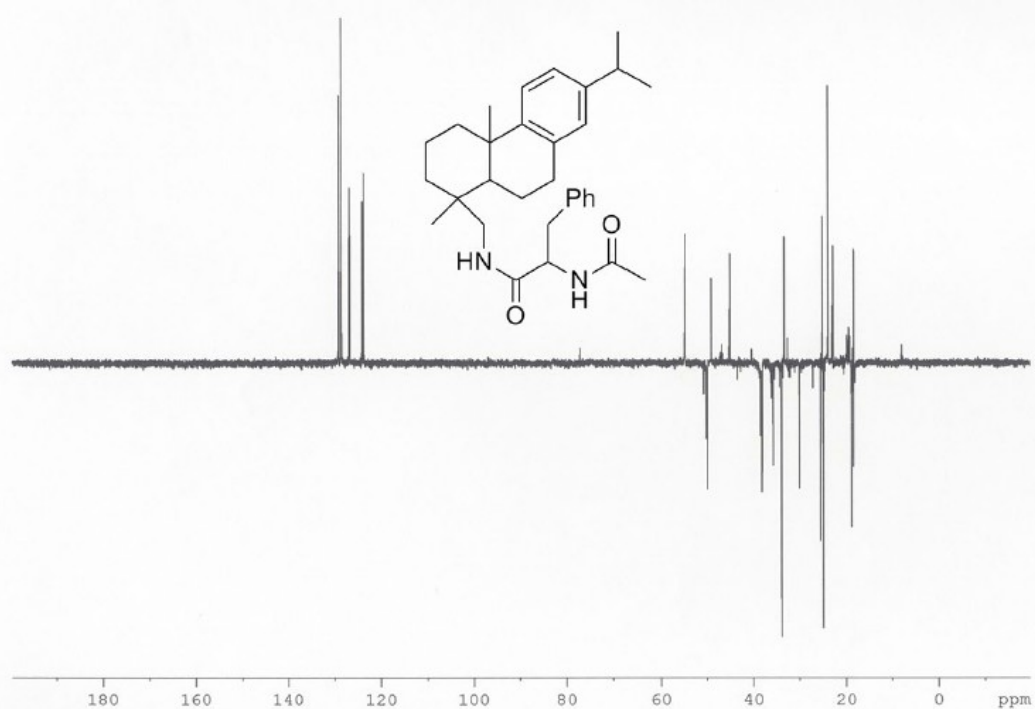

# Compound -6 FTIR

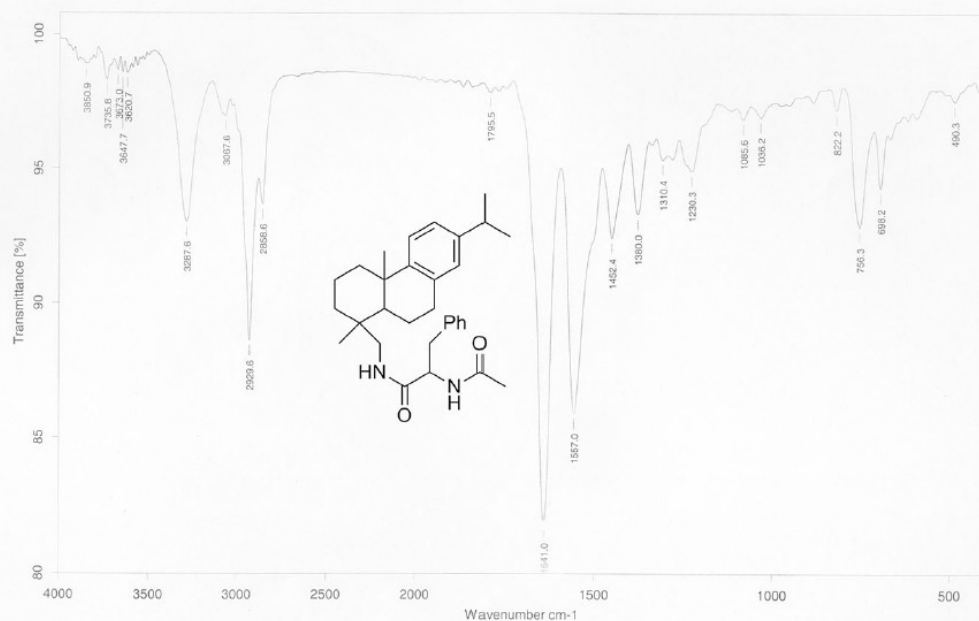

# Compound -6 +TOF MS

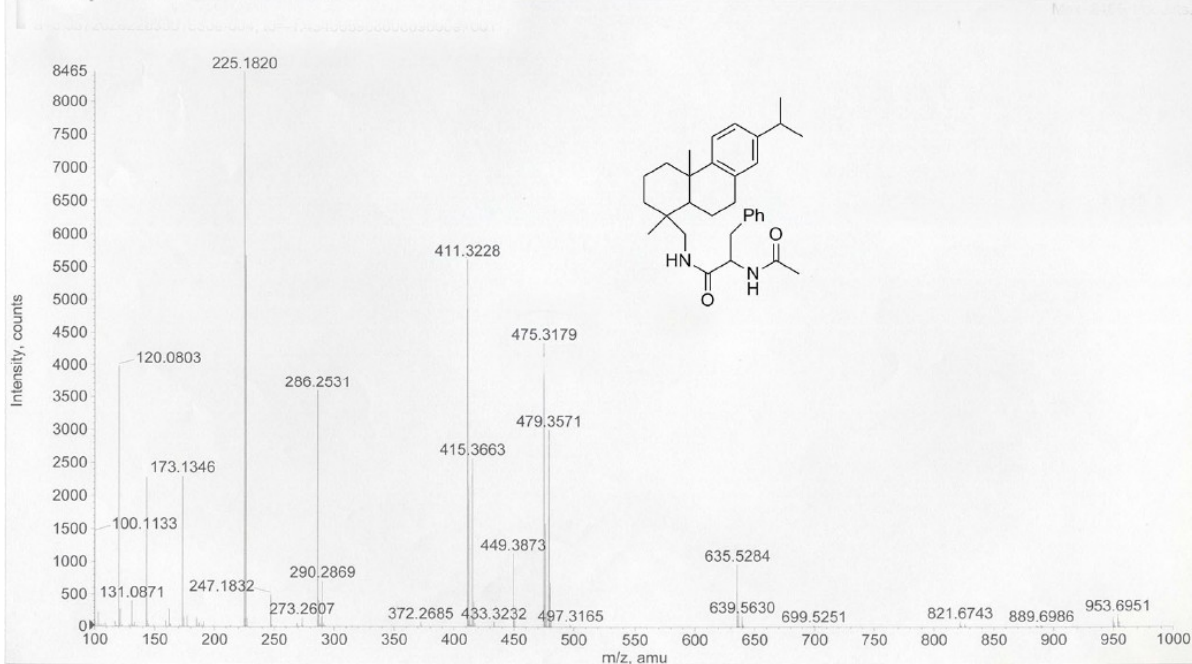

# Compound 6 COSY

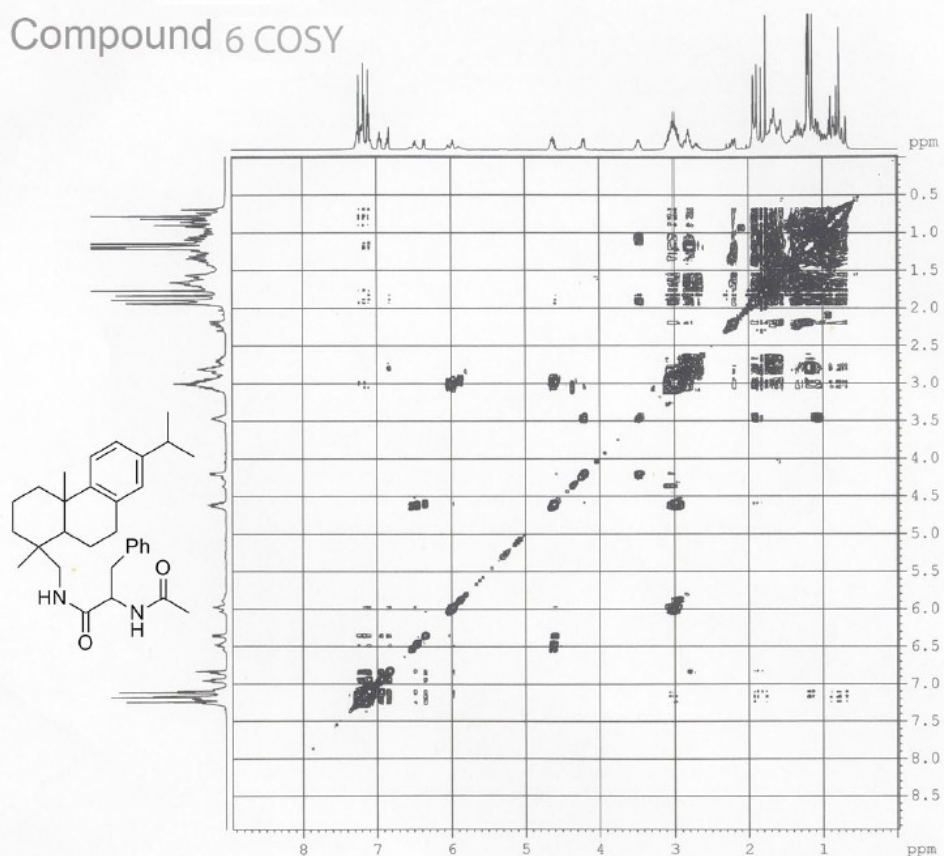

# Compound 6 HMBC

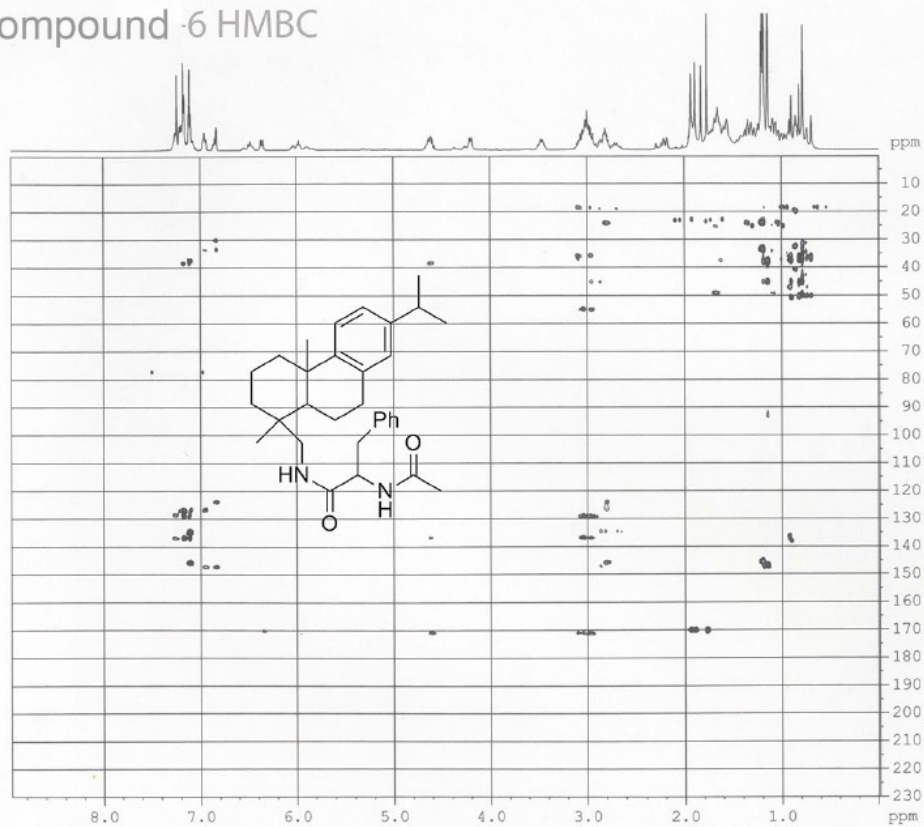

# Compound 6 HSQC

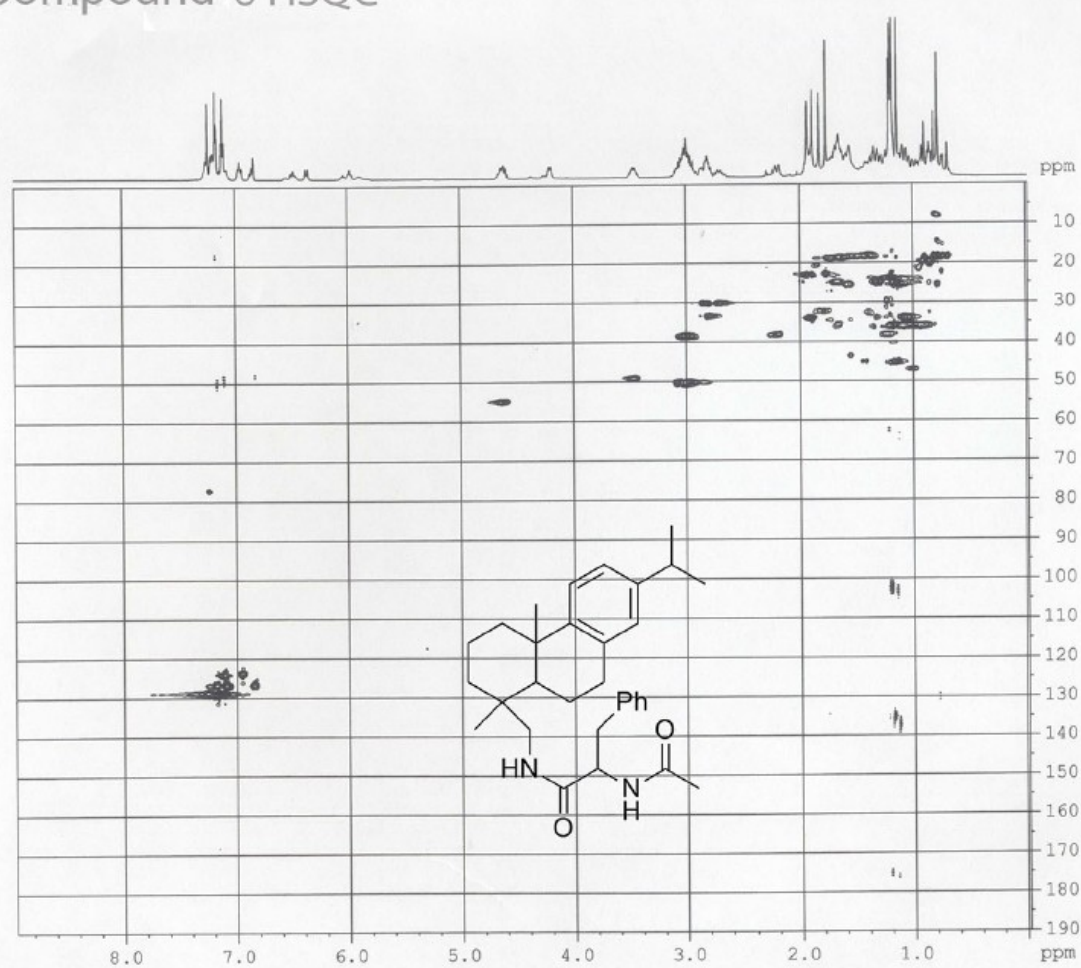

# Compound 6 NOESY

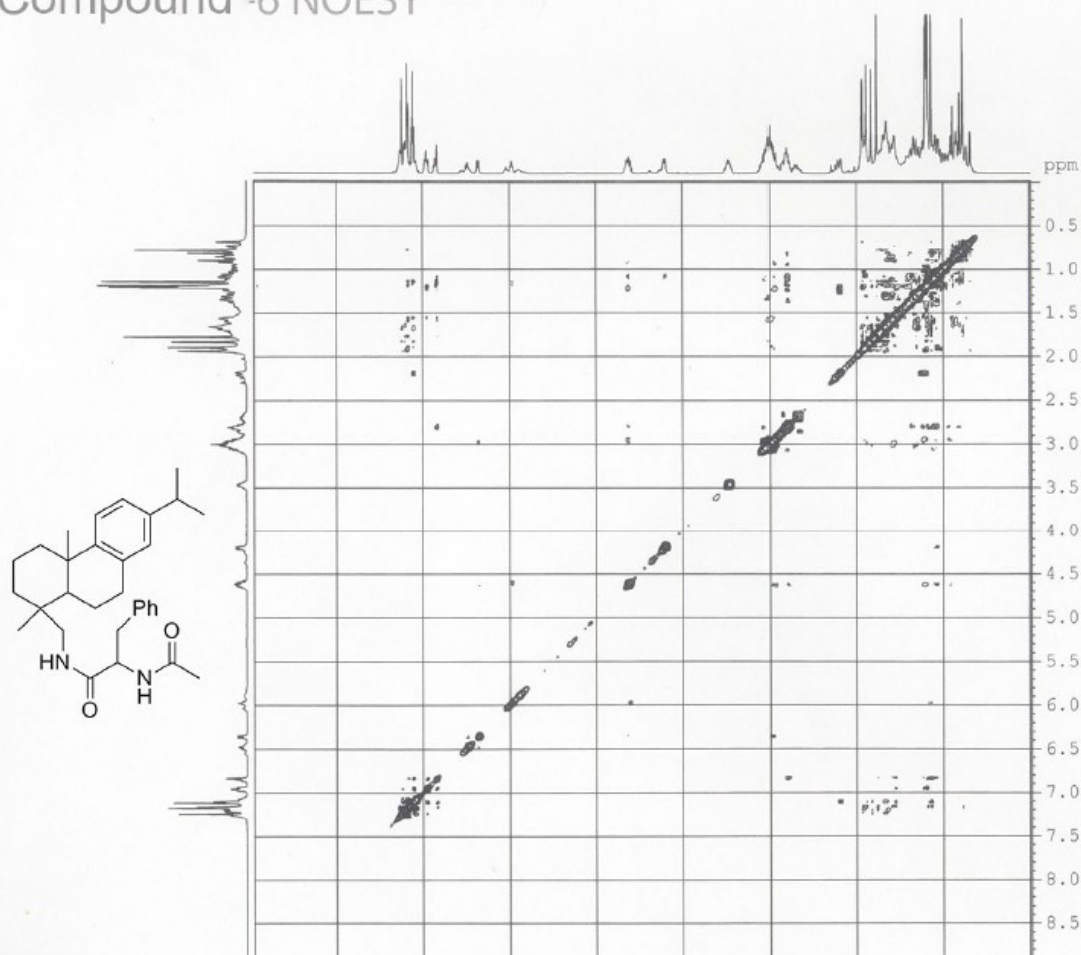

# Compound 7 <sup>1</sup>H NMR

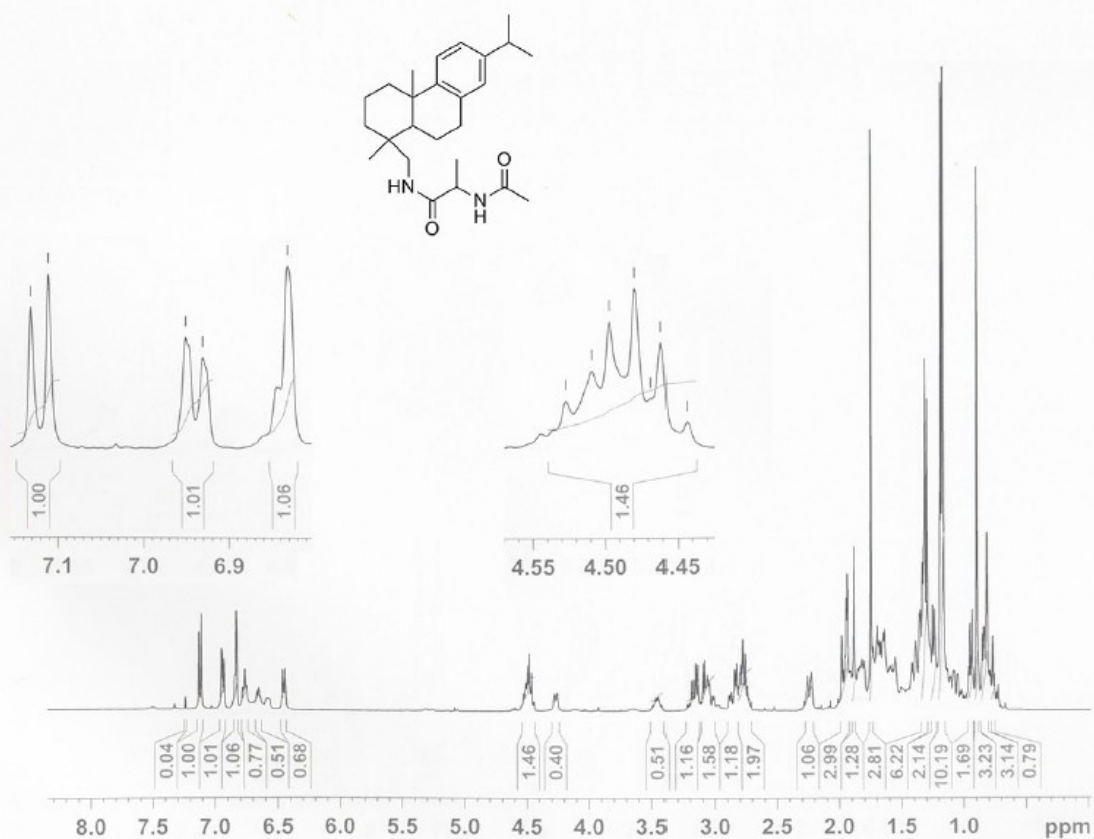

# Compound 7 <sup>13</sup>C BB

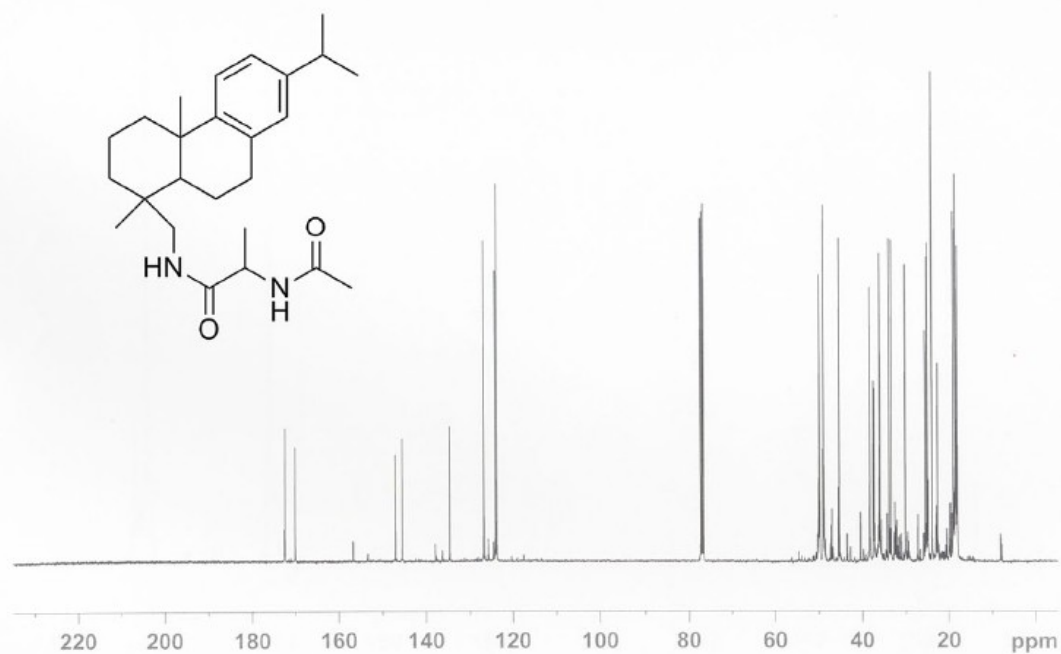

# Compound 7 DEPT 90

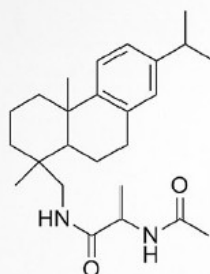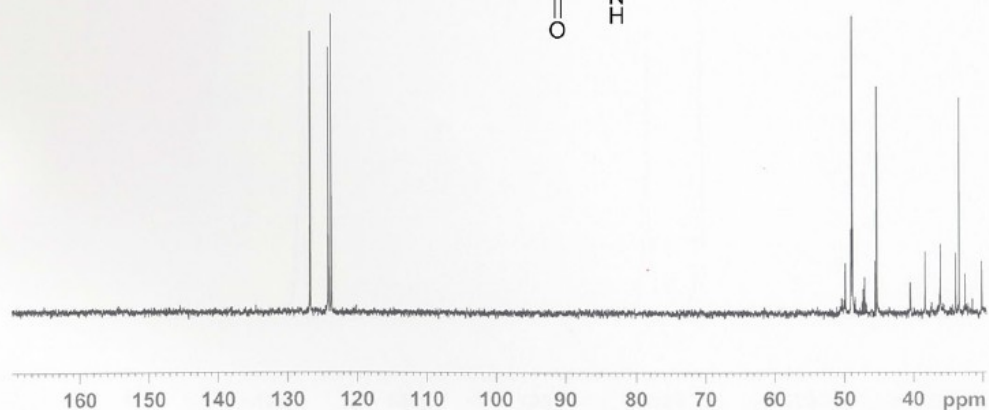

# Compound 7 DEPT 135

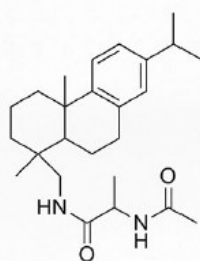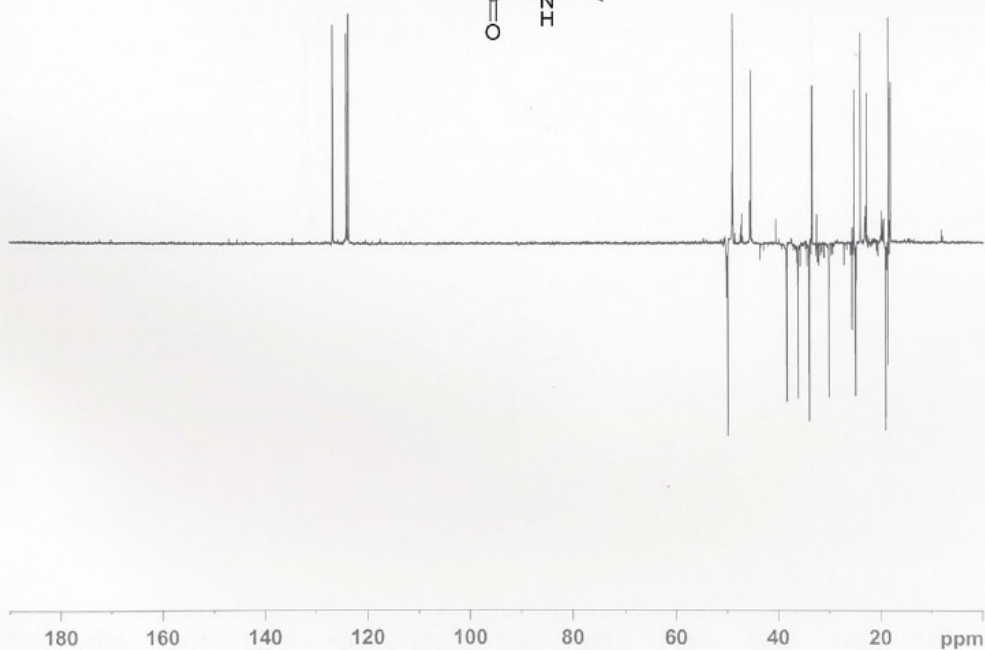

# Compound 7 FTIR

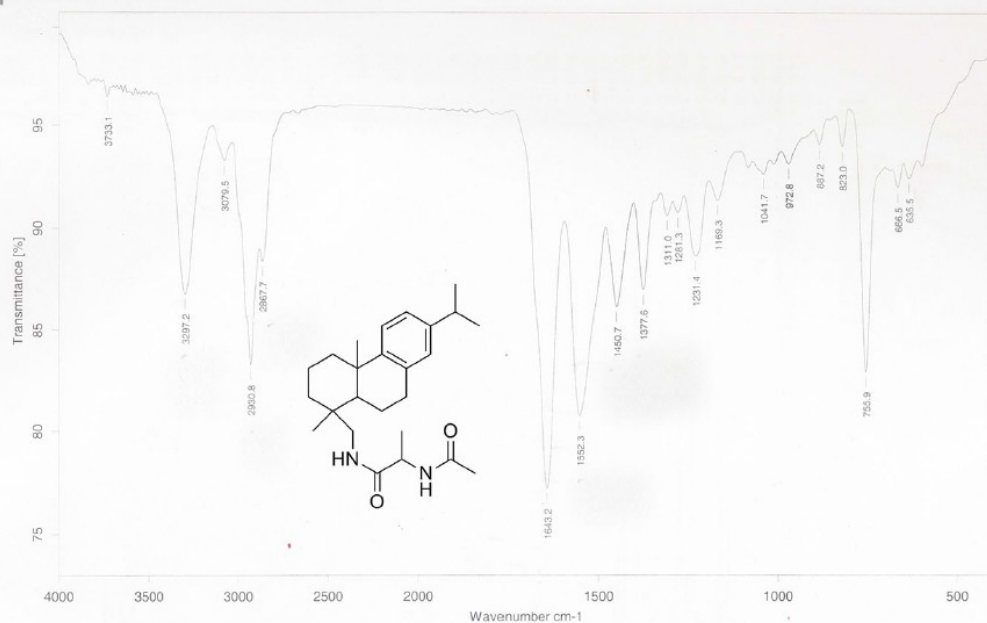

# Compound 7 +TOF MS

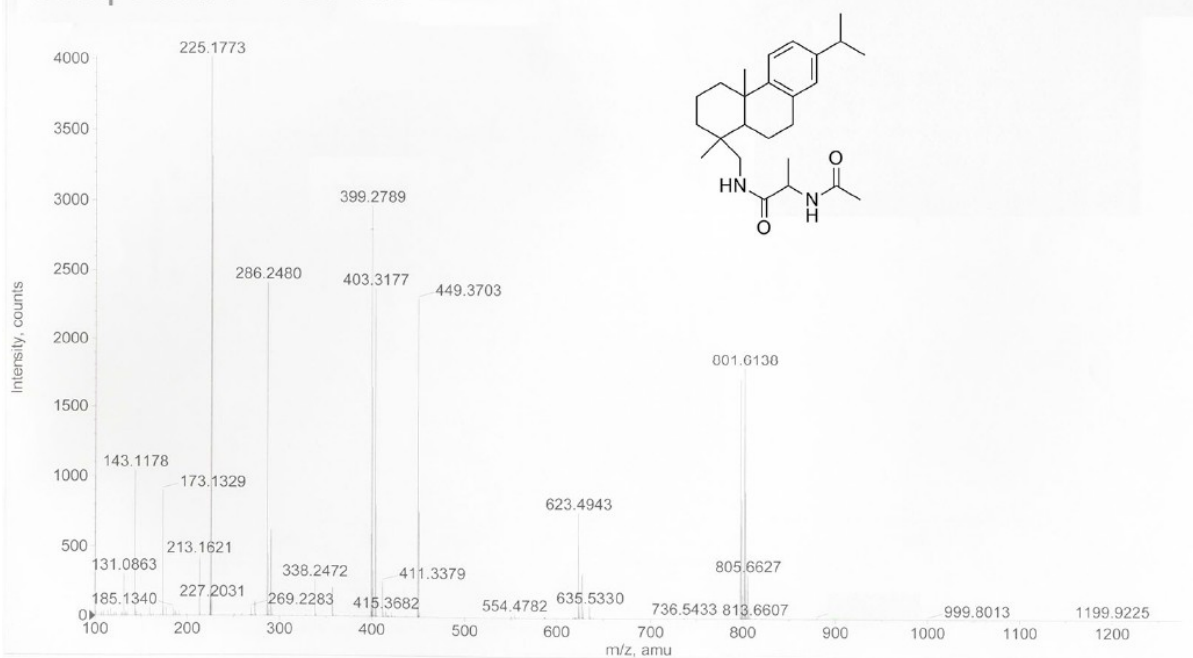

# Compound 7 COSY

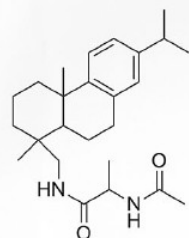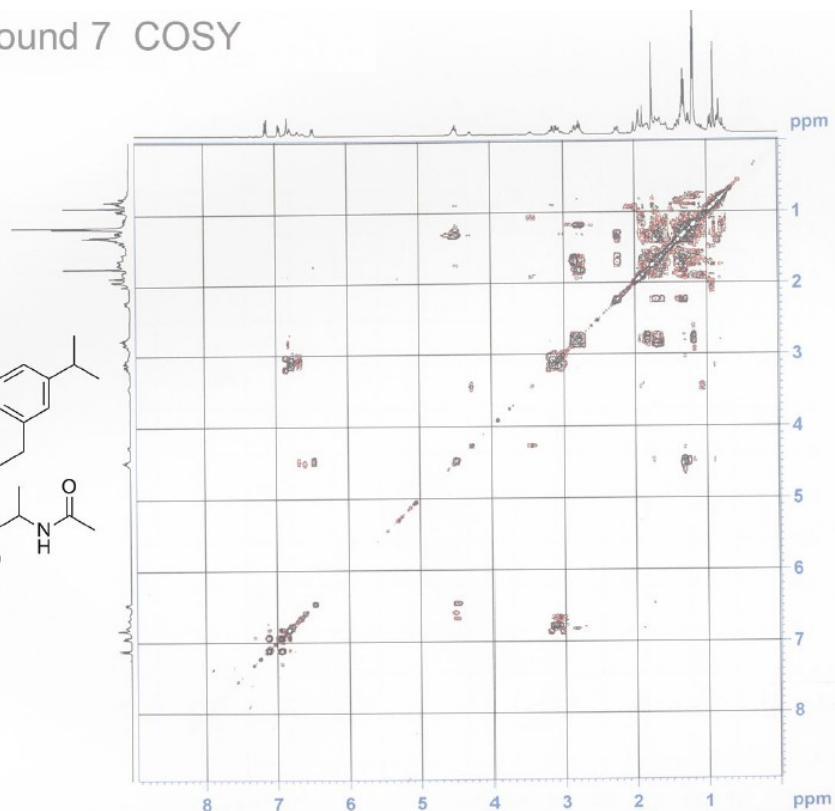

# Compound 7 HMBC

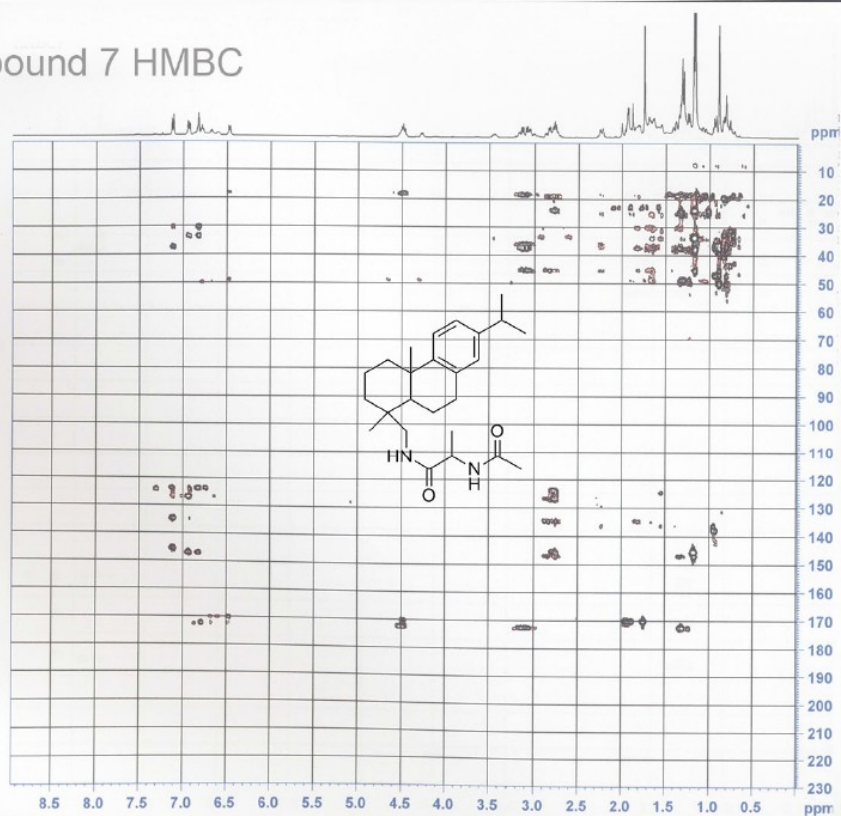

# Compound 7 HSQC

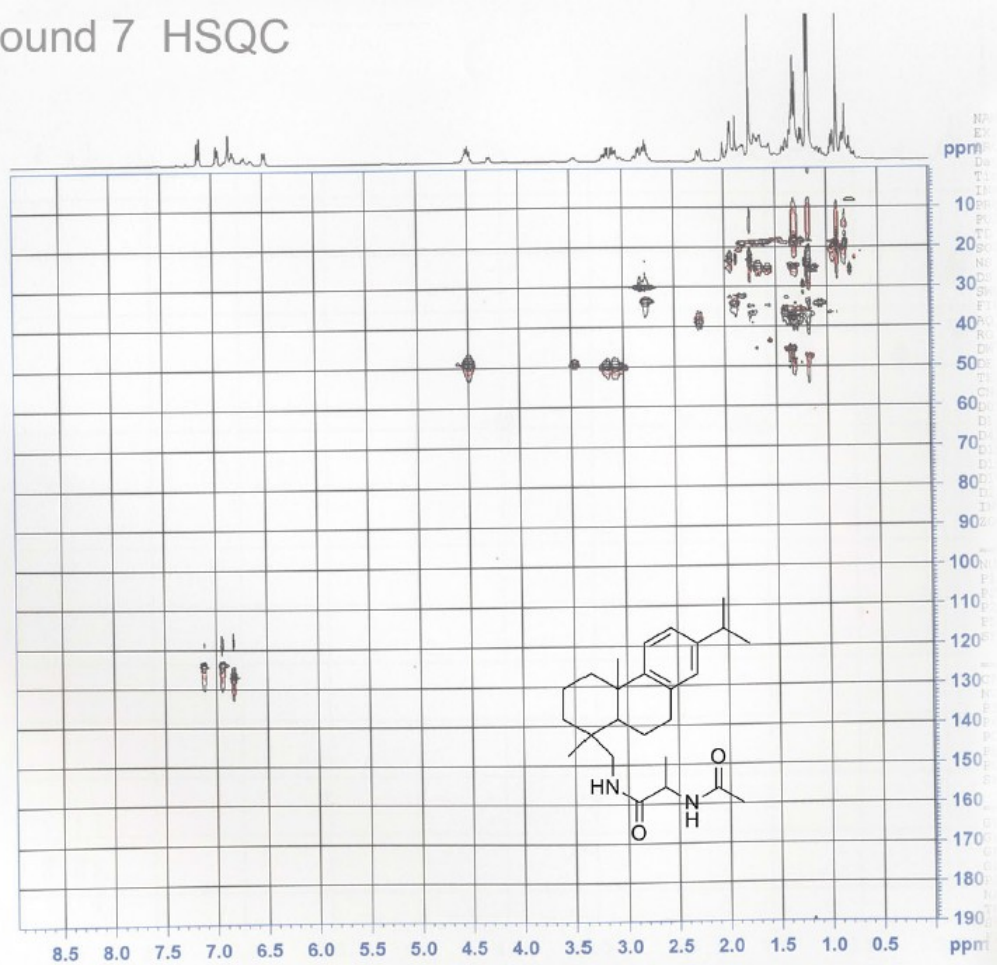

# Compound 7 NOESY

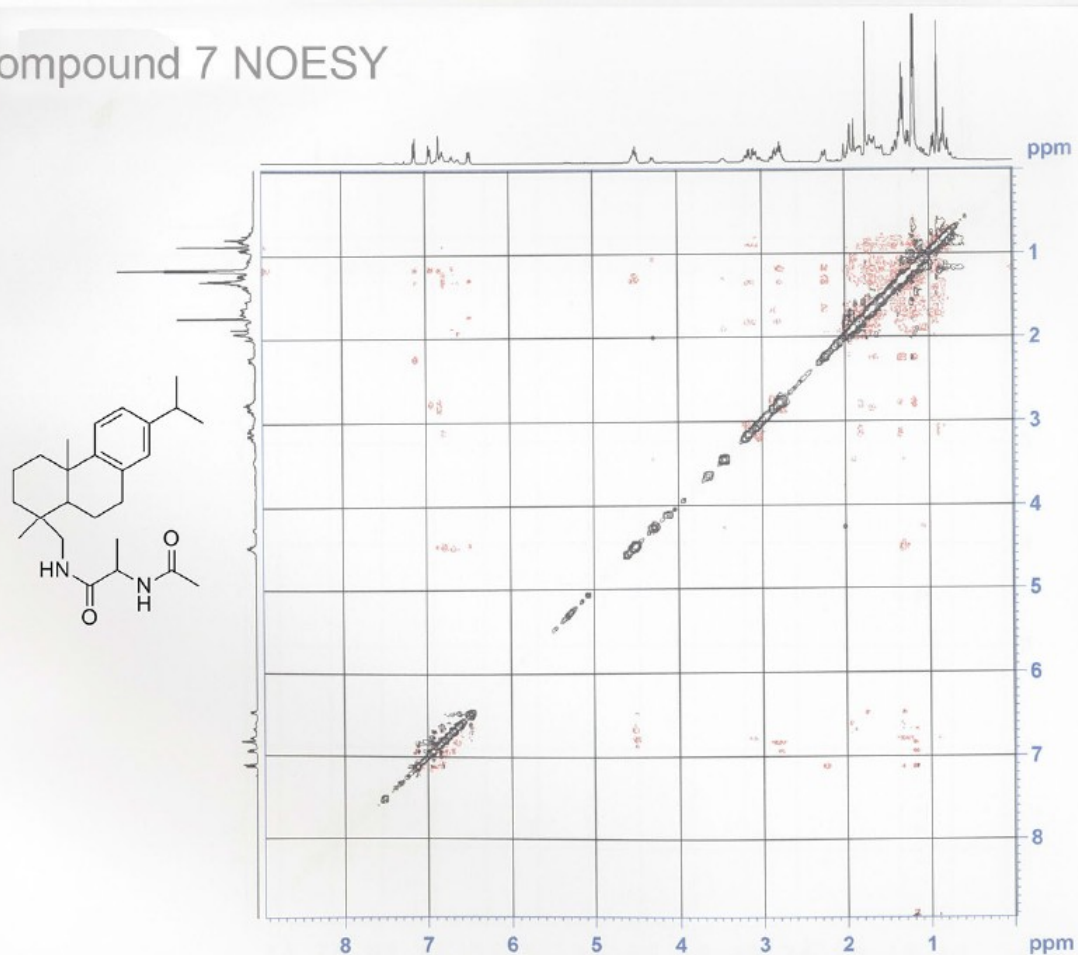

**Supplement:** Additional file 1: — Suppl. data Chemistry. Original spectra. Original spectra of ESI-MS, FTIR, 1H-NMR, 1D & 2D, 13C-NMR, COSY, HMBC, HSQC and NOESY spectroscopy of compounds 1–7.

# Supplementary material for: Synthesis and bio-molecular study of (+)-N-Acetyl-α-amino acid dehydroabietylamine derivative for the selective therapy of hepatocellular carcinoma
**Source:** BMC Cancer. 2016 Nov 14;16:883. doi: 10.1186/s12885-016-2942-5
**Supplement:** Additional file 2: — Characterization and Synthesis. Spectroscopic data. Characterization of compounds through spectral data.

*Synthesis of 2-acetamido-N-((1,2,3,4,4a,9,10,10a-octahydro-7-isopropyl-1,4a-dimethylphenanthren-1-yl)methyl)ethanamide (DAAD1)*

**Yield:** 82.85%;  $[\alpha]_D^{26}$ : 13.73 ( $C = 0.0288$ ,  $\text{CHCl}_3$ ); **ESI –MS:**  $[\text{M} + \text{H}]^+$  at  $m/z$  385 and  $[2\text{M} + \text{H}]^+$  at  $m/z$  769; **IR ( $\text{cm}^{-1}$ ):** 3301 (N–H stretching), 2929 (C–H), 2856 (C–H), 1648 (C=O), 1554 (N–H bending), 1450 ( $\text{CH}_2$  bending), 1381 ( $\text{CH}_3$  bending);  **$^1\text{H}$ NMR (400 MHz,  $\text{CDCl}_3$ )  $\delta$  ppm:** 0.898 (3H, s, H-19), 1.174 (3H, s, H-20), 1.192 (6H, d,  $J = 7.2$  Hz, H-16 & 17), 1.399 (5H, m, H-1,3 & 5), 1.878 (5H, s, H-2 & 5'), 2.782 (1H, m, H-15), 2.884 (2H, m, H-7), 3.050 (1H, dd,  $J = 6.0$  & 13.6 Hz, H-18a), 3.253 (1H, dd,  $J = 6.4$  & 13.2 Hz, H-18b), 3.875 (2H, d,  $J = 5.2$  Hz, H-2'), 6.840 (1H, s, H-14), 6.956 (1H, d,  $J = 8.0$  Hz, H-12), 7.134 (1H, d,  $J = 8.0$  Hz, H-11);  **$^{13}\text{C}$ NMR (400 MHz,  $\text{CDCl}_3$ )  $\delta$  ppm:** 18.51 (C-19), 18.91 (C-2 & 6), 22.53 (C-5'), 23.85 (C-16), 23.89 (C-17), 25.16 (C-20), 30.06 (C-7), 33.33 (C-15), 36.01 (C-3), 37.30 (C-4), 37.38 (C-10), 38.20 (C-1), 43.71 (C-2'), 45.12 (C-5), 49.92 (C-18), 123.72 (C-12), 124.06 (C-11), 126.75 (C-14), 134.59 (C-8), 145.48 (C-13), 147.04 (C-9), 169.33 (C-4'), 170.93 (C-1').

*Synthesis of 2-acetamido-N-((1,2,3,4,4a,9,10,10a-octahydro-7-isopropyl-1,4a-dimethylphenanthren-1-yl)methyl)-3-mercaptopropanamide (DAAD2)*

**Yield:** 82.01%;  $[\alpha]_D^{26}$ : 21.73 ( $C = 0.0342$ ,  $\text{CHCl}_3$ ); **ESI –MS:**  $[\text{M} + \text{H}]^+$  at  $m/z$  431; **IR ( $\text{cm}^{-1}$ ):** 3294 (N–H stretching), 2929 (C–H), 2856 (C–H), 2550 (S–H), 1645 (C=O), 1541 (N–H bending), 1453 ( $\text{CH}_2$  bending), 1379 ( $\text{CH}_3$  bending);  **$^1\text{H}$ NMR (400 MHz,  $\text{CDCl}_3$ )  $\delta$  ppm:** 0.910 (3H, s, H-19), 1.172 (6H, s, H-20 & H-5'), 1.187 (6H, d,  $J = 6.0$  Hz, H-16 & 17), 1.370 (5H, m, H-1,3 & 5), 1.717 (4H, m, H-2 & 6), 2.833 (5H, m, H-7,15 & 6'), 3.050 (1H, dd,  $J = 6.0$  & 13.6 Hz, H-18a), 3.253 (1H, dd,  $J = 6.4$  & 13.2 Hz, H-18b), 5.081 (1H, t,  $J = 6.8$  Hz, H-2'), 6.827 (1H, s, H-14), 6.950 (1H, d,  $J = 8.0$  Hz, H-12), 7.131 (1H, d,  $J = 8.0$  Hz, H-11);  **$^{13}\text{C}$ NMR (400 MHz,  $\text{CDCl}_3$ )  $\delta$  ppm:** 18.34 (C-19), 18.76 (C-2), 19.08 (C-6), 22.96 (C-5'), 24.00 (C-16 & 17), 25.32 (C-20), 29.7 (C-6'), 30.23 (C-7), 33.44 (C-15), 36.20 (C-3), 37.31

(C-4), 37.53 (C-10), 38.30 (C-1), 49.10 (C-5), 50.68 (C-18), 54.19 (C-2'), 123.83 (C-12), 124.20 (C-11), 126.81 (C-14), 134.75 (C-8), 145.60 (C-13), 147.15 (C-9), 170.23 (C - 4'), 170.70 (C-1').

*Synthesis of 2-acetamido-N-((1,2,3,4,4a,9,10,10a-octahydro-7-isopropyl-1,4a-dimethylphenanthren-1-yl)methyl)-4-(methylthio)butanamide (DAAD3)*

**Yield:** 79.65%;  $[\alpha]_D^{26}$ : -20.94 (C = 0.0042, CHCl<sub>3</sub>); **ESI –MS:** [M + H]<sup>+</sup> at *m/z* 459

**IR (cm<sup>-1</sup>):** 3292 (N–H stretching), 2928 (C–H), 2853 (C–H), 1642 (C=O), 1555 (N–H bending), 1447 (CH<sub>2</sub> bending), 1379 (CH<sub>3</sub> bending); **<sup>1</sup>HNMR (400 MHz, CDCl<sub>3</sub>) δ ppm:** 0.906 (3H, s, H-19), 1.189 (6H, d, *J* = 6.0 Hz, H-16 & 17), 1.195 (3H, s, H-20), 1.232 (2H, m, H-7), 1.351 (5H, m, H-1,3 & 5), 1.678 (2H, m, H-2), 1.746 (3H, s, H-5'), 1.889 (2H, m, H-6), 1.916 (2H, m, H-6'), 2.018 (3H, s, H-8'), 2.558 (2H, t, *J* = 6.0 Hz, H-7'), 2.783 (1H, m, H-15), 2.864 (2H, m, H-7), 3.067 (1H, dd, *J* = 6.0 & 13.6 Hz, H-18a), 3.252 (1H, dd, *J* = 6.8 & 13.6 Hz, H-18b), 4.524 (1H, t, *J* = 7.2 Hz, H-2'), 6.841 (1H, s, H-14), 6.954 (1H, d, *J* = 8.0 Hz, H-12), 7.135 (1H, d, *J* = 8.0 Hz, H-11); **<sup>13</sup>CNMR (400 MHz, CDCl<sub>3</sub>) δ ppm:** 15.17 (C-8'), 18.56 (C-2), 18.62 (C-19), 19.03 (C-6), 22.77 (C-5'), 23.95 (C-16 & 17), 25.61 (C-20), 30.16 (C-7'), 30.30 (C-7), 30.91 (C-6'), 33.43 (C-15), 36.17 (C-3), 37.35 (C-4), 37.44 (C-10), 38.35 (C-1), 45.28 (C-5), 49.95 (C-18), 52.36 (C-2'), 123.80 (C-12), 124.19 (C-11), 126.77 (C-14), 134.60 (C-8), 145.64 (C-13), 147.13 (C-9), 170.23 (C - 4'), 171.01 (C-1').

*Synthesis of 2-acetamido-N-((1,2,3,4,4a,9,10,10a-octahydro-7-isopropyl-1,4a-dimethylphenanthren-1-yl)methyl)-3-(4-hydroxyphenyl)propanamide (DAAD4)*

**Yield:** 77.94%;  $[\alpha]_D^{26}$ : 7.53 (C = 0.019, CHCl<sub>3</sub>); **ESI –MS:** [M + H]<sup>+</sup> at *m/z* 491 and [2M + H]<sup>+</sup> at *m/z* 981; **IR (cm<sup>-1</sup>):** 3293 (N–H stretching), 2930 (C–H), 2857 (C–H), 1643 (C=O), 1552 (N–H bending), 1449 (CH<sub>2</sub> bending), 1377 (CH<sub>3</sub> bending); **<sup>1</sup>HNMR (400 MHz, CDCl<sub>3</sub>) δ ppm:** 0.799 (3H, s, H-19), 1.136 (3H, s, H-20), 1.191 (6H, d, *J* = 6.8 Hz, H-16 & 17), 1.212 (5H, m, H-1,3 & 5), 1.668 (4H, m, H-2 & 6), 1.762 (3H, s, H-5'), 2.831 (3H, m, H-7 &

15), 2.912 (2H, d,  $J = 6.2$  Hz, H-6'), 3.022 (1H, dd,  $J = 6.4$  & 13.6 Hz, H-18a), 3.104 (1H, dd,  $J = 6.4$  & 13.6 Hz, H-18b), 4.606 (1H, t,  $J = 6.0$  Hz, H-2'), 6.632 (2H, d,  $J = 8.4$  Hz, H-9' & 11'), 6.839 (1H, s, H-14), 6.941 (1H, d,  $J = 8.0$  Hz, H-12), 6.990 (2H, d,  $J = 8.4$  Hz, H-8' & 12'), 7.126 (1H, d,  $J = 8.0$  Hz, H-11);  **$^{13}\text{C}$ NMR (400 MHz,  $\text{CDCl}_3$ )  $\delta$  ppm:** 18.38 (C-19), 18.48 (C-6), 18.92 (C-2), 22.77 (C-5'), 23.97 (C-16 & 17), 25.16 (C-20), 30.10 (C-7), 33.41 (C-15), 35.82 (C-3), 37.25 (C-4), 37.32 (C-10), 37.45 (C-6'), 38.13 (C-1), 45.21 (C-5), 50.07 (C-18), 55.08 (C-2'), 115.71 (C-9' & 11'), 123.77 (C-12), 124.21 (C-11), 126.76 (C-14), 127.70 (C-7'), 130.16 (C-8' & 12'), 134.68 (C-8), 145.62 (C-13), 147.14 (C-9), 155.46 (C-10'), 170.49 (C - 4'), 171.32 (C-1').

*Synthesis of 3-((1,2,3,4,4a,9,10,10a-octahydro-7-isopropyl-1,4a-dimethylphenanthren-1-yl)methylcarbamoyl)-3-acetamidopropanoic acid (DAAD5)*

**Yield:** 78.66%;  **$[\alpha]_{\text{D}}^{26}$ :** 8.03 (C = 0.0183,  $\text{CHCl}_3$ ); **ESI –MS:**  $[\text{M} + \text{H}]^+$  at  $m/z$  443

**IR ( $\text{cm}^{-1}$ ):** 3306 (N–H stretching), 2929 (C–H), 2863 (C–H), 1645 (C=O), 1551 (N–H bending), 1451 ( $\text{CH}_2$  bending), 1378 ( $\text{CH}_3$  bending);  **$^1\text{H}$ NMR (400 MHz,  $\text{CDCl}_3$ )  $\delta$  ppm:** 0.887 (3H, s, H-19), 1.177 (3H, s, H-20), 1.999 (6H, d,  $J = 6.8$  Hz, H-16 & 17), 1.350 (5H, m, H-1,3 & 5), 1.778 (3H, s, H-5'), 2.293 (2H, m, H-1), 2.734 (2H, d,  $J = 6.2$  Hz, H-6'), 2.783 (1H, m, H-15), 2.828 (2H, m, H-7), 3.064 (1H, dd,  $J = 6.4$  & 13.2 Hz, H-18a), 3.259 (1H, dd,  $J = 7.2$  & 13.6 Hz, H-18b), 4.596 (1H, t,  $J = 6.4$  Hz, H-2'), 6.851 (1H, s, H-14), 6.961 (1H, d,  $J = 8.0$  Hz, H-12), 7.137 (1H, d,  $J = 8.0$  Hz, H-11);  **$^{13}\text{C}$ NMR (400 MHz,  $\text{CDCl}_3$ )  $\delta$  ppm:** 18.42 (C-19), 18.58 (C-6), 19.02 (C-2), 22.79 (C-5'), 23.95 (C-16 & 17), 25.22 (C-20), 30.16 (C-7), 33.39 (C-15), 36.12 (C-3), 37.31 (C-6'), 37.40 (C-4), 37.44 (C-10), 38.34 (C-1), 45.53 (C-5), 50.39 (C-2'), 50.48 (C-18), 123.75 (C-12), 124.11 (C-11), 126.79 (C-14), 134.63 (C-8), 145.51 (C-13), 147.08 (C-9), 170.67 (C - 4'), 170.92 (C-1'), 171.67 (C-7').

*Synthesis of 2-acetamido-N-((1,2,3,4,4a,9,10,10a-octahydro-7-isopropyl-1,4a-dimethylphenanthren-1-yl)methyl)-3-phenylpropanamide (DAAD6)*

**Yield:** 76.18%;  $[\alpha]_D^{26}$ : 5.34 ( $C = 0.0189$ ,  $\text{CHCl}_3$ ); **ESI –MS:**  $[\text{M} + \text{H}]^+$  at  $m/z$  475

**IR ( $\text{cm}^{-1}$ ):** 3287 (N–H stretching), 2929 (C–H), 2856 (C–H), 1641 (C=O), 1557 (N–H bending), 1452 ( $\text{CH}_2$  bending), 1380 ( $\text{CH}_3$  bending);  **$^1\text{H}$ NMR (400 MHz,  $\text{CDCl}_3$ )  $\delta$  ppm:** 0.778 (3H, s, H-19), 1.138 (3H, s, H-20), 1.208 (6H, d,  $J = 6.8$  Hz, H-16 & 17), 1.3414 (2H, m, H-1), 1.559 (2H, m, H-6), 1.654 (2H, m, H-2), 1.766 (3H, s, H-5'), 2.819 (3H, m, H-7 & 15), 2.970 (1H, dd,  $J = 6.8$  & 14.0 Hz, H-18a), 3.062 (1H, dd,  $J = 6.4$  & 13.6 Hz, H-18b), 4.636 (1H, t,  $J = 6.8$  Hz, H-2'), 6.832 (1H, s, H-14), 6.955 (1H, d,  $J = 8.0$  Hz, H-12), 7.117 (4H, d,  $J = 8.4$  Hz, H-11, 8', 10' & 12'), 7.174 (2H, d,  $J = 8.4$  Hz, H-9' & 11');  **$^{13}\text{C}$ NMR (400 MHz,  $\text{CDCl}_3$ )  $\delta$  ppm:** 18.50 (C-6), 18.52 (C-19), 18.93 (C-2), 22.86 (C-5'), 23.99 (C-16 & 17), 25.19 (C-20), 30.13 (C-7), 33.47 (C-15), 35.81 (C-3), 37.21 (C-4), 37.33 (C-10), 38.18 (C-6'), 38.29 (C-1), 45.15 (C-5), 50.01 (C-18), 54.88 (C-2'), 123.80 (C-12), 124.19 (C-11), 126.78 (C-10'), 126.91 (C-14), 128.65 (C-8' & 12'), 129.15 (C-9' & 11'), 134.63 (C-8), 136.77 (C-7'), 145.63 (C-13), 147.13 (C-9), 170.01 (C-4'), 171.04 (C-1').

*Synthesis of 2-acetamido-N-((1,2,3,4,4a,9,10,10a-octahydro-7-isopropyl-1,4a-dimethylphenanthren-1-yl)methyl)propanamide (DAAD7)*

**Yield:** 82.63%;  $[\alpha]_D^{26}$ : -28.70 ( $C = 0.0154$ ,  $\text{CHCl}_3$ ); **ESI –MS:**  $[\text{M} + \text{H}]^+$  at  $m/z$  399

**IR ( $\text{cm}^{-1}$ ):** 3297 (N–H stretching), 2929 (C–H), 2867 (C–H), 1643 (C=O), 1552 (N–H bending), 1450 ( $\text{CH}_2$  bending), 1377 ( $\text{CH}_3$  bending);  **$^1\text{H}$ NMR (400 MHz,  $\text{CDCl}_3$ )  $\delta$  ppm:** 0.898 (3H, s, H-19), 1.187 (9H, d,  $J = 6.8$  Hz, H-16, 17 & 20), 1.254 (2H, m, H-3), 1.316 (3H, d,  $J = 6.8$  Hz, H-6'), 1.36 (3H, m, H-1 & 5), 1.67 (4H, m, H-2 & 6), 1.748 (3H, s, H-5'), 2.795 (1H, m, H-15), 2.888 (2H, m, H-7), 3.099 (1H, dd,  $J = 6.4$  & 13.6 Hz, H-18a), 3.190 (1H, dd,  $J = 6.8$  & 14.0 Hz, H-18b), 4.479 (1H, m, H-2'), 6.830 (1H, s, H-14), 6.950 (1H, d,  $J = 8.0$  Hz, H-12), 7.130 (1H, d,  $J = 8.0$  Hz, H-11);  **$^{13}\text{C}$ NMR (400 MHz,  $\text{CDCl}_3$ )  $\delta$  ppm:** 18.09 (C-6'), 18.48 (C-19), 18.56 (C-6), 18.99 (C-2), 22.71 (C-5'), 23.93 (C-16 & 17), 25.18 (C-20), 30.15 (C-7), 33.39 (C-15), 36.09 (C-3), 37.35 (C-4), 37.50 (C-10), 38.29 (C-1), 45.31 (C-5),

48.87 (C-2'), 49.88 (C-18), 123.75 (C-12), 124.16 (C-11), 126.76 (C-14), 134.64 (C-8),  
145.55 (C-13), 147.14 (C-9), 170.13 (C - 4'), 172.44 (C-1').

# Supplementary material for: Synthesis and bio-molecular study of (+)-N-Acetyl-α-amino acid dehydroabietylamine derivative for the selective therapy of hepatocellular carcinoma
**Source:** BMC Cancer. 2016 Nov 14;16:883. doi: 10.1186/s12885-016-2942-5
**Supplement:** Additional file 6: — Figure S3. Connectivity map of DAAD2 treated SNU449 cells. DAAD-2 treatments caused highly different gene expression alterations in drug-resistant SNU449 cells.

total instances: 6100, signature: SNU449\_Drug-Control, export: Excel

permuted results | isolate shaded

Figure S3: Connectivity map of DAAD2 treated SNU449 cells

# Supplementary material for: Synthesis and bio-molecular study of (+)-N-Acetyl-α-amino acid dehydroabietylamine derivative for the selective therapy of hepatocellular carcinoma
**Source:** BMC Cancer. 2016 Nov 14;16:883. doi: 10.1186/s12885-016-2942-5
**Supplement:** Additional file 7: — Figure S2. Connectivity map of DAAD2 treated Hep3B cells. DAAD-2 treatments caused gene expression changes in drug-sensitive Hep3B cells similar to other drug molecules.

total instances: 6100, signature: HEP3B\_Drug-Control\_List, export: Excel

permuted results | isolate shaded

Figure S2: Connectivity map of DAAD2 treated Hep3B cells

How the deposited data were processed for this re-analysis (not part of the article)

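Total RNA of Hep3B cells treated with 2 μM DAAD2 and of SNU449 cells treated with 20 μM DAAD2 for 72 h, and of both lines with 0.1% DMSO, was measured on Affymetrix Human Genome U133 Plus 2.0 arrays, with 3 arrays in each of 4 groups (12 arrays). The log2 values used here were made by the authors with RMA, as the sample records state, a method of background correction, quantile normalization between arrays and summary per probe set. The version of RMA is not given in the sources used here. The paper states that raw data of the Gene-Chip Operating Software were normalized in BRB Array Tools. No values per array were left unused (0 columns), and array medians lay between 3.71 and 3.85 on the log2 scale, so the distributions are not identical across the arrays.

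Groups were taken from the sample labels and no array was moved. Levels of ALB, AFP and VIM were checked against the identity of each line. The arrays of a group are numbered alike in both groups of a line, but nothing pairs them, so the comparisons were not paired and the replicate number as a block was tried as an alternative.

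Per line, DAAD2 arrays were compared with control arrays with limma 3.58.1 in R 4.3.3, two-sided, on 54613 probe sets after 62 control probe sets had been left out, with no filter on dim probe sets. P-values were adjusted by Benjamini-Hochberg over all probe sets, and a call is an adjusted p under 0.05. The difference between the lines was the interaction term of a fit over all 12 arrays with 4 group means. Gene symbols came from the platform annotation, updated by gene identifier to the current human reference annotation (43 probe sets). Of the tested probe sets 41091 carry 1 symbol, 1801 several and 11721 none, and genes were named only from those with 1 symbol. For each of 19752 genes the probe set with the highest mean over the arrays stood for the gene in lists and in the correlation between the lines.

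Genes were named by a fixed rule, written after the paper's tables had been read: per line the 12 with the largest rise and the 12 with the largest fall that passed the test with every DAAD2 array beyond every control array, or, where fewer passed, those with an unadjusted p under 0.05. The rule also names genes that the paper names, the 5 probe sets at each end of Tables S1 and S2, and members of the lists, of which the 4 called ones with the largest change were given as examples. In Hep3B, where no member is called, these were taken, after the results had been seen, from members that pass when adjusted over the list alone. Probe sets without a single symbol are not named, and the other TUBA1A probe sets were not used here. The 22 gene lists were those of DNA replication, mitosis, tubulins, p53 targets, caspases and apoptosis, endoplasmic reticulum stress, heat shock, NRF2 and glutathione, metallothioneins, drug metabolism, hepatocyte proteins, acute phase and complement, chemokines and NF-κB targets, interferon-stimulated genes, immediate early genes, cholesterol synthesis, fatty acid synthesis, mesenchymal, epithelial or progenitor and leukocyte markers, ribosomal proteins and housekeeping genes. They were tested with camera (limma) with a preset correlation of 0.01 and again with an estimated one, and with fry, adjusted over the lists within a line. With fry 6 lists passed in Hep3B and 7 in SNU449.

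An exact permutation test of 3 against 3 arrays cannot give a two-sided p under 0.1. Other splits of the arrays into groups of 3 were counted, 10 per line and 100 drawn for the interaction. The method was tested on simulated data with 200 changed probe sets, 100 of them by 1 log2 unit and 100 by 2. In Hep3B 95% and 100% were recovered with 15 false calls, in SNU449 98% and 100% with 16, and for the interaction 58% and 99% with 10. Of 4 lists shifted by 0.4, 4 were recovered in each line, with 0 of 14 other lists called. Alternatives tried were all arrays in one fit, the replicate block, a filter on dim probe sets, centring of the arrays, quantile normalization, cyclic loess, other variance models, other thresholds, one value per gene, each array left out in turn and, chosen after the data had been seen, RNA integrity as a covariate and other scalings before the list tests. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The connectivity map and the protein measurements of the paper were not analysed here.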

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

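The tests of RNA integrity, of other alpha tubulin transcripts, of exchanged group labels and of the scaling of the arrays were chosen only after the results were seen; for RNA integrity the bounds were set before the value of the test was seen. The response to DAAD2 differed between the lines for 78 of 116 named probe sets and for 13 of the 22 gene lists. The limit was an adjusted p under 0.05 of the interaction term in limma for a probe set and of camera for a list. With an estimated correlation 5 of these lists differed. The probe sets were named for a large change in a line or in the paper's tables, which favours a difference between the lines; over all probe sets 1096 of 54613 differed. Each value in parentheses is the log2 fold change in Hep3B minus that in SNU449, and for a list the median of these differences. Since Hep3B received 2 μM and SNU449 20 μM, each is a difference between doses as well as between lines.

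Genes of replication and mitosis were higher after DAAD2 in Hep3B relative to SNU449: RRM2 (1.72), CCNE2 (1.51), CDC6 (1.43), MCM2 (1.25), RFC5 (0.98), MCM10 (1.76), UHRF1 (1.36), KIF23 (1.29), KIF20A (0.73), TOP2A (0.87), BUB1B (1.19), FOXM1 (1.07), MKI67 (1.12) and PRC1 (1.00). So were CCND1 (2.11) and TCF19 (1.59). Chaperones, transporters, tubulins and an enzyme of serine synthesis on the same side were BAG3 (2.05), HSPH1 (1.19), HSPA5 (0.93), SLC7A5 (1.73), SLC12A2 (1.79), TFRC (0.90), TUBA1A (2.75), TUBB6 (1.13), TUBA1C (0.73) and PSAT1 (0.78). Cytoskeletal and other genes on this side were CXCL5 (2.81), ZBED2 (1.89), NEXN (1.56), MYL9 (1.39), PRSS23 (1.62) and CASP2 (0.84). The NEXN and NBPF1 probe sets of Table S2 (1.85 and 2.07) were on it as well.

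Lower in Hep3B relative to SNU449 were the inflammatory, complement and interferon genes CFB (-2.05), C3 (-1.90), CXCL2 (-1.49), IFITM1 (-2.50), GBP2 (-1.61), GBP3 (-1.63), NFKBIZ (-1.44) and PSMB9 (-1.42). The coagulation and secreted proteins FGG (-2.62), FGB (-1.44), FGA (-1.49), APOM (-1.54), APOC3 (-0.83), APOE (-1.14), SPP1 (-2.06), COL1A1 (-1.26) and PLA1A (-2.30) were on this side. So were the metabolic enzymes AKR1B10 (-3.23), AKR1C3 (-1.53), AKR1C2 (-1.54), AKR1C1 (-1.42), ALDH1L1 (-2.05) and SCD (-0.62). The LDHB probe set of Table S2 (-3.15), CYP3A5 (-2.41) and another probe set of CYP3A5 (-1.88) were lower too. The transcription factors and signalling genes FOS (-2.40), EGR1 (-1.71), JUNB (-1.80), KLF4 (-1.31), CEBPB (-1.24), ERBB3 (-1.86), MYCN (-1.27) and TP53INP1 (-1.16) followed. The others were UNC5CL (-2.20), PSG3 (-2.43), SBF2-AS1 (-1.94), COXFA4L3 (-1.83), ERP27 (-2.17), MEP1A (-1.05), MMP11 (-1.34), SMLR1 (-0.87), NYNRIN (-0.95) and CLRN3 (-0.88). Control levels below the array medians make the size of a difference less certain than its direction: in Hep3B those of AKR1B10 (3.38), LDHB (3.22), the CYP3A5 probe set at -2.41 (3.23), GBP3 (2.83), SPP1 (3.09), ZBED2 (3.56) and 1 of the NEXN probe sets (3.69), and in SNU449 those of CXCL5 (3.37), MYCN (3.00), CLRN3 (3.18), PLA1A (3.67) and FOS (3.34).

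Of the lists, those higher in Hep3B relative to SNU449 were DNA replication (0.87), mitotic spindle and G2/M (0.70), heat shock and chaperones (0.42), endoplasmic reticulum stress (0.34), tubulins (0.28) and housekeeping genes (0.20). Those lower were acute phase and complement (-0.51), fatty acid synthesis (-0.42), immediate early genes (-0.41), interferon-stimulated genes (-0.34), hepatocyte genes (-0.25), NRF2 and glutathione (-0.21) and drug metabolism (-0.19). With an estimated correlation 5 of the 13 differences hold, those of the replication, interferon, NRF2, acute phase and hepatocyte lists. With RNA integrity as a covariate as well, that of the interferon list holds (adjusted p = 0.0307). The adjusted p is then 0.0559 for the replication, NRF2 and acute phase lists and 0.0843 for the hepatocyte list. The median differences with the covariate were 0.85 for replication, -0.27 for NRF2, -0.51 for acute phase and -0.26 for hepatocyte genes. The lost calls thus do not show that RNA integrity made these differences.

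The replication and mitosis lists were higher after DAAD2 in Hep3B and lower in SNU449 by camera with the preset correlation. With an estimated correlation none of these calls holds. The adjusted p is then 0.259 for replication and 0.228 for mitosis in Hep3B, and 0.0985 and 0.256 in SNU449. RNA integrity as the whole cause is argued against by a fit with the 3′ minus 5′ signal of GAPDH as a covariate. The median difference of the replication list was 0.852 in that fit and 0.872 without the covariate (camera, adjusted p = 2.8e-28 and 1.3e-33). With an estimated correlation the covariate ends the call, with an adjusted p of 0.0559, where it is 0.0219 without the covariate. The estimated correlation was 0.313 with the covariate and 0.253 without it, and why the call ends was not tested. Scaling of the arrays is argued against for SNU449, where the median over both lists was -0.486 after quantile normalization and -0.479 before. For Hep3B scaling stays open, since quantile normalization takes the median from 0.243 to 0.124. Exchanged group labels in SNU449 stay open too. Of the probe sets that pass a fold of 1.5 and an unadjusted p of 0.05 in both lines, 63 went in opposite directions and 43 in the same one. Independent lists over all probe sets, dim ones included, give 13.3 and 15.9. Both counts exceed these, so the excess cannot decide between the labels. In a fit of all 12 arrays 12 and 3 calls were higher and lower in both lines and 5 and 5 went in opposite directions. That fit cannot decide, since both lines share 1 estimate of the spread, which favours overlap in every direction. The paper's Table S2 points both ways, its fold column with the labels for 100% of its probe sets and its mean headings against them. Slowed growth under DAAD2 does not decide either, since these lists were higher in Hep3B, the line that the paper finds most sensitive. Real and exchanged labels thus cannot be told apart for these lists. A response that depends on the line or the dose may be the biological source and was not tested.

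The TUBA1A probe set was higher after DAAD2 in Hep3B. Signal of other alpha tubulin transcripts on the probe set is argued against by the controls, where the probe set lay 7.13 log2 units higher in SNU449 than in Hep3B while probe sets of TUBA1B and TUBA1C, bright in both lines, differed by 0.24 to 0.30. A rise of TUBA1A expression in Hep3B may be the source, as a hypothesis. Only 1 TUBA1A probe set with a single symbol was analysed, and no second one was set beside it.

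In Hep3B no probe set passed an adjusted p of 0.05 in limma, where 8191 have an unadjusted p under 0.05. Whether a single control array that stands apart, control replicate 2, is the cause stays open. Without it 0 probe sets pass, but leaving out an array also costs power. In SNU449 leaving out any 1 control lowered the number that pass. Without DAAD2 replicate 3, 6 pass. On simulated data with 3 arrays per group 95% of probe sets changed by 1 log2 unit in Hep3B were recovered. On the real arrays differences of that size did not pass, among them HSPA4L (1.48) and APOM (-1.34), each with an adjusted p of 0.0581 from limma. The simulated share therefore does not exclude low power as the cause.

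Other splits of the arrays were counted for each result. In Hep3B 0 probe sets were called and the highest of the other splits called 0, so that 10 of 10 splits were as large. In SNU449 798 were called and the highest of the other splits called 0 (1 of 10 splits as large, the real one included). For lists, Hep3B had 11 and the highest other split 6 (1 of 10), and SNU449 7 and 8 (4 of 10). With 10 splits no share under 0.05 can be reached. For the difference between the lines 2 of 100 splits were as large as 1096, the real one included. The other, with 1165, had the same groups in each line with those of SNU449 exchanged. At a share of 0.05 the grouping into control and DAAD2 arrays thus exceeds chance. The remaining splits also break up the response within each line, so they do not test whether the responses of the lines differ beyond chance.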

How the results depend on the processing

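The fits with RNA integrity as a covariate, the overlap in one fit of all arrays, and quantile normalization and cyclic loess before the list tests, were chosen after seeing the data. Counts are of calls by limma at an adjusted p under 0.05 unless stated, and the cause of each change was not tested.

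For probe sets higher after DAAD2 in Hep3B and probe sets lower after DAAD2 in Hep3B, 0 and 0 in the reported analysis, the counts were 123 and 31 with all 12 arrays in one fit, 68 and 9 with arrays centred on their medians, 2 and 4 after quantile normalization, 1 and 4 after cyclic loess, 271 and 48 with a trend and robust moderation, 88 and 23 with one value per gene, and 775 and 110 at an unadjusted p and a fold over 1.5. Leaving out single arrays gave 0 to 5 and 0 to 1, other than 0 only without DAAD2 replicate 3. The replicate block, a filter on dim probe sets, no moderation, the arrays closest to Table S1, the RNA integrity covariate and a fold threshold beside the adjusted p gave 0 and 0; at an unadjusted p under 0.05 alone 8191 pass.

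For probe sets higher after DAAD2 in SNU449 and probe sets lower after DAAD2 in SNU449, 570 and 228, the counts were 1163 and 687 with all 12 arrays in one fit, 204 and 58 with the replicate block, 0 and 0 with no moderation (limma without shrinkage, where 6445 pass unadjusted with it), 1006 and 792 at an unadjusted p and a fold over 1.5, 321 higher with one value per gene, 132 lower with arrays centred and 391 lower with the RNA integrity covariate. Leaving out single arrays gave 93 to 595 higher (225, 112 and 93 without control replicates 1, 2 and 3 and 115 without DAAD2 replicate 1) and 11 to 573 lower (89, 11 and 12 without the controls and 13, 573 and 107 without DAAD2 replicates 1, 2 and 3). The other alternatives stayed within 1.5 times, among them a filter on dim probe sets (610 and 262). The residuals of arrays with one replicate number did not pair: r between them was -0.228, -0.271 and 0.0901 in Hep3B and -0.00835, -0.0762 and -0.0637 in SNU449.

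The number of probe sets whose response differs between the cell lines, 1096, was 420 with the replicate block, 337 with no moderation and 1846 with the RNA integrity covariate, and 435 to 2321 when single arrays were left out, with 511, 593, 453 and 456 without Hep3B control replicates 1 and 2 and DAAD2 replicates 1 and 2, 482, 435 and 499 without SNU449 control replicates 2 and 3 and DAAD2 replicate 1, and 2321 without SNU449 DAAD2 replicate 2. The correlation of the responses of the 2 cell lines stayed between -0.119 and 0.0225. The overlap of calls between the cell lines in the same direction, 0, was 4 with arrays centred, 5 with one probe set per gene and 15 with all 12 arrays in one fit. The TUBA1A log2 fold change in Hep3B, 2.64, has an adjusted p of 0.0706, and 0.00744 with all 12 arrays in one fit, where the value is 2.64; leaving out single arrays gave 2.18 to 3.12, and the adjusted p ranged from 0.00744 to 0.326. The other TUBA1A probe sets were not run.

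With an estimated correlation 0 lists are called in Hep3B, where 11 are by camera with a preset one, and 1 in SNU449, where 7 are; this 1, the chemokines, has an adjusted p of 0.141 with the replicate block as well. Per list and alternative, the estimated correlation included, 271 results in Hep3B kept their direction and call, 33 lost the call and 4 gained it; in SNU449 these were 283, 6 and 19. Of the named genes in Hep3B 785 results kept both, 75 gained a call and 4 went the other way, all of CASP9: the CASP9 log2 fold change in Hep3B, 0.03, was -0.139 after quantile normalization and -0.117 after cyclic loess, and from -0.00897 to 0.0662 when single arrays were left out. In SNU449 807 kept both, 251 lost the call and 7 gained it; 29 of 66 called probe sets of named genes were called whichever array was left out, 21 of the 66 lost the call with the replicate block and 66 with no moderation.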

Differences from the paper's values

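The alternatives named here were set before the data were examined. None of the values that the paper states and that were recomputed over all arrays differed by more than the replicate SD (log2 fold changes) or by more than 1.5 times (counts). The replicate SD, moderated over probe sets, was taken as the error only after the values had been seen: the IL32 log2 fold change in Hep3B was 1.38 with a moderated replicate SD of 0.262 and a standard error of 0.214, and the paper's value is 1.62, so that it would count as a difference with the standard error. With the arrays closest to Table S1 it was 1.55.

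The paper's Table S1 lists 723 higher and 136 lower probe sets in Hep3B, and at a fold over 1.5 and an unadjusted p under 0.05, the limits seen in the table, 775 and 110 pass. Counts over 1.5 times from the paper's arose with arrays centred on their medians (1147 and 75), after quantile normalization (401 and 208), with no moderation (81 lower), without control replicate 3 (1203 higher) and without DAAD2 replicate 3 (1180 and 212). The paper gives the TUBA1A geometric means as 25.43 and 147.19 and its fold as 5.79, and over all arrays they were 22.5, 140.7 and 6.25. The paper reports this rise, whose adjusted p from limma is 0.0706; it passes with all 12 arrays in one fit (0.00744) and without DAAD2 replicate 3 (0.0372), and ranges up to 0.326 over the alternatives. The fold changes of Table S1 lie closest to control replicates 1 and 3 against DAAD2 replicates 2 and 3, with a median absolute difference of 0.0589 log2 units, where all arrays give 0.116. With those 4 arrays the RPL27A and RPL38 log2 fold changes were -1.11 and -1.31, and the paper's are -1.23 and -1.42. The permutation p of 855 of the 859 probe sets in the table is 0.333, which 3 arrays against 3 do not give.

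The paper's Table S2 lists 1007 higher and 793 lower probe sets in SNU449, and 1006 and 792 pass here. Without moderation 522 were lower, and without DAAD2 replicate 2 1493. The column of means headed as the control in Table S2 holds the means of the DAAD2 arrays and the one headed as treated those of the controls, by the sample labels. The paper's fold changes run as the labels do, and 0% of them follow the headings of its own means.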

Other observations

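The tests of the lists after quantile normalization and cyclic loess were chosen only after the results were seen. In SNU449 FGA, the fibrinogen alpha chain (1.35), rose, and so did APOE, an apolipoprotein (1.32), SPP1, osteopontin (1.83), the receptor kinase ERBB3 (1.59), COL1A1, a collagen (1.21), TGFBI, a matrix protein (0.99), and ALDH1L1, an enzyme of folate metabolism (1.69), by their log2 fold changes. Another probe set of CYP3A5 rose (1.67). ERN1, a sensor of endoplasmic reticulum stress (1.08), CEBPB, a transcription factor (1.05), TP53INP1, a p53 target (0.89), TNFRSF1A, a receptor of TNF (0.77), and the lipid enzymes LPIN1 (0.67) and SCD (0.67) rose, and PSAT1, an enzyme of serine synthesis (-0.82), ACAT2, an enzyme of cholesterol synthesis (-0.77), CASP2, a caspase (-0.71), and TFRC, the transferrin receptor (-0.71), fell. ERBB3, ALDH1L1 and TGFBI are called without each array in turn. CEBPB loses its call without control replicate 2 or 3 or DAAD2 replicate 1 (adjusted p 0.0559 to 0.0711), and COL1A1 and SPP1 without these or DAAD2 replicate 3 (0.0563 to 0.112). ACAT2, APOE, this CYP3A5 probe set, LPIN1, PSAT1 and SCD lose it without any 1 control or DAAD2 replicate 1 (0.0520 to 0.162). CASP2, FGA, TFRC and TNFRSF1A lose it without any array but DAAD2 replicate 2 (0.0706 to 0.215), TP53INP1 without any but DAAD2 replicate 3 (0.0743 to 0.191), and ERN1 without any of the 6 (0.0609 to 0.137).

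Of the lists not called by camera in SNU449, those of endoplasmic reticulum stress and of fatty acid synthesis were nearest to it. Of 37 genes of endoplasmic reticulum stress 3 rose and 2 fell (6 and 8 when adjusted over the list alone), at a median of -0.28 (adjusted p = 0.0515, adjusted p = 0.564 with an estimated correlation, 0.0462 to 0.0486 after other scalings, 0.0210 without control replicate 1 and 0.00762 without DAAD2 replicate 2). Of 19 genes of fatty acid synthesis 2 rose and 0 fell (3 and 0 when adjusted over the list alone), at a median of 0.11. The adjusted p was 0.0505, 0.307 with an estimated correlation and 0.0459 to 0.0486 after other scalings. It was 0.0117 without control replicate 3, 0.0384 without DAAD2 replicate 2 and 0.0331 without DAAD2 replicate 3, at medians of 0.17, 0.21 and 0.07. Of 23 epithelial or progenitor genes 2 rose and 1 fell (4 and 2 when adjusted over the list alone), at 0.15 (adjusted p = 0.0841, and 0.0197 without DAAD2 replicate 3). Of 34 mesenchymal and cytoskeletal genes 3 rose and 3 fell (4 and 8 when adjusted over the list alone), at -0.05. Of 42 hepatocyte genes 5 rose and 0 fell (5 and 0 when adjusted over the list alone), at 0.07. Of 38 drug metabolism genes 2 rose and 0 fell (4 and 0 when adjusted over the list alone), at 0.0053 (adjusted p = 0.0970). Without control replicate 1 the median of the drug metabolism list was 0.08 (adjusted p = 0.00310). Of 32 caspase and apoptosis genes 1 rose and 1 fell (6 and 3 when adjusted over the list alone), at 0.04, of 22 p53 targets 1 rose and 0 fell (1 and 0 when adjusted over the list alone), at -0.04, and of 22 cholesterol genes 0 rose and 1 fell (1 and 2 when adjusted over the list alone), at -0.11. Of 26 heat shock genes 0 rose and 1, BAG3, fell (0 and 1 when adjusted over the list alone), at 0.0098 where camera points down, and of 12 housekeeping genes 0 rose and 1, TFRC, fell (0 and 1 when adjusted over the list alone), at -0.10. In limma 0 of 16 leukocyte markers, 11 metallothioneins and 44 ribosomal proteins passed, over all genes or adjusted over the list alone, at medians of -0.07, -0.03 and -0.02; that of the ribosomal proteins is 0.0082 after cyclic loess.

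In Hep3B, the lists not called by camera had these counts adjusted over the list alone, with 0 members called over all genes in limma. Of 38 genes of NRF2 and glutathione 3 were higher and 0 lower (median 0.02), of 32 caspase and apoptosis genes 1 and 1 (0.04), of 23 epithelial or progenitor genes 3 and 1 (0.07), of 34 mesenchymal genes 4 and 1 (0.0067), and of 11 metallothioneins 2 and 0 (0.09). Of 22 cholesterol genes 0 and 0 (0.01), of 22 p53 targets 0 and 0 (0.0097), of 43 interferon-stimulated genes 0 and 0 (-0.04), of 16 leukocyte markers 0 and 1 (-0.06) and of 19 genes of fatty acid synthesis 1 and 4 (-0.03) were higher and lower. For cholesterol genes and p53 targets camera points down where the median is positive. After quantile normalization and after cyclic loess the medians of the NRF2, caspase, cholesterol, epithelial, mesenchymal and p53 lists were negative, and with arrays centred those of the interferon and fatty acid lists were positive. With an estimated correlation none of these lists passes. The fatty acid list passes after quantile normalization (-0.12, adjusted p = 0.0108) and after cyclic loess (-0.12, adjusted p = 0.00362), its adjusted p being 0.150 on the deposited values.

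CASP9 is a caspase that the paper names. The log2 fold change of the probe set that stands for it was 0.03 in Hep3B (adjusted p = 0.925) and 0.52 in SNU449 (adjusted p = 0.317), by limma. Another CASP9 probe set did not show these rises. Its arrays lay at 5.28 to 5.94 in Hep3B controls and 5.20 to 5.64 after DAAD2. In SNU449 they lay at 5.51 to 5.62 and 5.09 to 5.69. The log2 fold change of CANX, the gene of the paper's loading control calnexin, was 0.29 in Hep3B (adjusted p = 0.184) and -0.09 in SNU449 (adjusted p = 0.852), by limma. No value is given here for the gene of caspase-3, whose cleaved form the paper reports. The paper's tables share 91 probe sets, of which 36 are higher in both, 47 higher in Table S1 and lower in Table S2, 4 lower in both and 4 the reverse.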
